# Shade Avoidance Components and Pathways in Adult Plants Revealed by Phenotypic Profiling

**DOI:** 10.1371/journal.pgen.1004953

**Published:** 2015-04-15

**Authors:** Kazunari Nozue, An V. Tat, Upendra Kumar Devisetty, Matthew Robinson, Maxwell R. Mumbach, Yasunori Ichihashi, Saradadevi Lekkala, Julin N. Maloof

## Abstract

Shade from neighboring plants limits light for photosynthesis; as a consequence, plants have a variety of strategies to avoid canopy shade and compete with their neighbors for light. Collectively the response to foliar shade is called the shade avoidance syndrome (SAS). The SAS includes elongation of a variety of organs, acceleration of flowering time, and additional physiological responses, which are seen throughout the plant life cycle. However, current mechanistic knowledge is mainly limited to shade-induced elongation of seedlings. Here we use phenotypic profiling of seedling, leaf, and flowering time traits to untangle complex SAS networks. We used over-representation analysis (ORA) of shade-responsive genes, combined with previous annotation, to logically select 59 known and candidate novel mutants for phenotyping. Our analysis reveals shared and separate pathways for each shade avoidance response. In particular, auxin pathway components were required for shade avoidance responses in hypocotyl, petiole, and flowering time, whereas jasmonic acid pathway components were only required for petiole and flowering time responses. Our phenotypic profiling allowed discovery of seventeen novel shade avoidance mutants. Our results demonstrate that logical selection of mutants increased success of phenotypic profiling to dissect complex traits and discover novel components.

## Author Summary

Because plants depend on light for photosynthesis, neighboring plant shade can be detrimental to survival. Many plants sense and respond to neighbor shade to compete for light. Although shade causes responses throughout the plant (collectively known as the shade avoidance syndrome or SAS), most SAS studies have been limited to single-gene analyses in seedlings. Here we move beyond these analyses by taking a multi-gene, multi-trait study of SAS across developmental stages. Recently, whole-genome studies examining large mutant collections have been exploited to determine the pathways and their interactions that combine to determine complex phenotypes. This type of analysis (phenotypic profiling) typically uses thousands of mutants and robotic phenotyping for assaying many characters in the multitude of mutant lines. In this paper, we develop a directed alternative that allows us to take a similar approach to understanding SAS. To reduce the number of mutants required for such an approach, we used a logical selection procedure to define mutants of interest by over-representation analysis of shade-responsive genes. We found at least three different subgroups of shade responses, and that each subgroup had both shared and separate pathways. Also, we found eighteen novel genes involved in SAS. Therefore, our method is useful for multi-dimensional phenotypic profiling without expensive robots.

## Introduction

Plant canopy shade limits available light for photosynthesis. Because plants are sessile, this presents a particular challenge. Perhaps as a consequence plants developed a light-quality sensory system for canopy shade; perception of foiliar shade and/or reflection from neighbor plants (“neighbor detection”) can induce the shade avoidance syndrome (SAS) is collection of responses to canopy shade in plants. These SAS responses can be seen in all developmental stages from seeds to adult plants [1]. Various plant organs elongate under shade, including the hypocotyl (stem) of young seedlings, and the internodes, and leaf petioles of older plants. Furthermore shade induces upward leaf movement, accelerates flowering time (the developmental transition form vegetative phase to reproductive phase), suppresses shoot branching, and alters resource allocation [1]. All of these responses can be helpful for promoting survival when there is competition for light from neighboring plants.

Foliar shade, which has reduced photosynthetically active radiation (PAR) can be detected both by cryptochrome photoreceptors due to its reduced intensity of blue light and by phytochrome photoreceptors due to its reduced ratio of red to far-red light [1]. Remarkably, plants can perceive nearby neighbors even before true shading and the concomitant reduction in PAR. This type of neighbor detections is possible because, even though PAR is not reduced, light reflected from neighbors has a reduced ratio of red to far-red light detectable by phytochromes [1,2]. Here we use a neighbor-detection protocol to focus on phytochrome-mediated responses. Detailed analysis of shade induced hypocotyl elongation has revealed that light perception activates transcription factors (TF) that, in turn, modulate plant hormone pathways to promote organ growth. For example, the PHYTOCHROME-INTERACTING FACTOR (PIF) 5 TF protein is stabilized under shade and induces transcription of genes important for synthesis of the growth-promoting hormone auxin [3,4]. Another example is that upon shade treatment PIF7 is dephosphorylated and activated to induce *YUCCA* (*YUC*) *2*, *YUC5*, *YUC8*, and *YUC9* auxin biosynthetic genes [5].

Plant hormones regulate many aspects of development and growth. At least five plant hormone pathways are related to SAS; auxin, brassinosteroid (BR), gibberellic acid (GA), ethylene, and cytokinin (CK). Many auxin or BR responsive genes are induced by end-of-day far-red treatment (EODFR, a proxy for shade treatment) and both auxin (*big* and *shade avoidance 3* (*sav3*) */ tryptophan aminotransferase of Arabidopsis 1* (*taa1*)) and BR (*rotundifolia3* (*rot3*)) mutant showed reduced shade-induced or EODFR-induced petiole elongation as well as shade-induced gene expression [6,7]. There is some evidence that GA and CK are involved in leaf SAS [8,9,10]. Shade also influences jasmonic-acid (JA) mediated plant immune system [11] and reduced volatile JA levels [12]. However, the entire network of light signaling and hormone pathways in regulation of shade avoidance are unclear. Also, the extent of shared and separate pathways for each shade avoidance response is not currently known. In part this is because each SAS mutant has been tested under different experimental conditions making it difficult to compare the phenotypic consequences of each mutant.

Phenotypic profiling of genetic mutants with high-throughput phenotyping is a powerful method to tease out complex gene networks [13]. Systematic phenotypic profiling of multiple traits originated with bacterial studies, followed by studies on single eukaryotic cells such as yeast and cultured animal cells [14]. Multi-dimensional phenotypic profiling of gene-perturbed multi-cellular organisms had been done both in invertebrates and vertebrates [15,16,17]. In plants phenotypic profiling of recombinant inbred lines or natural population has been conducted for QTL analysis or genome-wide association studies [18], but it has not yet been applied to induced mutants in plants.

Advances of automatic and robotic technologies made it possible to conduct high-throughput phenotyping. In plant, high-throughput robotic phenotyping systems had been reported (reviewed in [19,20]), but its use in research has only recently been published [21]. Profiling of multiple phenotypes in selected gene-perturbed plants has been reported in root epidermal cell patterning study [22] and red-light signaling [23,24], which showed effectiveness of reverse-genetics approaches to recover mutants of interest from transcriptome data.

Here we extend this approach to multiple phenotypes to develop a systems-level understanding of shade avoidance. We took advantage of a newly developed semi-automated leaf shape measurement system for throughput measurement of shade avoidance in leaves [25]. Furthermore, we aimed to narrow down candidate genes involved in SAS to be screened instead of screening of entire knockout mutant collection or mutagenized population. For this purpose, we selected candidate mutants based on over-representation analysis of shade-responsive genes in leaves. Our broad phenotypic profiling of hypocotyl, leaf, and flowering time in selected mutants has allowed us to dissect the complex shade avoidance syndrome network.

## Results and Discussion

### Shared and separate gene sets are enriched in shade-responsive genes in *Arabidopsis* seedling and leaf/apical region

To begin to define the genes required for SAS in leaf/apical region, after the seedling stage we performed an expression profiling experiment to find gene induces or repressed by simulated shade. 

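Leaf and shoot apex tissue of wild-type (Col) plants was sequenced in 4 conditions: sun and simulated shade, each at 1 hour and at 4 hours. The plants were 2 weeks old, and each condition had 2 replicates, each of 5 pooled plants, which gave 8 libraries. Treatment began 4 hours after lights on, so the tissue was harvested 5 or 8 hours after lights on, with a sun control at each time. The authors mapped 40 bp single-end reads to the TAIR10 genome with TopHat and deposited one value per gene and library as CPM, the reads on a gene scaled to the size of the library. Every deposited value was a whole multiple of the value of 1 read in its library, so the reads behind it could be recovered. The libraries held between 1154019 and 4680620 reads on genes, with a median of 3747016. Replicate 1 of the 4 hour shade condition was the smallest, and the next smallest held 3449191 reads. A single read equalled 0.856 CPM in the smallest library and between 0.216 and 0.291 CPM in the others. The smallest level that 3 reads can show was 2.57 CPM in that library and between 0.649 and 0.872 CPM in the others, which covers counting error only. Spearman's correlation between replicates across genes was 0.979 in sun and 0.974 in shade at 1 hour, and 0.985 in sun and 0.951 in shade at 4 hours. Genes were tested with limma on log2(CPM + 1) in one model of the 4 conditions, with Benjamini-Hochberg adjustment, for the 19280 genes with at least 1 CPM in 2 or more libraries. The model shares the spread between replicates across genes, because 2 libraries against 2 cannot give an exact permutation p below 0.33.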

Previous SAS expression profiling experiments have used microarrays and focused on seedlings or specifically on the petiole or leaf blade after EODFR treatment [6,7,26]. To obtain a broader view of expression changes in older plants, we harvested leaf and shoot apex tissue and used RNAseq (statistics are presented in S1 Table) since the most common *Arabidopsis* microarray (Affymetrix ATH1) only covers about 70% of defined genes in the transcriptome. 

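With limma, 13 genes had an adjusted p under 0.001 after 1 hour of shade, all with more transcript in shade, and 1 gene did after 4 hours. At an adjusted p under 0.05 there were 91 genes at 1 hour (87 higher and 4 lower in shade) and 23 at 4 hours (18 higher and 5 lower). At an unadjusted p under 0.05 the numbers were 1297 and 1661. Among the 13 genes, the largest rise on the log2(CPM + 1) scale was in *IAA29*, from 2.49 and 3.07 CPM in the sun replicates to 84.8 and 75.3 CPM in shade, a log2 fold change of 4.42 (standard error 0.41, adjusted p = 0.000141 from limma). The next largest rises among them were 3.33 in *IAA19*, 3.03 in *MAKR6*, 2.83 in *KAT1* and 2.66 in *AT5G66580*, on the log2 scale. The 4 lower genes at the looser threshold were *TRX5*, *DOT1*, *AT4G22485* and *AT1G62500*, with log2 fold changes between -1.88 and -0.93. The adjusted p of *DOT1* was 0.048 from limma. It was between 0.0104 and 0.0591 under the alternatives, the highest with the replicate number as a replicate block. The gene past 0.001 at 4 hours was *ADS1*, which codes for a delta 9 desaturase. It rose from 10.1 and 8.55 CPM in sun to 65.9 and 68.3 CPM in shade, a log2 fold change of 2.72 (standard error 0.25, adjusted p = 0.000935 from limma, and between 0.00019 and 0.0309 under the alternatives that gave one). The counts moved most with edgeR's exact test using one common dispersion for all genes, which called 184 genes at 1 hour (148 higher and 36 lower) and 102 at 4 hours, and these included the 13 genes at 1 hour. Residuals of same-numbered 1 hour libraries correlated at 0.10 across genes, and a model with the replicate number as a replicate block called 14 genes at 1 hour and 0 at 4 hours, where 1709 had an unadjusted p under 0.05.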

We compared gene expression in samples treated with simulated shade (white light supplemented with far-red light to achieve R/FR of 0.5 and 80–100 μE PAR) for 1 hour or 4 hours to untreated control samples (R/FR = 1.9 and 80–100 μE PAR) and found a total of 164 and 97 genes to be differentially expressed (FDR <0.001; S2 Table see Materials and Methods). Most known shade induced genes in leaves were found in our list (bold text in S2 Table, 1 hour after onset of shade treatment) [3,4,7,27,28,29]. 

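The 1 hour list of S2 Table holds 164 genes, of which 163 passed the filter on low values. All 163 changed in the listed direction, and in 153 of them (93.9%) both shade libraries lay on the same side of both sun libraries, where chance alone gives 33%. Of these, 81 had an adjusted p under 0.05 over all tested genes. Adjusted over the list alone, 102 passed 0.001 and 147 passed 0.05, but the list was itself selected on these libraries. Of the 97 genes listed for 4 hours, 88 could be tested, and 71 of them (80.7%, against 33% by chance) had shade and sun libraries that did not overlap. Of the other 17 genes, 13 were above both sun libraries only in shade replicate 1. In the 4 hour list, 17 genes had an adjusted p under 0.05 over all tested genes, and 33 and 70 passed 0.001 and 0.05 when adjusted over the list alone. Among the shade avoidance genes of Fig 1, *ATHB2* rose from 2.99 and 8.37 CPM in the 1 hour sun replicates to 42.0 and 43.1 CPM in shade, a log2 fold change of 2.83 (standard error 0.47, adjusted p = 0.0145 from limma). *HFR1* had no more than 1 read in either 1 hour sun library and was at least 7.04-fold higher in shade, at 6.27 and 4.89 CPM (adjusted p = 0.159 from limma, and 0.0141 with only the 4 libraries of the comparison, the 1 alternative under 0.05, with 0.337 the highest). *MIDA9*, a light gene of Fig 1 whose gene model overlaps that of *MOS11*, had a log2 fold change of 2.54 (standard error 0.19, adjusted p = 4.63e-05 from limma).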

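S2 Table gives published microarray fold changes after end-of-day far-red treatment for some of the listed genes, and the RNA-seq fold changes were compared with their log2 values across genes. Genes are not independent replicates, and these were listed for their response in the same libraries. For the 54 genes with a leaf blade value, Spearman's rho with the 1 hour response was 0.557 (p = 4e-05, adjusted p = 8e-05) and Pearson's r was 0.520 (p = 9e-05, adjusted p = 0.00018), and 52 genes changed in the same direction. With the 4 hour response, rho was 0.315 (p = 0.0214, adjusted p = 0.0285) and r was 0.318 (p = 0.0189, adjusted p = 0.0189), and 43 genes shared a direction. For the 60 genes with a petiole value, rho with the 1 hour response was 0.552 (p = 1e-05, the smallest p these permutations can give, and adjusted p = 4e-05) and r was 0.544 (p = 3e-05, adjusted p = 0.00012), and all 60 shared a direction. The 4 hour response of these genes gave a rho of 0.220 (p = 0.0923, adjusted p = 0.0923) and an r of 0.371 (p = 0.00392, adjusted p = 0.00523), so the relation passed 0.05 only by Pearson's r. All p-values are two-sided, from permutation tests with 100000 resamples, adjusted over the 4 relations. The relation that moved most with a single library was that of the leaf blade at 4 hours, where rho was 0.0553 without shade replicate 1.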

There is a high correlation of expression fold changes by shade treatment between our data and published microarray data in leaf [6] (S1 Fig), confirming that our RNA-seq based transcriptional analysis is reliable. 

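For seedlings, S3 Table gives published fold changes for 23 of the tested genes. Across these genes, Spearman's rho with the 1 hour response in leaf and shoot apex was 0.668 (p = 0.00077) and Pearson's r was 0.744 (p = 4e-05, both from two-sided permutation tests), with all 23 genes changed in the same direction. With each of the 1 hour libraries left out in turn, rho stayed between 0.646 and 0.688. S3 Table covers known shade avoidance mutants and the paper's own panel, which was chosen in part from its calls on these libraries. Genes are not independent replicates, and the shared direction may partly restate that choice.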

Significant correlation of shade-responsive genes between seedlings and leaves indicates common mechanisms exist between these two organs (S1 Fig). In addition we identified 38 (1 hour treatment) and 19 (4 hour treatment) genes not present on the *Arabidopsis* ATH1 microarray, including the known shade induced gene *PHYTOCHROME-INTERACTING-FACTOR-3 LIKE I* (*PIL1*) [3,30], while 50 (1 hour) and 68 (4 hour) genes were on ATH1 but not previously found as shade-responsive genes in EODFR treated petiole or leaf (S2 Table).

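In S2 Table, *PIL1* is listed with no ATH1 probe. *PIL1* had 0.747 and 3.63 CPM in the 1 hour sun replicates and 10.8 and 9.77 CPM in shade, a log2 fold change of 1.99 (standard error 0.48, adjusted p = 0.136 from limma). With each of the 1 hour libraries left out in turn, the log2 fold change was between 1.29 and 2.69. At 4 hours it was 1.18 (standard error 0.48, adjusted p = 0.508 from limma), and at both times both shade libraries were above both sun libraries.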

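The 1 hour and 4 hour lists of S2 Table share 22 genes, with 142 genes only in the 1 hour list and 75 only in the 4 hour list. Of the shared genes, 3 changed in opposite directions at the 2 time points, *VSP1*, *AT5G05600* and *GRP9*. For *VSP1* and *AT5G05600* the 4 hour shade and sun libraries overlapped, with an adjusted p at 4 hours of 0.964 and 0.8225 from limma. With one library left out, their 4 hour log2 fold changes went from -2.41 to 3.19 and from -1.06 to 3.33, so their 4 hour sign is not established. *GRP9* had a log2 fold change of -1.26 at 1 hour (standard error 0.54, adjusted p = 0.704 from limma), where its shade and sun libraries overlapped. With one 1 hour library left out, this value was between -2.17 and -0.35. At 4 hours the log2 fold change of *GRP9* was 3.02 (standard error 0.54, adjusted p = 0.0557 from limma, and between 0.0182 and 0.294 under the alternatives). *GRP9* had no more than 3 reads in either 4 hour sun library. Its mean in 4 hour shade was at least 14.0-fold higher, a bound taken from 3 reads that leaves out counting error. Of the 141 tested genes listed only for 1 hour, 115 had a fold change of the same sign at 4 hours. Genes listed only for 4 hours were not counted in this way, and both cases occurred among them. *NATA1* had log2 fold changes of -1.27 at 1 hour and 2.06 at 4 hours, and *ADS1* of 0.92 and 2.72. Across the 229 tested genes of either list, Spearman's rho between the 1 hour and 4 hour fold changes was 0.112 and Pearson's r was 0.202. Across all tested genes rho was 0.122 and r was 0.157, and these describe genes, which are not independent replicates. Without shade replicate 1 of 4 hours, rho across the listed genes was 0.375.

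**Figure D1:**
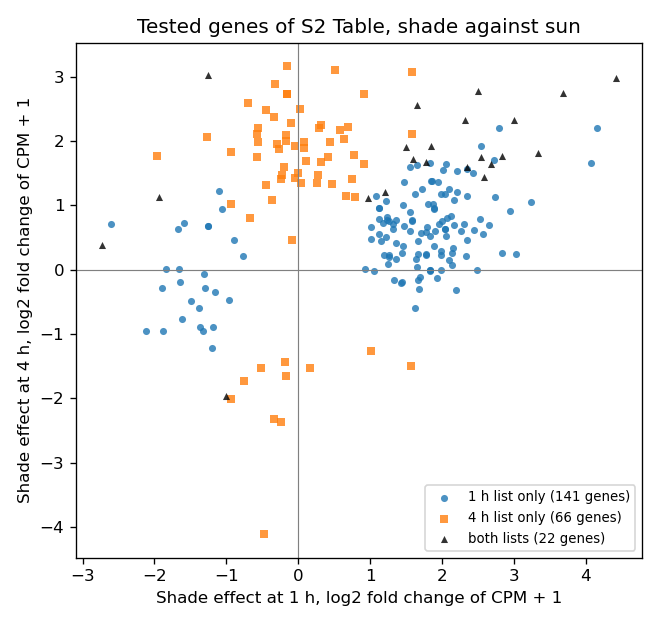
Log2 fold change of CPM + 1 between shade and sun at 1 hour (horizontal axis) and at 4 hours (vertical axis), with 1 point for each of the 229 tested genes of S2 Table. Colour and shape give the list, and the 141 genes listed only for 1 hour lie to the left and right of 0 on the horizontal axis, with 115 of them on the same side of 0 on the vertical axis. Genes listed only for 4 hours also include some of the same sign and some of the opposite sign at 1 hour.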

GO enrichment analysis showed that plants respond to 1 hour and 4 hour shade treatment differently (Tables 1 and 2). 

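The gene annotations in hand carry no GO terms, so the GO terms were not analysed here, and gene families and the groups of Fig 1 were tested as sets with limma's camera. Camera compares the test statistics of the genes of a set with those of all other tested genes. Its p does not test the mean log2 fold change printed beside it. There were 11 sets and 3 contrasts, and the Benjamini-Hochberg adjustment covered these 33 tests. The 51 tested genes of the *SAUR* family rose by a mean of 1.00 on the log2 scale at 1 hour (camera, adjusted p = 2.48e-19, with 41 genes higher) and by 0.46 at 4 hours (adjusted p = 4.2e-07, with 38 genes higher). With the correlation between genes of a set estimated from the residuals in place of 0.01, the alternative that moved the set tests most, the adjusted p was 0.0108 at 1 hour and 0.0418 at 4 hours, and these were the 2 tests of the 33 that stayed under 0.05. The 8 auxin genes of Fig 1, which the paper chose in part from its own calls on these data, rose by a mean of 1.42 at 1 hour (adjusted p = 1.42e-05, and between 1.61e-06 and 0.0619 under the alternatives) and 0.58 at 4 hours (adjusted p = 0.0391, and between 0.00986 and 0.171 under the alternatives). The 10 JA genes of Fig 1, chosen in the same way, fell by 0.57 on the log2 scale at 1 hour (camera, adjusted p = 0.0213, and between 0.0209 and 0.46 under the alternatives), with 1 gene higher in shade. With each 1 hour library left out in turn, their mean change was between -0.84 and -0.3. At 4 hours their mean change was 0.14 (camera, adjusted p = 0.148), with 5 genes higher, and it was -0.56 without shade replicate 1 and 0.83 without shade replicate 2. Residuals of same-numbered libraries correlated at 0.10 at 1 hour and at 0.0232 in the mean of the 6 pairs of conditions, so pairing is not established. The replicate block was shared by all libraries and does not model a pairing at 1 hour alone. With it, the adjusted p from camera at 1 hour was 3.39e-19 for the *SAUR* family, 1.61e-06 for the auxin genes and 0.0209 for the JA genes.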

Two GO terms common to both time points were GO:0009733 (response to auxin stimulus) and GO:0009753 (response to JA stimulus). Known shade avoidance related genes were also enriched in the 1 hour treatment, but not in the 4 hour treatment. 

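The list of genes behind this term was not in hand, and the 12 shade avoidance genes of Fig 1 were tested in its place. Their mean log2 fold change was 0.85 at 1 hour (adjusted p = 4.98e-05 from limma's camera, and between 4.55e-05 and 0.112 under the alternatives) and 0.61 at 4 hours (adjusted p = 1.42e-05, and between 1.5e-05 and 0.112). At each time point 11 of the 12 genes were higher in shade. The difference between the 4 hour and 1 hour responses had a mean of -0.23. Relative to all other tested genes, camera put this difference in the upward direction (adjusted p = 0.651), so that p does not test the mean. Over-representation was also tested, with one-sided Fisher's exact tests adjusted over 44 tests on the paper's own lists. Among the tested listed genes higher in shade, 3 of the 12 genes were among 133 at 1 hour, where 0.0828 were expected (adjusted p = 0.000371), and 1 was among 76 at 4 hours, where 0.0473 were expected (adjusted p = 0.127). The group of Fig 1 was chosen by the paper, in part from these lists, and differs from the list behind its enrichment test.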

Plant immune related pathways (GO:0009611 (response to wounding) and GO:0009617 (response to bacterium), which are related to the JA pathway, are enriched in the 4 hour treatment.

**Table 1:** GO category analysis of 1 hour shade-responsive genes in leaf/apical region.

category	Term	over_represented_pvalue	over_represented_padjust value
GO:0009733	response to auxin stimulus	2.70e-41	6.70e-38
GO:0010583	response to cyclopentenone	7.49e-07	6.61e-04
GO:0009753	response to jasmonic acid stimulus	8.00e-07	6.61e-04
GO:0009641	shade avoidance	3.03e-06	1.88e-03
GO:0009630	gravitropism	5.48e-06	2.72e-03
GO:0009741	response to brassinosteroid stimulus	7.92e-06	3.27e-03

Plants were grown on soil under simulated sun (R/FR = 1.9) and long-day (16/8 hours) conditions for two weeks and then were transferred to simulated shade (R/FR = 0.5) or left in the sun condition. Above-ground parts excluding hypocotyl were collected at 1 hour shade treatment in leaf. Terms with adjusted p-value by Benjamini & Hochberg method [135] <0.01 were selected from GOseq analysis.

**Table 2:** GO category analysis of 4 hour shade-responsive genes in leaf/apical region.

category	Term	over_represented_pvalue	over_represented_padjust value
GO:0009753	response to jasmonic acid stimulus	5.27e-10	1.31e-06
GO:0009611	response to wounding	2.29e-09	2.84e-06
GO:0055114	oxidation-reduction process	2.75e-07	2.27e-04
GO:0080167	response to karrikin	2.08e-06	1.10e-03
GO:0009733	response to auxin stimulus	2.21e-06	1.10e-03
GO:0009617	response to bacterium	2.92e-06	1.21e-03

Same as Table 1 except 4 hour shade treatment instead of 1 hour shade treatment

It has been described that some plant hormone pathways, such as auxin, BR, and GA, are involved in SAS [1]. To gain a better understanding of involvement of hormone pathways in SAS, over-representation analysis (ORA) was done to test if any hormone-responsive genes were enriched among the shade-regulated genes (Table 3). Consistent with ORA with previous microarray data of leaf upon EODFR treatment, auxin, BR, and JA pathways were enriched [6]. In addition, we found that ethylene and abscisic acid (ABA) pathways were enriched in our data sets. 

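The published lists of hormone-responsive genes were not in hand, so the enrichment was not analysed here, and of the genes for ethylene synthesis the ACC synthase family was tested as a set. Of its 11 genes, 6 passed the filter on low values. Their mean log2 fold change was 1.38 at 1 hour (adjusted p = 0.0018 from limma's camera, and between 0.00162 and 0.112 under the alternatives), with 4 genes higher in shade, and 0.70 at 4 hours (adjusted p = 0.00899, and between 0.00539 and 0.145), with 5 genes higher. The difference between the 2 time points had a mean of -0.69 (camera, adjusted p = 0.153). *ACS8* had no reads in the 1 hour sun libraries and 17.7 and 14.1 CPM in shade, at least 20.1-fold higher (adjusted p = 0.00763 from limma). *ACS5* had 1 read in each 1 hour sun library and was at least 7.63-fold higher in shade (adjusted p = 0.0327 from limma, and between 0.0172 and 0.0567 under the alternatives). *ACS4* had a log2 fold change of 2.34 at 1 hour (standard error 0.50, adjusted p = 0.0698 from limma, and between 0.0225 and 0.176 under the alternatives). No list of ABA-responsive genes was used here.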

Involvement of ethylene in SAS was suggested because shade increases ambient ethylene levels in *Sorghum* [31] and tobacco [32]. However ethylene production is required only for early response to shade in petiole and stem, but not response in leaf angle [32], although ethylene induces leaf hyponasty [33], hypocotyl elongation [34], and stem elongation [35]. Involvement of ABA in SAS is known for shade-suppressed branching [36], but has not been reported to be involved in the shade-avoidance responses examined in this paper. Interestingly leaves of four-day shade treated tomato plants have increase level of ethylene precursor and ABA [37]. In summary, the significant differences in the shade-responsive transcriptome at these two time-points reflected dynamic temporal changes of early SAS signaling cascade.

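The difference between the 4 hour and 1 hour shade responses was tested for each gene as an interaction in limma. At an adjusted p under 0.001 there were 0 genes, and 1062 had an unadjusted p under 0.05. At an adjusted p under 0.05 there were 2 genes, *KAT1* and *DOT1*. *KAT1* had 11.0 and 11.4 CPM in the 1 hour sun replicates, 85.2 and 86.2 CPM in 1 hour shade, 17.4 and 15.2 CPM in 4 hour sun, and 22.3 and 17.4 CPM in 4 hour shade. The difference between its responses was -2.57 on the log2 scale (standard error 0.29, limma, adjusted p = 0.0111, and between 0.00184 and 0.0181 under the alternatives). *DOT1*, a glycine-rich protein gene, fell by 1.10 on the log2 scale at 1 hour and rose by 1.23 at 4 hours. It had 43.3 and 43.8 CPM in 1 hour sun and 22.7 and 17.2 CPM in 1 hour shade. At 4 hours it had 9.48 and 8.31 CPM in sun and 20.55 and 23.8 CPM in shade. *DOT1* thus changed between the time points mainly in sun, with a log2 fold change of -2.17 (adjusted p = 0.000161 from limma). Its difference was 2.33 (standard error 0.31, adjusted p = 0.0386), and the adjusted p was 0.0667 with a replicate block and 0.00822 with edgeR's quasi-likelihood test, the highest and lowest of the alternatives. Among the gene sets, the mean difference was -0.63 for the Aux/IAA family (adjusted p = 0.000997 from camera), -0.54 for the *SAUR* family (adjusted p = 2.72e-05), -0.84 for the auxin genes of Fig 1 (adjusted p = 0.00677) and 0.71 for its JA genes (adjusted p = 0.00761). With the correlation between genes of a set estimated, these adjusted p-values were 0.249, 0.0566, 0.112 and 0.39.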

**Table 3:** Over-representation analysis of shade-responsive genes and hormone responsive genes.

	1 hour shade treatment		4 hour shade treatment	
regulated by hormone	UP	DOWN	UP	DOWN
**IAA UP**	4.59e-75	1	1.2e-06	0.138
**IAA DOWN**	1	0.0642	0.152	1
**BR UP**	0.000269	1	1	1
**BR DOWN**	1.04e-10	1	0.00355	1
**GA UP**	1	1	1	1
**GA DOWN**	0.00148	1	1	1
**JA UP**	0.0083	0	8.34e-18	0.0567
**JA DOWN**	1.9e-12	1	0.000406	1
**CK UP**	0.00259	1	1	1
**CK DOWN**	1	1	1	1
**ABA UP**	0.0258	0.431	1.31e-07	1
**ABA DOWN**	0.00141	0.252	0.0064	1
**ACC UP**	1.58e-05	1	0.000106	1

p-values were calculated by GOseq [129] and adjusted by Benjamini & Hochberg correction [135].

Next we asked if the previous seedling shade transcriptome data [7] shows the same trends as our data. We found that there were both common and specific GO terms between the hypocotyl and our leaf/apical region data sets (Table 1, 2, and 4). Of the common terms, we focused on GO:0009733 (response to auxin stimulus), GO:0009741 (response to BR stimulus), and GO:0009641 (shade avoidance). 

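In the 1 hour comparison, *JAZ5* had 7.97 and 3.35 CPM in the sun replicates and 1.51 and 0.575 CPM in shade, a log2 fold change of -1.65 (standard error 0.93, adjusted p = 0.805 from limma, and between 0.258 and 0.865 under the alternatives). *JAZ9* fell from 77.9 and 48.8 CPM to 16.0 and 23.6 CPM, a log2 fold change of -1.62 (standard error 0.64, adjusted p = 0.628 from limma). With only the 4 libraries of the comparison, which leaves out the 4 hour libraries, its adjusted p in limma was 0.0138, and under the other alternatives it was between 0.395 and 0.662. At 4 hours the replicates of one condition lay apart, with *JAZ9* at 30.9 and 126 CPM in sun and at 83.1 and 15.7 CPM in shade. *VSP1* had 97.4 and 6.98 CPM in the 1 hour sun replicates, 6.27 and 1.44 CPM in 1 hour shade, 7.72 and 73.1 CPM in 4 hour sun, and 231 and 3.78 CPM in 4 hour shade. Its log2 fold change was -2.73 at 1 hour (standard error 1.47, adjusted p = 0.791 from limma) and 0.39 at 4 hours (standard error 1.47, adjusted p = 0.964 from limma), and the 4 hour value was -2.41 without shade replicate 1. With one library of the comparison left out, it was between -4.55 and -0.92 at 1 hour and between -2.41 and 3.19 at 4 hours. The replicates of 4 hour shade differed by 5.60 in *VSP1* on the log2 scale, more than the 1 hour shade effect. The 10 tested genes of the *JAZ* family had a mean log2 fold change of -0.53 at 1 hour (adjusted p = 0.232 from limma's camera) and -0.19 at 4 hours (adjusted p = 0.353), and the 4 hour mean was 0.49 without shade replicate 2. The sulfotransferase gene *ST2B*, a JA gene of Fig 1, rose at 1 hour by 1.73 on the log2 scale (standard error 0.30, adjusted p = 0.02 from limma).

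**Figure D2:**
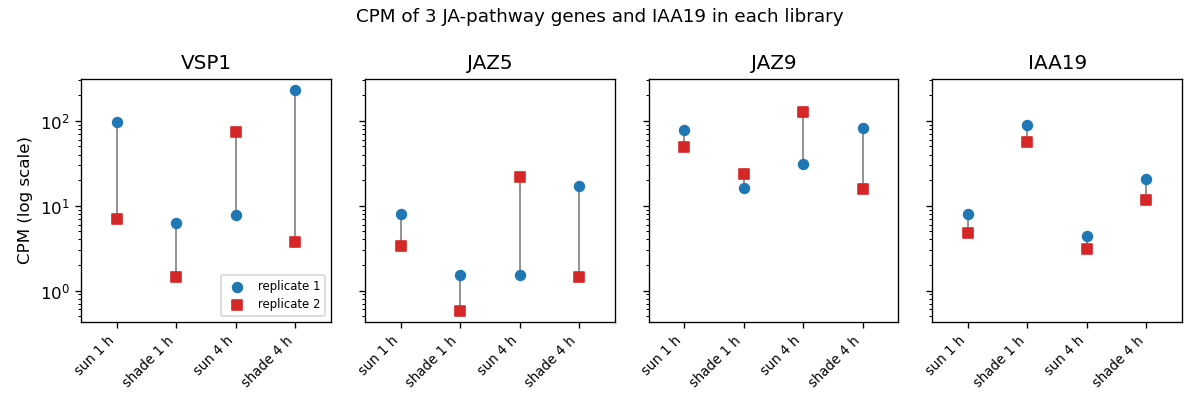
CPM (vertical log axis) of *VSP1*, *JAZ5*, *JAZ9* and *IAA19* in each of the 8 libraries, by condition, with circles for replicate 1, squares for replicate 2 and a line joining the replicates. The replicates of *VSP1* in 4 hour shade are at 231 and 3.78 CPM, and the 1 hour shade replicates of *IAA19* are both above its sun replicates.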

Among the leaf/apical region-specific terms GO:0009753 (response to JA stimulus) is of particular interest because the role of JA pathways in morphological aspects of SAS is not fully understood. Based on our ORA we chose to include mutants of genes in these categories in our phenotypic profiling (see below).

**Table 4:** GO category analysis of 1 hour shade-responsive genes in hypocotyl.

category	Term	over_represented_pvalue
GO:0009719	response to endogenous stimulus	1.72e-38
GO:0010033	response to organic substance	1.46e-32
GO:0009725	response to hormone stimulus	9.18e-32
GO:0009733	response to auxin stimulus	6.02e-28
GO:0042221	response to chemical stimulus	3.04e-24
GO:0050896	response to stimulus	1.23e-17
GO:0009741	response to brassinosteroid stimulus	5.38e-16
GO:1901700	response to oxygen-containing compound	2.03e-12
GO:0033993	response to lipid	7.38e-10
GO:0097305	response to alcohol	1.25e-09
GO:0009639	response to red or far red light	2.94e-09
GO:0014070	response to organic cyclic compound	4.45e-09
GO:0065007	biological regulation	1.62e-08
GO:0009612	response to mechanical stimulus	2.55e-08
GO:0009641	shade avoidance	5.70e-08
GO:0010200	response to chitin	2.78e-07
GO:0010243	response to organic nitrogen	4.77e-07
GO:0009416	response to light stimulus	8.17e-07
GO:0009314	response to radiation	2.87e-06
GO:0009628	response to abiotic stimulus	4.51e-06

Same as Table 1 except 1 hour shade treatment in hypocotyl instead of 1 hour shade treatment in leaf. Expression data is from [7]. Terms with p-value<1e-5 were selected from amiGO analysis.

### Leaf phenotype profiling of fifty-nine mutant lines

We hypothesized that shade-responsive genes and/or pathways are required for proper SAS because among the 34 causal genes in known hypocotyl SAS mutants 11 (*TAA1*, *PIN3*, *YUC2*, *YUC5*, *YUC8*, *YUC9*, *BIM1*, *GAI*, *PHYB*, *PAR1*, *HAT3*) of them have shade-responsive transcripts (S3 Table). 

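After 1 hour of shade, 10 of these 11 genes had more transcript in leaf and shoot apex, and *TAA1* had less, with a log2 fold change of -0.84 (standard error 0.32, adjusted p = 0.598 from limma). In all 11 genes the shade and sun libraries did not overlap at 1 hour, where chance gives 33%. The paper chose these genes for their response to shade, and *GAI*, *PIN3*, *YUC8* and *YUC9* are in its 1 hour list from the same libraries, so this share partly restates the choice. Over all tested genes, *PIN3* was the 1 gene with an adjusted p under 0.001, and 5 genes were under 0.05. Adjusted over the 11 genes alone, 6 were under 0.001 and 8 under 0.05. *PIN3* rose from 56.3 and 65.9 CPM to 169 and 262 CPM, a log2 fold change of 1.77 (standard error 0.20, adjusted p = 0.00091 from limma). Among the alternatives with a value for this gene, its adjusted p was above 0.001 under 3. It was 0.00133 with a pseudocount of 0.25, 0.00105 with median ratio rescaling and 0.00165 with only the 4 libraries of the comparison. Without a filter beyond a value above 0, 0 genes passed 0.001 at 1 hour, so *PIN3* did not pass there either. *GAI* had a log2 fold change of 1.01 (adjusted p = 0.00479) and *PHYB* of 0.82 (adjusted p = 0.0327). *YUC8* had 0.747 and 1.40 CPM in sun and 15.1 and 11.5 CPM in shade (adjusted p = 0.0141). *YUC9* had no reads in the 1 hour sun libraries and was at least 11.1-fold higher in shade, at 11.3 and 6.32 CPM (adjusted p = 0.0463, and 0.118 with a pseudocount of 0.25). *YUC5* was at or under 6 reads in each 1 hour library. At 4 hours the log2 fold changes of the 11 genes lay between -0.45 and 2.20, and 4 genes had shade and sun libraries that did not overlap.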

Based on our differentially expressed gene list and previous knowledge, we chose 59 mutant lines encompassing 59 mutant genes (although some lines have more than one mutant gene) from nine categories (auxin, GA, JA, BR, light signaling, shade avoidance, flowering time, leaf size, and unknown shade responsive genes) (Fig 1). We prioritized auxin and JA pathways because both pathways were enriched in both time points of our transcriptome analysis (see above).

**Fig 1:**
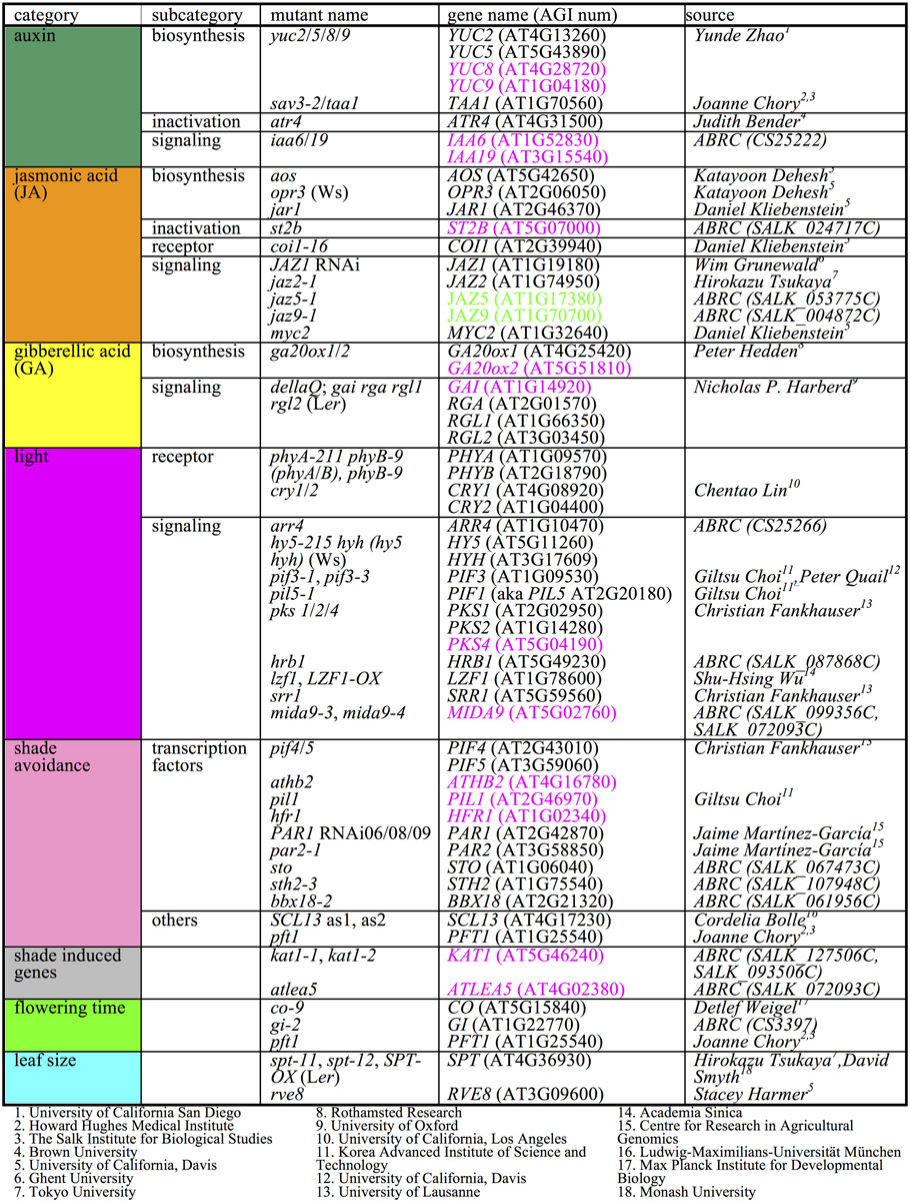
Mutants used in SAS phenotypic profiling. Shade-induced genes are shown in magenta bold and shade-repressed are shown in green. Background genotype for almost all mutants is Col (other genotypes are show in parentheses).

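Of the genes in Fig 1, 58 were tested, and their colours were read from the figure by eye. The 14 genes in magenta all had more transcript after 1 hour of shade, with log2 fold changes between 1.01 and 3.33 and with shade and sun libraries that did not overlap, where chance gives 33%. Over all tested genes, 3 of them had an adjusted p under 0.001 from limma and 8 under 0.05, and adjusted over the genes of the figure alone, 7 and 14. The 2 genes in green, *JAZ5* and *JAZ9*, were lower in both shade libraries than in both sun libraries at 1 hour. Of the 42 genes in neither colour, 25 were higher at 1 hour, 24 had libraries that did not overlap at 1 hour and 22 at 4 hours, with log2 fold changes between -1.03 and 1.34, and *PHYB* was the 1 gene under 0.05. At 4 hours the 14 genes in magenta were all higher, 11 of them with libraries that did not overlap, and 1, *MIDA9*, had an adjusted p under 0.05 (log2 fold change 1.76, adjusted p = 0.00392). The colours were assigned by the paper from the same libraries.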

Petiole elongation is an important component of SAS, but most leaf phenotype measurement software does not report petiole and blade length. Phenotyping of mutants/overexpressors with a pathway of interest is a direct method to test if the given gene in the pathway is involved in phenotype of your interest. At the first step towards high throughput petiole and blade phenotyping, we developed LeafJ, an ImageJ plug-in, which is more accurate and faster measurement system than manual method [25].

To normalize petiole elongation between genotypes with different leaf size, we calculated ratio of petiole length to blade length. Statistical significance between Col under sun treatment and shade treatment effects was examined by a mixed effects model (Fig 2). Mutants that showed a statistically different response to shade when compared to the corresponding wild-type (P<0.05; see Methods) were considered to have a significant SAS phenotype. In Col, we could detect significant shade-induced petiole elongation and an increase of the petiole length to leaf blade length ratio (S2F Fig and S3 Table), but not in other leaf blade parameters (length, width, and area) (S2C–S2E Fig). Some other studies have reported that leaf area does increase or decrease upon shade treatment; the differences between these studies and ours may be due to differences in plant growth conditions or because the developmental stage of our leaves might be too young to show these responses [7,38,39,40]. Comparing the kinetics of leaf development under both light condition could tell us when shade-responsive organ elongation happens and should be examined in future studies.

**Fig 2:**
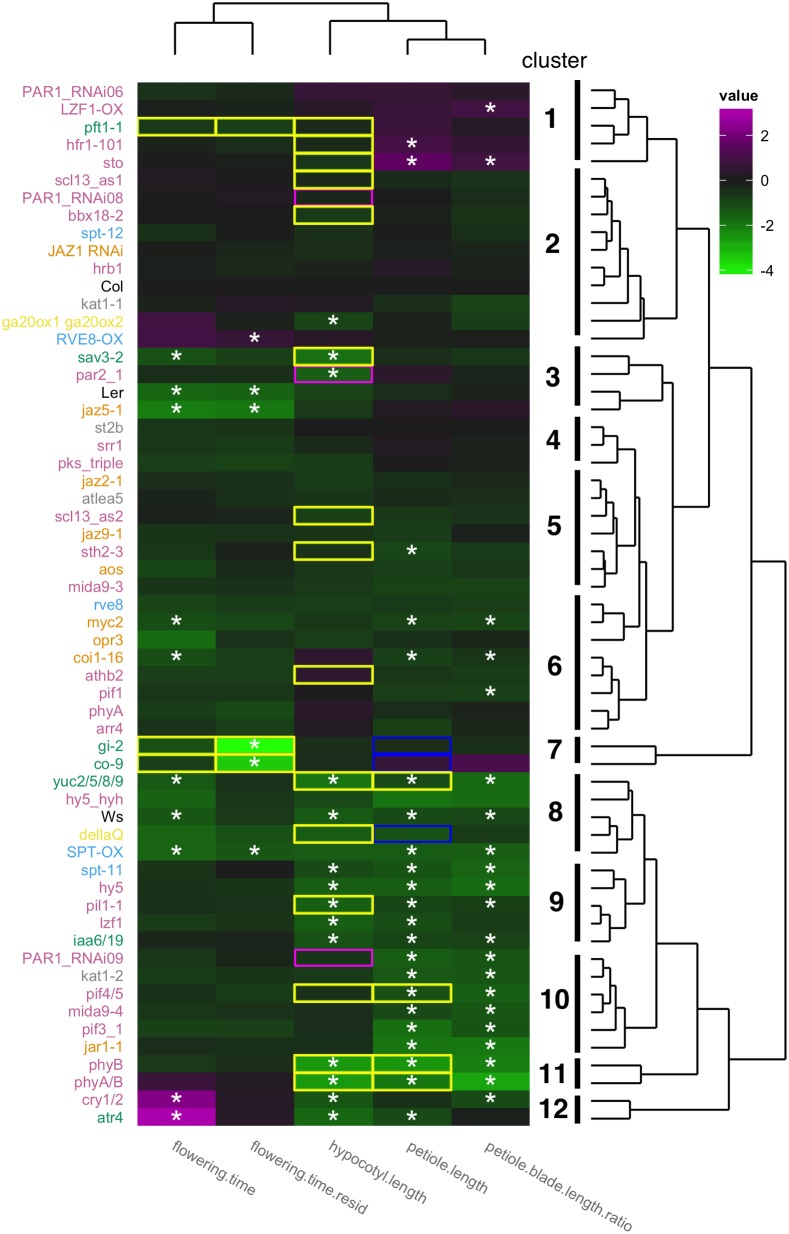
Phenotypic profiling of 59 mutants/overexpressors. For hypocotyl phenotype, plants were grown under continuous simulated sun conditions (R/FR = 1.3) for four days and further grown for three days under either simulated sun or simulated shade (R/FR = 0.5). For leaf phenotypes, plants were grown under long day conditions (16 hour light/8 hour dark) with approximately 90 μE PAR (R/FR = 1.9). Two week old plants were further grown for 12 days under either simulated sun (R/FR = 1.9) or simulated shade (R/FR = 0.5). For flowering time phenotype plants were grown in the same condition with leaf phenotyping and days after stratification at bolted was used for flowering time index. For phenotype clustering heatmap, differences between shade and sun values (except flowering time) were normalized and centered on Col (i.e., Col value = 0) and visualized with color coding (magenta indicates larger response than Col while green indicates reduced response relative to Col). For flowering time, responses to shade were normalized against flowering time under sun condition to eliminate strong dependencies of response on flowering time under sun condition (see S2H Fig for normalized data and S2G Fig for non normalized data). Asterisks (*) from hypocotyl.length to flowering.time indicate a significant difference from corresponding wild type (p-value<0.05). Although SPT_ox appeared to be a SAS mutant in flowering time (residual method, S3H Fig), it was eliminated from SAS mutants in flowering time (residual method) because its background genotype (L*er*) also showed a similar shift from the regression line. Colors of mutant names correspond to groups found in Fig 1. Clustering of mutants according to its phenotype is shown in the dendgrogram on the right. Clustering of traits is show on the top dendrogram. Known phenotypes for hypocotyl, petiole, or flowering time are shown in colored boxes (yellow-green for less response, blue for normal response, and magenta for exaggerated response).

Screening these 59 mutant lines, we found 33 mutants that showed differences in at least one trait from the background ecotype (Fig 2, and S3 Table). These 33 mutants include genes in the auxin, jasmonic acid, and light signaling pathways. Involvement of auxin in petiole elongation upon far-red light treatment has been previously reported [5], whereas there have not been any reports of JA involvement in petiole shade avoidance. Details of these mutants will be discussed below. It is important to note that we assay a leaf series from each plant where some leaves are still expanding and others are mature. As a consequence, the mutations that we have identified could be affecting leaf development itself or developmental timing (the proportion of expanding to expanded leaves).

### Shade-induced acceleration of flowering time of fifty-nine mutant lines

Compared to other SAS phenotypes, only seven mutant lines for acceleration of flowering time have been described; phytochrome mutants (*phytochromeB* (*phyB*) *phyD*, *phyB*/*D*/*E)* [41,42], known flowering time mutants (*constans* (*co*) and *gigantea* (*gi*)) [43], a circadian clock component (*early flowering 3* (*elf3*)) [44], an auxin-related mutant (*big1*) [45], and a mediator complex mutant (*phytochrome and flowering time 1* (*pft1*)) [46]. Our SAS phenotypic profiling provided additional mutants for shade-accelerated flowering. In our condition shade treatment accelerated flowering time about 10% in Col, which is less effective than previously reported (35–40% [42,43,47]). This small acceleration is because our shade treatment started when plants were already close to flowering in long day conditions. Perhaps because of this we observed a strong inverse correlation between flowering time shade response and flowering time in sun (S3H Fig; genotypes that flowered later in sun were more responsive to shade). Given this correlation we defined two categories flowering time shade response mutants. One category (“flowering.time” in Fig 2) consists of mutants whose log2 shade response is different from Col-0. The second category (“flowering.time.resid” in Fig 2) are those mutants whose response is significantly different from that expected based on their flowering time in the sun (see Methods). Even though our experimental conditions were suboptimal for detecting acceleration of flowering time and we could not reproduce reduced responses to shade of *pft1*, we did find six new flowering time SAS mutants; *cryptochrome* (*cry*) *1 cry2 (cry1*/*2)*, *altered-tryptophan regulation 4* (*atr4)*, *reveille 8*/*lhy-cca1-like 5* (*rve8*/*lcl5*), *coronatine insensitive 1* (*coi1)*, *myc2*/*jasmonate insensitive1* (*jin1*), and *jasmonate-zim-domain protein 5* (*jaz5)* (Fig 2, and S3 Table). Details of these mutants will be discussed below.

### Separate and overlapping pathways for three different shade avoidance responses

To investigate how many of the genes under study are required for normal shade avoidance response in both the leaf and the hypocotyl, we assayed hypocotyl SAS in the same 59 mutant panel (S3A Fig, Fig 1, and S3 Table). Among the eighteen previously reported hypocotyl SAS mutants tested, we observed altered SAS phenotypes in six mutants (28%). This relatively low validation rate is probably due to differences in growth conditions such as day length, the ratio of red to far-red used for sun and shade, or whether shade was applied throughout the day or simulated by EODFR. In addition to previously described SAS mutants, we discovered seven mutant lines with previously unknown hypocotyl SAS defects (*gibberellin 20-oxidase* (*ga20ox*) *1 ga20ox2* (*ga20ox1*/*2*), *phytochrome rapidly regulated* (*par*) *2–1*, *indole-3-acetic acid inducible* (*iaa*) 6 *iaa19 (iaa6*/*19)*, *light-regulated zinc finger protein 1* (*lzf1*), *spatula* (*spt*), *elongated hypocotyl 5* (*hy5*), *cry1*/*2*, and *atr4*).

Our mutant phenotypic profiling also revealed that two different indices for one phenotype (“petiole length” and ratio of “petiole blade length ratio” for SAS in petiole; “flowering.time” and “flowering.time.resid” for SAS in flowering time) were clustered together, two elongation phenotypes (hypocotyl elongation and petiole elongation) were clustered while the two elongation phenotypes and flowering time were distinct (top dendrogram in Fig 2). Examining which genes have mutant phenotypes for each trait revealed that there are common and separate pathways for each shade avoidance response (Fig 2 and S3 Table). Auxin-related genes are required for all responses; phytochromes and three TFs (*LZF1*, *HY5*, and *PIL1*) were involved in both hypocotyl and leaf responses; cryptochromes are involved in both hypocotyl and flowering-time response; and JA related pathways were involved in petiole and flowering time responses. Twelve genes were required specifically for petiole response and two genes were required specifically for hypocotyl response (Fig 2 and S2 Table). Our results also showed that our strategy was powerful for identifying new genes required for these shade avoidance responses, including genes in light, auxin, JA, and BR pathways (S2 Table). Details of those genes will be discussed in following sections.

Differences in the sets of genes required for shade avoidance response in hypocotyls and leafs are consistent with GO analysis of shade-responsive genes in hypocotyl or leaf tissue (Table 1, 2, and 4). For example GO:0009753 (response to JA stimulus) is only found in leaf data sets and we found that mutants affecting the JA pathway only affected SAS phenotypes in adult plants. There is a previous report of JA affecting seedling SAS, but this was under extremely low R:FR (0.068) and JA was found to act by modulating phyA signaling [48]. Under the more moderate low R:FR conditions used in this study and for the seedling microarray assays [7], phyA is not involved (Fig 2) and phyB is the major receptor for shade. Thus, under moderate shade conditions, JA is likely to affect adult rather than seedling SAS.

Our findings that pathways of flowering time in response to shade were different from those of hypocotyl are consistent with previous data. For example, altered *ARABIDPSIS THALIANA HOMEOBOX PROTEIN 2* expression changed shade-avoidance responses in hypocotyl [49] but not in flowering time [43]. In addition, *supressor of phytochrome a-105* (*spa1*/*2*/*3*/*4*) quadruple mutant and *constitutive photomorphogenesis 1* (*cop1*) show shade-induced acceleration of flowering time, but did not show shade-induced hypocotyl elongation [50].

### Updated shade avoidance syndrome pathways

Among 59 tested mutant lines we could detect 33 mutants with defects in at least one shade avoidance response, including 20 new mutant lines (Fig 2). A schematic diagram of SAS signaling pathways is shown in Fig 3. SAS phenotypes with mutants used in this study and known SAS mutants are summarized in S3 Table. Below we discuss details of the pathways corresponding to each mutant category in Fig 1 and then discuss phenotypic clustering of SAS mutants (Fig 2).

**Fig 3:**
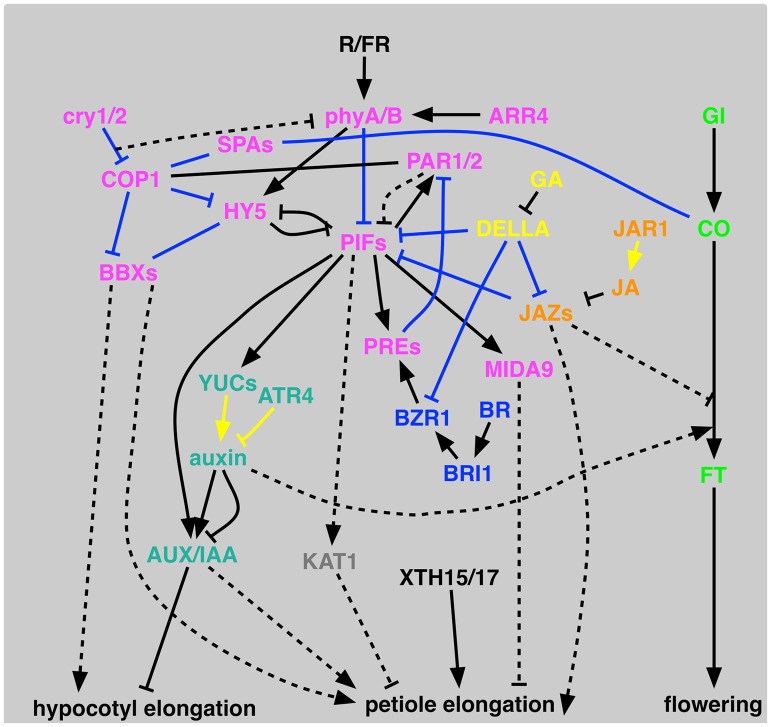
Schematic representation of proposed signal transduction for shade-avoidance syndrome. PIFs represent PIF3, PIF4, PIF5, PIF7, PIL1, and SPT. JAZs represents JAZ5 and JAZ10. Black lines represent genetic interactions, blue lines show direct interactions, and yellow lines show hormone biosynthesis/metabolism. Lines without arrowheads are for interactions where directionality is unknown. Dashed lines show hypothetical interactions. SCL13 is omitted because of its unknown function within this context.

#### Light signaling pathway

We simulated canopy shade solely by changing the R/FR ratio, which is perceived by phytochromes. Five *PHY* genes in *Arabidopsis thaliana* have partially overlapping functions [51]. Our phenotypic profiling showed *PHYB* is the major photoreceptor and *PHYA* has minor function with *PHYB* in the SAS responses of hypocotyl and leaf in low R/FR condition because *phyA* mutant phenotypes could be observed only in a *phyB* mutant background, consistent with previous data [1] (S3 Table, S3A, S3B, and S3F Fig). The situation is different for flowering time where *PHYB* does not dominate the response, instead it is redundant with *PHYD* and *PHYE* [47]. This is consistent with our data that *phyB* and even *phyA*/*B* showed normal shade acceleration of flowering time (Fig 2).

We found that the CRY blue-light photoreceptors were important for proper hypocotyl and flowering time SAS under simulated canopy shade. At first this is surprising because our simulated sun and shade conditions only have altered R/FR ratios but have the same blue irradiance. However, CRY1 and CRY2 blue light photoreceptors of *Arabidopsis thaliana* are known to interact genetically with phytochrome signaling in other photomorphogenic responses [52,53,54,55,56,57,58,59,60]. There are numerous molecular events known to occur upon phytochrome activation that may explain functional interaction between phytochromes and cryptochromes. One example is light-dependent PHYB-CRY1 interaction [61] and light dependent CRY-COP1 E3 ligase interaction [62]. Recent studies showed COP1 and its interacting proteins SPA1/2/3/4 are also required for SAS in hypocotyl [50,63,64], so that COP1-SPAs system could be a key component of phytochrome-cryptochrome interaction observed in our data. Although the *cry1*/*2* double showed reduced SAS in hypocotyl and reduced acceleration of flowering time, the mode of action for these two traits are different. *cry1*/*2* hypocotyls showed constitutive shade avoidance, while *cry1*/*2* showed constitutive exaggerated “sun” phenotype for flowering time, indicating that the interaction between phytochrome and cryptochrome signaling are different between these two traits. Possible mechanisms of the differences could be related to photoperiod-dependent flowering time regulation by CRY2 [65]. CRY2 interacts with SPA in blue-light dependent manner, which prevents CO degradation by COP1-SPAs [66]. Also CRY activates a subset of bHLH TFs in a blue light dependent manner; these bHLHs in turn activate the flowering time master gene, FT [67]. Since cryptochromes are required to sense depleted blue light under canopy shade [68,69], plants may have evolved a cross-talk system between phytochrome and cryptochrome signaling systems to coordinate shade avoidance syndromes response in natural condition.

Among TFs in light signaling pathways that we tested (Fig 1), our data showed that *HY5*, *LZF1*, *PIL1*, and *SPT* were required in common between hypocotyl and petiole responses, while *PIF1*, *PIF3*, *PIF4*, *PIF5*, *PAR1*, *LONG HYPOCOTYL IN FAR-RED (HFR1)*, *SALT TOLERANCE* (*STO*), and *SALT TOLERANCE HOMOLOG2*/*B-BOX DOMAIN PROTEIN 21 (STH2*/*BBX21)* were required in petiole response and *PAR2* was required in hypocotyl.

Among them *SPT* is of particular interest because of its unique spatial expression pattern at the boundary between the leaf blade and petiole, where petiole cell proliferation occurs [70]. Thus the spatial expression pattern of *SPT* could explain the reduced SAS petiole elongation phenotype of *spt-11*. Also the severe allele of *SPT* mutant (*spt-11*) showed less shade avoidance responses than mild allele (*spt-12*) (S3 Table), consistent with the reported differences of petiole length and leaf blade area phenotype between *spt-11* and *spt-12* [70]. *SPT* regulates gynoecium development by activating genes involved in shade avoidance [71]. Similar mechanisms of *SPT* regulation of shade avoidance are likely conserved in shade-induced petiole elongation.

It is well recognized that PIFs are growth-promoting proteins whose activities are modulated by a variety of environmental factors [72]. In addition to *PIF4* and *PIF5*, our data showed that both *PIF1* and *PIF3* are new positive regulators of SAS in petiole (Fig 2). *PIF1* is known to regulate hypocotyl growth [72,73] as well as non-growth related processes such as chlorophyll biosynthesis [74]. *PIF3* is also known to regulate hypocotyl growth (reviewed in [75]), but the role of either gene in regulating adult plant growth is not known. We confirmed the *pif3* result by examining a second allele, *pif3-3* [76], and found that *pif3-3* also had a significant petiole SAS defect (S4 Fig; p<0.01). In hypocotyl growth, PIF1/3/4/5 regulate overlapping and specific target genes [77], and it seems likely that many of these targets also contribute to petiole SAS.

We found that a knock-out mutant of a PP2C-type phosphatase gene, *MISREGULATED IN DARK* (*MIDA) 9*, showed reduced petiole shade response. *MIDA9* has been shown to be involved in hook formation and its expression is regulated by *PIF3* [23], consistent with our finding that *pif3* mutant also showed reduced petiole shade response. We previously found that *MIDA9* is induced by *PIF4* and/or *PIF5* during hypocotyl growing phase [78], suggesting that *MIDA9* is involved in growth-control networks. Another link is inactivation of H^+^-ATPase activity (required for cell wall loosening) via dephosphorylation of H^+^-ATPase by MIDA9 phosphatase 2C-typeD [79]. It would be interesting to know if other *PIFs* and *SPT* controls *MIDA9* expression.

#### Auxin pathways

Previous studies have implicated auxin as being important in hypocotyl and leaf SAS [80]. Here we extend those studies to identify specific auxin signaling components important for SAS in various organs. Consistent with prior studies [4,5,6,7], both our transcriptome data and mutant phenotypic profiling showed auxin pathways were involved in hypocotyl and leaf shade avoidance responses. By assaying many auxin pathway genes we can begin to assign shade avoidance functions to specific components.

Our data showed that components of auxin pathway required for each response are different. For example, two different gene families in one auxin biosynthesis pathway contribute differently in three separate shade avoidance responses. Although TAA1 protein catalyzes auxin biosynthesis in the same pathway as YUC proteins [81,82], *TAA1* was required only for hypocotyl shade avoidance response, while *YUC2*/*5*/*8*/*9* genes were required for all shade avoidance responses (Fig 2; see Müller-Moulé et al., submitted, for a more detailed analysis). These differences could be explained by lower gene expression level of *TAA1* in leaves, in contrast of ubiquitous expression of *YUC2*/*5*/*8*/*9* (S5 Fig). Among shade-induced *AUX*/*IAA* family genes (see S2 Table), we tested the function of *IAA6*, and *IAA19*. 

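Of the 29 genes of the Aux/IAA family in the annotation, 24 were tested. At 1 hour, 18 of them were higher in shade, and 15 had both shade libraries above both sun libraries. In total 17 of the 24 had libraries that did not overlap, where chance gives 33%. The mean log2 fold change of the family was 1.018 at 1 hour (adjusted p = 1.87e-11 from limma's camera, and between 7.14e-12 and 0.112 under the alternatives) and 0.39 at 4 hours (adjusted p = 0.000285, and between 0.000107 and 0.228), and both kept their sign under quantile normalization and median ratio rescaling. With the replicate number as a replicate block, the adjusted p at 1 hour was 1.25e-11. Single genes with an adjusted p under 0.001 were *IAA29*, *IAA19* and *IAA2*, 3 of the 13 genes called at 1 hour where 0.0162 were expected (one-sided Fisher's exact test, adjusted p = 1.06e-05 over 22 tests). *IAA19* had 7.97 and 4.75 CPM in sun and 88.9 and 56.9 CPM in shade at 1 hour, and a log2 fold change of 1.81 at 4 hours (standard error 0.34, adjusted p = 0.0691 from limma, and between 0.0182 and 0.527 under the alternatives). *IAA6* had 3 reads or fewer in each 1 hour sun library, and 5.84 and 2.87 CPM in shade (adjusted p = 0.221 from limma). Its mean in shade was at least 5.5-fold higher, a bound taken from 3 reads that leaves out counting error. The fitted log2 fold change was 1.78.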

The *iaa6*/*19* double showed a defect only in hypocotyl and leaf SAS, but not in acceleration of flowering time. Therefore *IAA6*/*IAA19* are required for response to shade in elongation. Similar to other auxin-related phenotypes, these shade-induced *AUX*/*IAA* genes likely function redundantly with other family members in the other two responses [83].

From transcriptome data it is not clear whether the auxin pathway is involved in acceleration of flowering time by shade, but phenotypic profiling indicates its involvement in flowering time control in response to shade. An auxin overproducing mutant (*atr4*) [84] and reduced auxin level mutant (*yuc2*/*5*/*8*/*9* and *sav3*/*taa1*) showed opposite flowering responses, supporting a role of auxin in this phenomenon (Fig 2).

How are light signaling and auxin pathways connected? All available data suggested that shade increases active auxin content by inducing auxin biosynthesis genes (*YUC*s) [80]. Among the *PIF*s, connection of *PIF4*/*5*/*7* and *SPT* to auxin has been reported [4,5,78,85,86,87]. At least some SAS traits are reduced in single or multiple *pif4*/*5*/*7* mutants (summarized in S3 Table). In our study, *yuc2*/*5*/*8*/*9* mutant is defective in all three shade-avoidance responses, which is consistent with upregulation of *YUC2*/*5*/*8*/*9* genes by *PIF7* [5] and *YUC5*/*8*/*9* by *PIF5* [4]. Interaction of *TERMINAL FLOWER 2* (*TFL2*) protein with *IAA6* and *IAA19* could be another pathway to link SAS and auxin [88], although we were not able to test *TFL2* in this study. Nevertheless, *tfl2* showed reduced shade avoidance (EODFR response) in hypocotyl [88].

#### JA pathway

Evidence showing a link between light and JA pathways has been accumulating for some time (reviewed in [89]). For example JA mediated defense responses are attenuated in shade [11]. This effect is mediated by COI1-JAZ10-dependent, salicylic acid-independent mechanisms [90]. Previous work also implicated JA signaling in *phyA* mediated responses to very low R:FR [48]. In tomato, stems of plants treated with shade for four days showed reduced JA levels [37]. Our transcriptome ORA with hormone responsive genes also shows shade-attenuation of the JA pathway (Table 3).

While it is known that shade attenuates JA responses, we used JA pathway mutants (Fig 1) to probe which JA components are required for SAS. Because *PHYA* is not important for the moderately low R/FR used in our study (see “light signaling pathway” section above) this enables us to determine whether JA is important for the typical *PHYB* mediated shade responses examined here. Our phenotypic profiling of these mutants showed that the JA pathway is involved in shade avoidance responses in leaf and flowering time, but we did not find significant effects on hypocotyl response (Fig 2, and S3 Table). This is consistent with GO analysis of transcriptomes of hypocotyl and juvenile plants (Table 1, 2, and 4) where JA GO categories were over-represented in the leaf/apical region but not in the hypocotyl data set. Reduced JA mediated plant immunity by shade is found in adult plants, but it is not known if this is true for hypocotyl. Comparison of shade-responsive genes between hypocotyl and leaf/apical region and comparison of phenotypic profiling predict that JA mediated plant immunity in hypocotyl is not affected by shade. In conclusion, we found that interaction of JA pathways and SAS network were not unidirectional but bidirectional.

Interestingly, partially different subsets of JA pathway genes are required for normal leaf and flowering shade response: *COI1* and *JASMONATE RESISTANT 1* (*JAR1*) for leaf response and *COI1* and *JAZ5* for flowering time response. What might drive these differences? *JAR1* encodes a protein that catalyzes conjugation of Ile to JA to produce active JA, which is required for JA mediated immunity [89]. Therefore one possibility is that JA-Ile is the active component for leaf response while other active JA-related compounds such as OPDA or cis-jasmone [89], could be the active components for flowering time. Another possibility is that *JAZ5* acts in a flowering time specific pathway.

It is interesting that JA biosynthesis mutants (*allene oxide synthase* (*aos*) and *12-oxophytodienoate-reductase 3* (*opr3*)) still retained weak shade-avoidance responses although a JA receptor mutant (*coi1-16*) had a defect of shade avoidance responses in petiole and flowering time (Fig 2). The fact that *opr3* mutants retaining JA biosynthesis in certain condition [91] may explain this. Alternatively, native JA related compounds released from neighbor plants in our experiments might partially rescue our JA biosynthesis mutants.

*MYC2* is a basic helix-loop-helix (bHLH) TF important for JA mediated immune responses that acts redundantly with its homologs, *MYC3* and *MYC4* [92]. Mutation in *MYC2* slightly reduced SAS in adult plants (Fig 2, and S3 Table), raising the possibility that the *MYC2*/*3*/*4* redundancy is also true for SAS. *PHYTOCHROME AND FLOWERING TIME 1* (*PFT1*) encodes the conserved MED25 subunit of the mediator complex, which is involved in JA-mediated immune system as well as light-signaling pathways [46,93,94,95]. Our hypothesis that *pft1* mutant impairs SAS was not confirmed because *pft1* did not show detectable differences compared with Col in any phenotypes we tested.

Our phenotypic profiling data showed less contribution of JA related-genes to shade-induced hypocotyl elongation than expected from previous data. For example, it was previously reported that exogenous MeJA application inhibited hypocotyl growth [96] and that this effect was influenced by *PHYB* [97]. Another examples is that *coi1* mutants showed an increases response to low R/FR [48]. The inconsistency with our results could be due to differences between exogenous JA application in the previous study versus the use of JA pathway mutants in our study, or due to differences in light conditions: previous studies used continuous monochromatic red light or extremely low R/FR (0.068), while our study used low R/FR (0.5). Therefore how light quality influences JA-dependent SAS is of future interest.

How JA pathways modulate petiole elongation is also unclear. Possible mechanism is promotion of PIF activities by binding of JAZ proteins to DELLA proteins that suppress PIF protein activities) [98]. Another link between JA and growth is that exogenous MeJA delays the start of endoreduplication cycle [99]. Interaction of these factors is of future interest.

#### Gibberellic acid pathways

The GA pathway is involved in shade-induced hypocotyl and petiole elongation as shown by GA biosynthesis inhibitor treatments and a GA deficient mutant (*ga requiring 1* (*ga1-3*)) [8]. The GA signaling *DELLA* gene family is reported to have a weak effect in hypocotyl SAS and none in petiole SAS [8]. We used another GA deficient mutant line (*ga20ox1*/*2*) [78,100] and a quadruple *DELLA* mutant line (*dellaQ*) [101] to test if GA is involved in other SAS traits (Fig 2). Similar to *ga1-3*, *ga20ox1*/*2* showed reduced response to shade in hypocotyl (Fig 2). In contrast to *ga1-3*, *ga20ox1*/*2* showed shade-induced petiole elongation even though both organs were about 60% of wild-type size (S3A and S3B Fig). In agreement of previous studies, *dellaQ* showed very weak influence on shade avoidance responses of hypocotyl and petioles in our condition (Fig 2, S3A, and S3B Fig). Both GA deficient and GA signaling mutants showed normal shade response for flowering time (Fig 2 and S3 Table), suggesting that GA pathway is not involved in flowering time acceleration by shade.

#### Circadian clock pathways

We found that over-expression of *RVE8*, a circadian clock component, caused moderately exaggerated shade responses in flowering time (Fig 2). This is consistent with the finding that natural variation of *ELF3* modulates flowering time response to shade [44]. Recent studies showed direct targets of *RVE8* TF [102]. Among them *PSEUDO RESPONSE REGULATOR*5 (*PRR5*), another circadian clock component, is of interest because *PRR5* is activated by RVE8 [102] and knocking out *PRR5* caused exaggerated shade avoidance response in petiole possibly through elevation of *PIF4* and *PIF5* expression levels [103]. Also it has been shown that circadian modulation of hypocotyl response to shade is mediated by circadian clock regulation of *PIL1* expression [30]. However, our shade avoidance assay for flowering time showed *pif4*/*5* and *pil1* had normal flowering time shade responses. It would be interesting to test if a *RVE8*—*PRR5* pathway contributes to shade response in flowering time.

#### Novel component

Our mutant analysis defined a new components of shade avoidance responses; a potassium channel gene (*POTASSIUM CHANNEL IN ARABIDOPSIS THALIANA 1*, *KAT1*). The *KAT1* gene encodes a potassium channel gene, which is locally expressed in guard cells [104,105]. *KAT1* potassium channel is inactivated upon ABA treatment and mediates stomata closure [106]. *KAT1* is thought to be important for vegetative growth [107], but its molecular mechanisms are unknown. Recently ABA was shown to be involved in suppression of branching by shade [36]. It is not clear if ABA pathways were involved in shade avoidance responses described in this paper, although ABA responsive genes were enriched in shade responsive genes (see above). Interestingly *KAT1* gene expression is induced by auxin [108,109], which may be related to its role in petiole SAS.

### Phenotypic-clustered SAS mutants may share common functions

In *C*. *elegans*, multiple phenotypic profiling showed that mutants with similar phenotypic profiles function in shared pathways [16]. In our phenotypic clusters (Fig 2), two flowering time mutant lines (*gi-2* and *co-9*) cluster together. These are known from prior studies to act in photoperiodic induction of flowering, and to have reduced shade response for flowering time but not petiole elongation [42] (cluster 7), showing proof of concept. In our data, clusters that consist of SAS mutants are of particular interest (clusters 9, 10, 11, and 12) because they could indicate shared membership in sub-networks of the shade avoidance pathway. Therefore, the following genes likely function in common sub-networks: *IAA6*, *IAA19*, *PIL1*, *LZF1*, *HY5*, and *SPT* in cluster 9 (hyp and pet), and *PAR1*, *KAT1*, *PIF4*, *PIF5*, *MIDA9*, *PIF3*, and *JAR1* in cluster 10 (pet only). Opposite effects of mutations were found in cluster 12; mutation caused reduced responses in hypocotyl and petiole, while its caused exaggerated responses in flowering time. Molecular networks within these clusters are of future interests.

### Mutants affecting of flowering time regulation under simulated sun

We observed many genotypes that showed altered flowering time in sun condition (S6 Fig). In this section, we will discuss about known components and then novel components in flowering time pathways.

#### Known components

As reported known knock out of master regulators of flowering time (*CO* and *GI*) showed late flowering in our long-day condition [110,111,112]. Light signaling has been known to modulate flowering time [113]. Phytochromes affect flowering time by post-transcriptional regulation and cryptochromes affect flowering time by both transcriptional and post-transcriptional regulation [62]. We observed that *phyB*, *phyA*/*B*, and *cry1*/*2* mutants showed flowering time phenotype as reported. Early flowering phenotype of *hy5 hy5 homolog* (*hyh*) is also reported [114]. *PIF4* has been known to induce a master regulator of flowering time, *FT* gene, upon raised temperature [115]. *pif4*/*5* mutant showed late flowering time, so that it is likely that PIF4 and/or PIF5 induce *FT* gene expression in our condition.

GA is essential for flowering time control. The GA biosynthesis double mutant (*ga20ox*1/*2*) showed delayed flowering in our experiment, consistent with earlier reports [100]. However, this mutant showed normal shade effects on flowering time (see above).

The circadian clock is also important for flowering time control. As reported, we found opposite phenotypes of *rve8* (early flowering) and *RVE8*-OX (late flowering) [116].

#### New components

It is surprising that auxin was involved in flowering time regulation, since it is not incorporated into current models of flowering time pathways (reviewed in [113]). However, exogenous auxin has been reported to delay flowering time, perhaps due to induced damage on plants [117]. This result is consistent with our auxin biosynthesis mutant flowering time data; overproduction delayed flowering time (*atr4*) while reduced production accelerated flowering time (*yuc2*/*5*/*8*/*9* and *taa1*). These results suggest that it is necessary to reinvestigate the involvement of auxin pathways in flowering time.

It has been shown that *coi1* mutants flowered early [48,98]. We observed that other JA mutants also show altered flowering time. Not only JA biosynthesis mutants (*aos* and *opr3*) and JA receptor mutant (*coi1-16*), but also three JA signaling component mutants (*JAZ1* RNAi, *jaz5-1*, *myc2*) showed early flowering phenotypes under sun condition. Early flowering of *myc2* is inconsistent with a previous report showing its late flowering phenotype [118] possibly due to different photoperiods. It will be interesting to investigate how JA pathways regulate flowering time. One possibility is that JA pathways interact with GA pathways in control of flowering, similar to their interaction in growth control [98].

Our data showed that two SPT knock out mutants (*spt-11* and *spt-12*), *PAR1* RNAi, *sth2*, and two KAT1 knock out mutants (*kat1-1* and *kat1-2*) showed early flowering phenotype, while *SCL13* anti-sense line 1 (*scl13* as1) and *hfr1* showed late flowering phenotype. Early flowering of *spt-11* has been reported [119] and that was confirmed by another allele (*spt-12*) in our study. Early flowering phenotype of *PAR1* RNAi, *sth2*, and *kat1-1* have not been previously reported and their connections to the flowering time pathway are unknown.

### Conclusion

Here we showed that RNA-seq followed by phenotypic profiling is a powerful approach for elucidating complex SAS pathways and discovery of new SAS components. A similar approach was successful in searching new components of de-etiolation of seedlings, a developmental stage with a simple architecture [24]. Our study expanded this approach to show the transcriptome-based discovery of new mutants are also effective for complex syndrome by multiple phonotypic profiling.

After our phenotypic profiling, an additional SAS mutant line has been reported which contained genes that were also in our shade-responsive genes. 

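*BEE3* had 3.24 and 5.30 CPM in the 1 hour sun replicates and 21.6 and 19.5 CPM in shade, a log2 fold change of 2.06 (standard error 0.33, adjusted p = 0.0127 from limma). At 4 hours it had 1.76 and 2.61 CPM in sun and 9.42 and 8.43 CPM in shade, a log2 fold change of 1.65 (standard error 0.33, adjusted p = 0.0975 from limma). With each library of the comparison left out in turn, the log2 fold change was between 1.77 and 2.35 at 1 hour and between 1.46 and 1.84 at 4 hours.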

Specifically, we found that *BR ENHANCED EXPRESSION 3* (*BEE3*), a bHLH TF, was induced by shade (S2 Table). It was recently showed that the *bee1 bee2 bee3* triple mutant has altered hypocotyl SAS [120], perhaps due to the altered BR signaling in this triple [121]. This example is additional evidence that our strategy is effective to find novel SAS mutants. Further analysis is needed for elucidating interactions between these genes and/or pathways. Our approaches are straightforward and cost effective, so that these should be applicable to other cases in general.

We found that the effects of some mutations were context-dependent (only found for some organs or developmental stages) whereas others were ubiquitous. Those mutations that affect all organs points to shared mechanisms underlying the SAS in different organs. The mutations that have context-dependent effects could indicate unique genes functioning in the different organs or more quantitative differences in the relative importance of the components in different organs. Regardless the fact that we did find organ-specific effects suggests that we need to be cautious when generalizing conclusions from hypocotyl studies.

## Materials and Methods

### Light condition

For simulated sun condition, white light (cool-white fluorescent light) was supplemented with far-red light (provided by LEDs (Orbitec, inc) to obtain R/FR = 1.86. For simulated shade condition, white light was supplemented with far-red LEDS to obtain R/FR = 0.52. Both condition had 80–100 μE of Photosynthetically Active Radiation (PAR). Plants were grown under long day condition (16 hour light/8 hour dark) at constant temperature (22°C). For hypocotyl experiments, seedlings were grown under simulated sun (R/FR = 1.3) or simulated shade condition (R/FR = 0.5) with combination of LED lights (Quantum Devices Snap-Lite) [122]. Ambient light spectrum was measured by Black-Comet (StellarNet, Florida).

### Plant materials

*Arabidopsis* seed stocks used in this study are listed in Fig 1. To confirm genotypes of T-DNA insertion lines ordered from Arabidopsis Biological Resource Center (ABRC), genomic DNA was extracted (DNeasy Plant Mini kit, Qiagen) and subject to genomic PCR. cDNA was synthesized by direct mRNA extraction [123] and quantitative PCR (qPCR) was done with homemade SYBR green master mix with the iCycler Multicolor real-time PCR detection system (Bio-Rad). For *kat1* mutants, standard RT-PCR was done. Primers used for genomic PCR and (q)RT-PCR and their results were summarized in S4 Table. *Arabidopsis* seeds were imbibed with water on filter papers and stored them at 4°C for four days. Three days after stratification under sun condition, three germinated seeds were transferred to soil in a well of 5x10 well flat. Fourteen days after stratification, excess seedlings were removed to leave one well-grown plant per pot and the flats were transferred to either sun or shade condition. For hypocotyl growth measurements, seeds were grown on vertical square plates [124] with 1/2 MSMO, 5 mM 2-(N-morpholino)ethanesulfonic acid (MES, pH = 5.8, Sigma), and 0.8% agar (Sigma). Each plate was divided into three rows and two columns and in six spaces five or six seeds of six genotypes were sown. Genotype positions were randomized in repeated sets. 4593 seedling images were taken by a scanner and hypocotyl length was measured by ImageJ (http://rsb.info.nih.gov/ij/) [125].

### RNA-seq library preparation and sequencing

For RNA extraction, plants were treated with shade starting at ZT 4 or left in the sun. We prepared two replicates of each sample at 1 hour and 4 hours after sun and shade treatment and five plants were pooled for each replicate. Cotyledons, hypocotyls, and roots were removed from the samples, leaving leaves and apical tissue. Total RNA from the plants was extracted using RNeasy Plant Mini kit (Qiagen) with DNAse treatment (Qiagen). Five μg total RNA was used to construct mRNA library using mRNA-Seq-8 sample Prep kit (Illumina). The resulting cDNA libraries were sequenced by Illumina GAIIx with 40 bp single end mode. Basic statistics of mapping results are given in S1 Table.

### Differential expression analysis and over-representation analysis (ORA)

Reads after sorting according to barcodes were subjected to removal of adaptor contamination by custom Perl scripts. Reads were mapped by TopHat [126] to *Arabidopsis* reference genome using known annotation (TAIR10). Differentially expressed genes were extracted by edgeR package [127] in R statistical environment [128] (FDR <0.001). ORA was done by GOseq package [129] in R statistical environment. GO analysis was done by using GO category database package from Bioconductor (org.At.tair.db and ANNOTATE package). For ORA of hormone responsive genes custom categories were used as defined in Supplemental Table S9 in [130] and Supplemental S1 Table in [131]. GO analysis of shade-responsive genes in hypocotyl [7] was done using the GO Web site (http://amigo.geneontology.org/cgi-bin/amigo/term_enrichment; [132]).

### Phenotype measurement and analysis

For scoring leaf phenotypes, 26 day old plants were dissected and leaf images were recorded by a flatbed scanner (Epson, Perfection V700 PHOTO). Scanned images were measured using ImageJ [125] and the LeafJ plugin [25] to determine petiole length, leaf blade length, leaf blade width, and leaf blade area. Days to bolting was scored to measure flowering time. Leaf phenotypes (petiole length, leaf blade length, leaf blade width, leaf blade area) were measured from 10 sets of experiments with 1268 plants in total. For flowering time (days to bolting) measurement, 1950 plants were measured in total. Each phenotype was fitted by mixed effects model, i.e.

trait=plant+treatment+plant:treatment+(treatment|set)+ε

where plant is a mutant/overexpressor, treatment is sun or shade condition, plant:treatment is interaction of “plant” and “treatment”, (treatment|set) is the random effect associated with the treatment in set of experiments, and ε is the error. The model was applied to each trait to calculate coefficient (“sun” value). For leaf traits where we measured across multiple leaves (from leaf 3 to leaf 6) for a given trait we treated leaf as a random effect, using the following model

trait=plant+treatment+plant:treatment+(1|leaf)+(treatment|set)+ε

Mutants were considered to have a defect in SAS when the plant:treatment term was significant (P<0.05), indicating that the genotype of the plant (mutant versus wild-type) affected the response to shade.

For flowering time, days to bolting was log2 transformed. We found that acceleration of flowering time by shade treatment was strongly correlated with days to bolting in sun condition, i.e., late flowering mutants had more shade-accelerated flowering time than Col (S2G Fig). To address this issue we regressed flowering time shade response on average sun flowering time for each genotype and calculated the residuals from the regression [122]. These residuals represent the amount of flowering time shade response that was not predicted by the sun flowering time. The residuals for shade treated plants were then used in the mixed effects model (S3H Fig).

residuals=plant+(1|set)+ ε

The lme4 (R package version 1.0–6) [133] and lmerTest [134] packages in R was used for these analyses. All phenotyping data is summarized in S5 Table.

Heatmaps for phenotypic clustering were drawn after scaling each trait data and centered at Col.

All R scripts for this paper and raw data are available at https://bitbucket.org/knozue/sasphenotyping.

### Accession numbers

RNA-seq data in this study have been deposited in the NCBI SRA (Study ID PRJNA214254) and the NCBI GEO database (accession GSE66967). Mutants used in this study are listed in Fig 1.

## Supporting Information

S1 Fig Comparison of different platform and tissues with fold-changes of shade-responsive gene expression. Current RNA-seq data (juvenile plants under low R:FR labeled as “Nozue”) and microarray (leaf or petiole treated with EODFR [6] labeled as “Kozuka”), and hypocotyl treated with low R:FR (1 hour [7,26] (labeled as “Tao” and “Sessa.1h”, 4 days [26] labeled as “Sessa.4d”)).
(PDF) Click here for additional data file.

S2 Fig Model checking for each trait. (A) hypocotyl, (B) petiole length, (C) leaf blade length, (D) leaf blade width, (E) leaf blade area, (F) petiole length/leaf blade length ratio, (G) flowering time, and (H) flowering time (log2 transformed).
(PDF) Click here for additional data file.

S3 Fig Graphs of each trait. (A) hypocotyl, (B) petiole length, (C) leaf blade length, (D) leaf blade width, (E) leaf blade area, (F) petiole length/leaf blade length ratio, (G) flowering time (log2 transformed) and (H) flowering time (log2 transformed residuals). Error bars in (A) to (G) represent standard errors. Genotype names in (H) indicate lines whose flowering time shade response differs significantly from prediction by regression (p < 0.05).
(PDF) Click here for additional data file.

S4 Fig Col and *pif3-3* petiole length. Plants were grown in simulated sun and shade using our standard conditions. Three independent experiments were performed and a total of 20 to 41 plants were examined per treatment/genotype combination. *pif3-3* has a significantly reduced response to shade (p<0.01 for genotype X treatment interaction in linear regression).
(PDF) Click here for additional data file.

S5 Fig Expression pattern of *TAA1* and *YUC2*/*5*/*8*/*9*. Developmental expression pattern was obtained from eFP browser [136].
(TIF) Click here for additional data file.

S6 Fig Heatmap with absolute values. Values were normalized and centered on Col (i.e., Col value = 0) and visualized with color coding (magenta indicates larger value than Col while green indicates smaller value relative to Col). Colors of asterisks indicate genetic background of each mutant, i.e., Col (white), Ws (yellow), and L*er* (light blue).
(TIF) Click here for additional data file.

S1 Table Statistics of RNA-seq data. In each condition two biological replicates are shown in a and b.
(XLSX) Click here for additional data file.

S2 Table A complete list of shade-responsive genes in leaf/apical region of plants. Blue letters; shade-induced genes, pink letters; shade-repressed genes, yellow box; no probes on ATH1 microarray. Bold text; known shade-responsive genes. Comparison with transcriptome data from EODFR treated leaf blade and petiole [5] are also shown.
(XLSX) Click here for additional data file.

S3 Table Summary of SAS phenotypes with known SAS mutants and mutants used in this study. (XLSX) Click here for additional data file.

S4 Table List of primers used in genotyping and (q)RT-PCR and their results. (Nearly) homozygous lines are shown in light blue.
(XLSX) Click here for additional data file.

S5 Table Complete phenotype data after applying mixed effects models. (CSV) Click here for additional data file.

## References

[1] CasalJJ (2013) Photoreceptor signaling networks in plant responses to shade. Annu Rev Plant Biol 64: 403–427. 10.1146/annurev-arplant-050312-120221 23373700

[2] BallaréCL, SánchezRA, ScopelAL, CasalJJ, GhersaCM (1987) Early detection of neighbour plants by phytochrome perception of spectral changes in reflected sunlight. Plant Cell Environ 10: 551–557.

[3] LorrainS, AllenT, DuekPD, WhitelamGC, FankhauserC (2008) Phytochrome-mediated inhibition of shade avoidance involves degradation of growth-promoting bHLH transcription factors. Plant J 53: 312–323. 1804747410.1111/j.1365-313X.2007.03341.x

[4] HornitschekP, KohnenMV, LorrainS, RougemontJ, LjungK, et al (2012) Phytochrome interacting factors 4 and 5 control seedling growth in changing light conditions by directly controlling auxin signaling. Plant J 71: 699–711. 10.1111/j.1365-313X.2012.05033.x 22536829

[5] LiL, LjungK, BretonG, SchmitzRJ, Pruneda-PazJ, et al (2012) Linking photoreceptor excitation to changes in plant architecture. Genes Dev 26: 785–790. 10.1101/gad.187849.112 22508725PMC3337452

[6] KozukaT, KobayashiJ, HoriguchiG, DemuraT, SakakibaraH, et al (2010) Involvement of auxin and brassinosteroid in the regulation of petiole elongation under the shade. Plant Physiol 153: 1608–1618. 10.1104/pp.110.156802 20538889PMC2923899

[7] TaoY, FerrerJL, LjungK, PojerF, HongF, et al (2008) Rapid synthesis of auxin via a new tryptophan-dependent pathway is required for shade avoidance in plants. Cell 133: 164–176. 10.1016/j.cell.2008.01.049 18394996PMC2442466

[8] Djakovic-PetrovicT, WitMd, VoesenekLACJ, PierikR (2007) DELLA protein function in growth responses to canopy signals. Plant J 51: 117–126. 1748823610.1111/j.1365-313X.2007.03122.x

[9] KurepinLV, EmeryRJN, PharisRP, ReidDM (2007) The interaction of light quality and irradiance with gibberellins, cytokinins and auxin in regulating growth of *Helianthus annuus* hypocotyls. Plant Cell Environ 30: 147–155. 1723890610.1111/j.1365-3040.2006.01612.x

[10] CarabelliM, PossentiM, SessaG, CiolfiA, SassiM, et al (2007) Canopy shade causes a rapid and transient arrest in leaf development through auxin-induced cytokinin oxidase activity. Genes Dev 21: 1863–1868. 1767108810.1101/gad.432607PMC1935025

[11] MorenoJE, TaoY, ChoryJ, BallareCL (2009) Ecological modulation of plant defense via phytochrome control of jasmonate sensitivity. Proc Natl Acad Sci U S A 106: 4935–4940. 10.1073/pnas.0900701106 19251652PMC2660767

[12] KeggeW, WeldegergisBT, SolerR, Vergeer-Van EijkM, DickeM, et al (2013) Canopy light cues affect emission of constitutive and methyl jasmonate-induced volatile organic compounds in *Arabidopsis thaliana* . New Phytol 200: 861–874. 10.1111/nph.12407 23845065PMC4283982

[13] SozzaniR, BenfeyP (2011) High-throughput phenotyping of multicellular organisms: finding the link between genotype and phenotype. Genome Biol 12: 219 10.1186/gb-2011-12-3-219 21457493PMC3129668

[14] WinzelerEA, ShoemakerDD, AstromoffA, LiangH, AndersonK, et al (1999) Functional characterization of the *S*. *cerevisiae* genome by gene deletion and parallel analysis. Science 285: 901–906. 1043616110.1126/science.285.5429.901

[15] NeumannB, WalterT, HericheJK, BulkescherJ, ErfleH, et al (2010) Phenotypic profiling of the human genome by time-lapse microscopy reveals cell division genes. Nature 464: 721–727. 10.1038/nature08869 20360735PMC3108885

[16] GreenRA, KaoH-L, AudhyaA, ArurS, MayersJR, et al (2011) A high-resolution *C*.*elegans* essential gene network based on phenotypic profiling of a complex tissue. Cell 145: 470–482. 10.1016/j.cell.2011.03.037 21529718PMC3086541

[17] YanikMF, RohdeCB, Pardo-MartinC (2011) Technologies for micromanipulating, imaging, and phenotyping small invertebrates and vertebrates. Annu Rev Biomed Eng 13: 185–217. 10.1146/annurev-bioeng-071910-124703 21756142

[18] AtwellS, HuangYS, VilhjalmssonBJ, WillemsG, HortonM, et al (2010) Genome-wide association study of 107 phenotypes in *Arabidopsis thaliana* inbred lines. Nature 465: 627–631. 10.1038/nature08800 20336072PMC3023908

[19] BergerB, RegtB, TesterM (2012) High-throughput phenotyping of plant shoots In: NormanlyJ, editor. High-throughput phenotyping in plants: Humana Press pp. 9–20.10.1007/978-1-61779-995-2_222893282

[20] SpaldingEP, MillerND (2013) Image analysis is driving a renaissance in growth measurement. Curr Opin Plant Biol 16: 100–104. 10.1016/j.pbi.2013.01.001 23352714

[21] DornbuschT, LorrainS, KuznetsovD, FortierA, LiechtiR, et al (2012) Measuring the diurnal pattern of leaf hyponasty and growth in *Arabidopsis*—a novel phenotyping approach using laser scanning. Funct Plant Biol 39: 860–869.10.1071/FP1201832480836

[22] BruexA, KainkaryamRM, WieckowskiY, KangYH, BernhardtC, et al (2012) A gene regulatory network for root epidermis cell differentiation in *Arabidopsis* . PLoS Genet 8: e1002446 10.1371/journal.pgen.1002446 22253603PMC3257299

[23] SentandreuM, MartinG, Gonzalez-SchainN, LeivarP, SoyJ, et al (2011) Functional profiling identifies genes involved in organ-specific branches of the PIF3 regulatory network in *Arabidopsis* . Plant Cell 23: 3974–3991. 10.1105/tpc.111.088161 22108407PMC3246323

[24] KhannaR, ShenY, Toledo-OrtizG, KikisEA, JohannessonH, et al (2006) Functional profiling reveals that only a small number of phytochrome-regulated early-response genes in *Arabidopsis* are necessary for optimal deetiolation. Plant Cell 18: 2157–2171. 16891401

[25] MaloofJN, NozueK, MumbachMR, PalmerCM (2013) LeafJ: An ImageJ plugin for semi-automated leaf shape measurement. J Vis Exp 71: e50028.10.3791/50028PMC358269123380664

[26] SessaG, CarabelliM, SassiM, CiolfiA, PossentiM, et al (2005) A dynamic balance between gene activation and repression regulates the shade avoidance response in *Arabidopsis* . Genes Dev 19: 2811–2815. 1632255610.1101/gad.364005PMC1315388

[27] CarabelliM, MorelliG, WhitelamG, RubertiI (1996) Twilight-zone and canopy shade induction of the Athb-2 homeobox gene in green plants. Proc Natl Acad Sci U S A 93: 3530–3535. 1160765210.1073/pnas.93.8.3530PMC39644

[28] Roig-VillanovaI, Bou-TorrentJ, GalstyanA, Carretero-PauletL, PortolesS, et al (2007) Interaction of shade avoidance and auxin responses: a role for two novel atypical bHLH proteins. EMBO J 26: 4756–4767. 1794805610.1038/sj.emboj.7601890PMC2080812

[29] SorinC, Salla-MartretM, Bou-TorrentJ, Irma Roig-VillanovaI, MartÌnez-GarcÌaJ (2009) ATHB4, a regulator of shade avoidance, modulates hormone response in *Arabidopsis* seedlings. Plant J 59: 266–277. 10.1111/j.1365-313X.2009.03866.x 19392702

[30] SalterMG, FranklinKA, WhitelamGC (2003) Gating of the rapid shade-avoidance response by the circadian clock in plants. Nature 426: 680–683. 1466886910.1038/nature02174

[31] FinlaysonSA, LeeIJ, MulletJE, MorganPW (1999) The mechanism of rhythmic ethylene production in sorghum. The role of phytochrome B and simulated shading. Plant Physiol 119: 1083–1089. 10.1104/pp.119.3.1083PMC3209010069847

[32] PierikR, CuppensMLC, VoesenekLACJ, VisserEJW (2004) Interactions between ethylene and gibberellins in phytochrome-mediated shade avoidance responses in tobacco. Plant Physiol 136: 2928–2936. 1544819710.1104/pp.104.045120PMC523355

[33] MillenaarFF, CoxMC, van BerkelYE, WelschenRA, PierikR, et al (2005) Ethylene-induced differential growth of petioles in Arabidopsis. Analyzing natural variation, response kinetics, and regulation. Plant Physiol 137: 998–1008. 1572834310.1104/pp.104.053967PMC1065400

[34] SmalleJ, HaegmanM, KurepaJ, Van MontaguM, StraetenDVD (1997) Ethylene can stimulate *Arabidopsis* hypocotyl elongation in the light. Proc Natl Acad Sci U S A 94: 2756–2761. 1103861010.1073/pnas.94.6.2756PMC20163

[35] PierikR, WhitelamGC, VoesenekLACJ, de KroonH, VisserEJW (2004) Canopy studies on ethylene-insensitive tobacco identify ethylene as a novel element in blue light and plant-plant signalling. Plant J 38: 310–319. 1507833310.1111/j.1365-313X.2004.02044.x

[36] ReddySK, HolaluSV, CasalJJ, FinlaysonSA (2013) Abscisic acid regulates axillary bud outgrowth responses to the ratio of red to far-red light. Plant Physiol 163: 1047–1058. 10.1104/pp.113.221895 23929720PMC3793024

[37] CagnolaJ, PloschukE, Benech-ArnoldT, FinlaysonS, CasalJJ (2012) Stem transcriptome reveals mechanisms to reduce the energetic cost of shade-avoidance responses in tomato. Plant Physiol 160: 1110–1119. 10.1104/pp.112.201921 22872775PMC3461533

[38] NagataniA, ChoryJ, FuruyaM (1991) Phytochrome B is not detectable in the *hy3* mutant of *Arabidopsis*, which Is deficient in responding to end-of-day far-red light treatments. Plant Cell Physiol 32: 1119–1122.

[39] ReedJW, NagpalP, PooleDS, FuruyaM, ChoryJ (1993) Mutations in the gene for the red/far-red light receptor phytochrome B alter cell elongation and physiological responses throughout *Arabidopsis* development. Plant Cell 5: 147–157. 845329910.1105/tpc.5.2.147PMC160258

[40] RobsonP, WhitelamGC, SmithH (1993) Selected components of the shade-avoidance syndrome are displayed in a normal manner in mutants of *Arabidopsis thaliana* and *Brassica rapa* deficient in phytochrome B. Plant Physiol 102: 1179–1184. 1223189410.1104/pp.102.4.1179PMC158903

[41] DevlinPF, RobsonPR, PatelSR, GooseyL, SharrockRA, et al (1999) Phytochrome D acts in the shade-avoidance syndrome in *Arabidopsis* by controlling elongation growth and flowering time. Plant Physiol 119: 909–915. 1006982910.1104/pp.119.3.909PMC32105

[42] WollenbergAC, StrasserB, CerdanPD, AmasinoRM (2008) Acceleration of flowering during shade avoidance in *Arabidopsis* alters the balance between FLOWERING LOCUS C-mediated repression and photoperiodic induction of flowering. Plant Physiol 148: 1681–1694. 10.1104/pp.108.125468 18790998PMC2577263

[43] KimSY, YuX, MichaelsSD (2008) Regulation of CONSTANS and FLOWERING LOCUS T expression in response to changing light quality. Plant Physiol 148: 269–279. 10.1104/pp.108.122606 18667727PMC2528114

[44] Jimenez-GomezJM, WallaceAD, MaloofJN (2010) Network analysis identifies ELF3 as a QTL for the shade avoidance response in Arabidopsis. PLoS Genet 6: e1001100 10.1371/journal.pgen.1001100 20838594PMC2936530

[45] KanyukaK, PraekeltU, FranklinKA, BillinghamOE, HooleyR, et al (2003) Mutations in the huge *Arabidopsis* gene *BIG* affect a range of hormone and light responses. Plant J 35: 57–70. 1283440210.1046/j.1365-313x.2003.01779.x

[46] CerdanPD, ChoryJ (2003) Regulation of flowering time by light quality. Nature 423: 881–885. 1281543510.1038/nature01636

[47] FranklinKA, PraekeltU, StoddartWM, BillinghamOE, HallidayKJ, et al (2003) Phytochromes B, D, and E act redundantly to control multiple physiological responses in *Arabidopsis* . Plant Physiol 131: 1340–1346. 1264468310.1104/pp.102.015487PMC166893

[48] RobsonF, OkamotoH, PatrickE, HarrisSR, WasternackC, et al (2010) Jasmonate and phytochrome A signaling in *Arabidopsis* wound and shade responses are integrated through JAZ1 stability. Plant Cell 22: 1143–1160. 10.1105/tpc.109.067728 20435902PMC2879735

[49] SteindlerC, MatteucciA, SessaG, WeimarT, OhgishiM, et al (1999) Shade avoidance responses are mediated by the ATHB-2 HD-zip protein, a negative regulator of gene expression. Development 126: 4235–4245. 1047729210.1242/dev.126.19.4235

[50] RolauffsS, FackendahlP, SahmJ, FieneG, HoeckerU (2012) *Arabidopsis* COP1 and SPA genes are essential for plant elongation but not for acceleration of flowering time in response to a low red light to far-red light ratio. Plant Physiol 160: 2015–2027. 10.1104/pp.112.207233 23093358PMC3510128

[51] FranklinKA, QuailPH (2010) Phytochrome functions in *Arabidopsis* development. J Exp Bot 61: 11–24. 10.1093/jxb/erp304 19815685PMC2800801

[52] NeffMM, ChoryJ (1998) Genetic interactions between phytochrome A, phytochrome B, and cryptochrome 1 during *Arabidopsis* development. Plant Physiol 118: 27–35. 973352310.1104/pp.118.1.27PMC34865

[53] CasalJJ, MazzellaMA (1998) Conditional synergism between cryptochrome 1 and phytochrome B is shown by the analysis of *phyA*, *phyB*, and *hy4* simple, double, and triple mutants in *Arabidopsis* . Plant Physiol 118: 19–25. 973352210.1104/pp.118.1.19PMC34855

[54] CasalJJ, BoccalandroH (1995) Co-action between phytochrome B and HY4 in *Arabidopsis thaliana* . Planta 197: 213–218. 854781310.1007/BF00202639

[55] AhmadM, CashmoreAR (1997) The blue-light receptor cryptochrome 1 shows functional dependence on phytochrome A or phytochrome B in *Arabidopsis thaliana* . Plant J 11: 421–427. 910703210.1046/j.1365-313x.1997.11030421.x

[56] HennigL, FunkM, WhitelamGC, SchaferE (1999) Functional interaction of cryptochrome 1 and phytochrome D. Plant J 20: 289–294. 1057188910.1046/j.1365-313x.1999.t01-1-00599.x

[57] CastillonA, ShenH, HuqE (2009) Blue light induces degradation of the negative regulator phytochrome interacting factor 1 to promote photomorphogenic development of *Arabidopsis* seedlings. Genetics 182: 161–171. 10.1534/genetics.108.099887 19255368PMC2674814

[58] UsamiT, MatsushitaT, OkaY, MochizukiN, NagataniA (2007) Roles for the N- and C-terminal domains of phytochrome B in interactions between phytochrome B and cryptochrome signaling cascades. Plant Cell Physiol 48: 424–433. 1725120310.1093/pcp/pcm012

[59] UsamiT, MochizukiN, KondoM, NishimuraM, NagataniA (2004) Cryptochromes and phytochromes synergistically regulate *Arabidopsis* root greening under blue light. Plant Cell Physiol 45: 1798–1808. 1565379810.1093/pcp/pch205

[60] MeijerG, EngelsmaG (1965) The synergistic influence of a pre-irradiation on the photoinhibitton of gherkin seedlings. Photochem Photobiol 4: 251–258.

[61] HughesRM, VranaJD, SongJ, TuckerCL (2012) Light-dependent, dark-promoted interaction between *Arabidopsis* cryptochrome 1 and phytochrome B proteins. J Biol Chem 287: 22165–22172. 10.1074/jbc.M112.360545 22577138PMC3381176

[62] LiuH, LiuB, ZhaoC, PepperM, LinC (2011) The action mechanisms of plant cryptochromes. Trends Plant Sci 16: 684–691. 10.1016/j.tplants.2011.09.002 21983106PMC3277817

[63] CroccoCD, HolmM, YanovskyMJ, BottoJF (2010) AtBBX21 and COP1 genetically interact in the regulation of shade avoidance. Plant J 64: 551–562. 10.1111/j.1365-313X.2010.04360.x 21070414

[64] PacínM, LegrisM, CasalJJ (2013) COP1 re-accumulates in the nucleus under shade. Plant J 75: 631–641. 10.1111/tpj.12226 23647163

[65] GuoH, YangH, MocklerTC, LinC (1998) Regulation of flowering time by *Arabidopsis* photoreceptors. Science 279: 1360–1363. 947889810.1126/science.279.5355.1360

[66] ZuoZ, LiuH, LiuB, LiuX, LinC (2011) Blue light-dependent interaction of CRY2 with SPA1 regulates COP1 activity and floral initiation in Arabidopsis. Curr Biol 21: 841–847. 10.1016/j.cub.2011.03.048 21514160PMC3150455

[67] LiuY, LiX, LiK, LiuH, LinC (2013) Multiple bHLH proteins form heterodimers to mediate CRY2-dependent regulation of flowering-time in *Arabidopsis* . PLoS Genet 9: e1003861 10.1371/journal.pgen.1003861 24130508PMC3794922

[68] KellerMM, JaillaisY, PedmaleUV, MorenoJE, ChoryJ, et al (2011) Cryptochrome 1 and phytochrome B control shade-avoidance responses in *Arabidopsis* via partially independent hormonal cascades. Plant J 67: 195–207. 10.1111/j.1365-313X.2011.04598.x 21457375PMC3135679

[69] KeuskampDH, SasidharanR, VosI, PeetersAJ, VoesenekLA, et al (2011) Blue-light-mediated shade avoidance requires combined auxin and brassinosteroid action in *Arabidopsis* seedlings. Plant J 67: 208–217. 10.1111/j.1365-313X.2011.04597.x 21457374

[70] IchihashiY, HoriguchiG, GleissbergS, TsukayaH (2010) The bHLH transcription factor SPATULA controls final leaf size in *Arabidopsis thaliana* . Plant Cell Physiol 51: 252–261. 10.1093/pcp/pcp184 20040585

[71] ReymondMC, BrunoudG, ChauvetA, Martinez-GarciaJF, Martin-MagnietteML, et al (2012) A light-regulated genetic module was recruited to carpel development in *Arabidopsis* following a structural change to SPATULA. Plant Cell 24: 2812–2825. 10.1105/tpc.112.097915 22851763PMC3426116

[72] LeivarP, TeppermanJM, CohnMM, MonteE, Al-SadyB, et al (2012) Dynamic antagonism between phytochromes and PIF family basic helix-loop-helix factors induces selective reciprocal responses to light and shade in a rapidly responsive transcriptional network in *Arabidopsis* . Plant Cell 24: 1398–1419. 10.1105/tpc.112.095711 22517317PMC3398554

[73] SoyJ, LeivarP, MonteE (2014) PIF1 promotes phytochrome-regulated growth under photoperiodic conditions in *Arabidopsis* together with PIF3, PIF4, and PIF5. J Exp Bot 65: 2925–2936. 10.1093/jxb/ert465 24420574PMC4056538

[74] HuqE, Al-SadyB, HudsonM, KimC, ApelK, et al (2004) Phytochrome-interacting factor 1 is a critical bHLH regulator of chlorophyll biosynthesis. Science 305: 1937–1941. 1544826410.1126/science.1099728

[75] LeivarP, MonteE (2014) PIFs: Systems Integrators in Plant Development. The Plant Cell Online 26: 56–78. 10.1105/tpc.113.120857 24481072PMC3963594

[76] MonteE, TeppermanJM, Al-SadyB, KaczorowskiKA, AlonsoJM, et al (2004) The phytochrome-interacting transcription factor, PIF3, acts early, selectively, and positively in light-induced chloroplast development. Proc Natl Acad Sci U S A 101: 16091–16098. 1550521410.1073/pnas.0407107101PMC528976

[77] ZhangY, MaybaO, PfeifferA, ShiH, TeppermanJM, et al (2013) A quartet of PIF bHLH factors provides a transcriptionally centered signaling hub that regulates seedling morphogenesis through differential expression-patterning of shared target genes in Arabidopsis. PLoS Genet 9: e1003244 10.1371/journal.pgen.1003244 23382695PMC3561105

[78] NozueK, HarmerSL, MaloofJN (2011) Genomic analysis of circadian clock-, light-, and growth-correlated genes reveals PHYTOCHROME-INTERACTING FACTOR5 as a modulator of auxin signaling in *Arabidopsis* . Plant Physiol 156: 357–372. 10.1104/pp.111.172684 21430186PMC3091056

[79] SpartzAK, RenH, ParkMY, GrandtKN, LeeSH, et al (2014) SAUR inhibition of PP2C-D phosphatases activates plasma membrane H+-ATPases to promote cell expansion in *Arabidopsis* . Plant Cell 26: 2129–2142. 2485893510.1105/tpc.114.126037PMC4079373

[80] de WitM, LorrainS, FankhauserC (2014) Auxin-mediated plant architectural changes in response to shade and high temperature. Physiol Plant 151: 13–24. 10.1111/ppl.12099 24011166

[81] MashiguchiK, TanakaK, SakaiT, SugawaraS, KawaideH, et al (2011) The main auxin biosynthesis pathway in *Arabidopsis* . Proc Natl Acad Sci U S A 108: 18512–18517. 10.1073/pnas.1108434108 22025724PMC3215075

[82] WonC, ShenX, MashiguchiK, ZhengZ, DaiX, et al (2011) Conversion of tryptophan to indole-3-acetic acid by *TRYPTOPHAN AMINOTRANSFERASES OF ARABIDOPSIS* and *YUCCA*s in *Arabidopsis* . Proc Natl Acad Sci U S A 108: 18518–18523. 10.1073/pnas.1108436108 22025721PMC3215067

[83] OvervoordePJ, OkushimaY, AlonsoJM, ChanA, ChangC, et al (2005) Functional genomic analysis of the *AUXIN/INDOLE-3-ACETIC ACID* gene family members in *Arabidopsis thaliana* . Plant Cell 17: 3282–3300. 1628430710.1105/tpc.105.036723PMC1315369

[84] DelarueM, PrinsenE, VaH, Onckelen, CabocheM, et al (1998) *Sur2* mutations of *Arabidopsis thaliana* define a new locus involved in the control of auxin homeostasis. Plant J 14: 603–611. 967590310.1046/j.1365-313x.1998.00163.x

[85] FranklinKA, LeeSH, PatelD, KumarSV, SpartzAK, et al (2011) Phytochrome-interacting factor 4 (PIF4) regulates auxin biosynthesis at high temperature. Proc Natl Acad Sci U S A 108: 20231–20235. 10.1073/pnas.1110682108 22123947PMC3250122

[86] NemhauserJL, FeldmanLJ, ZambryskiPC (2000) Auxin and ETTIN in *Arabidopsis* gynoecium morphogenesis. Development 127: 3877–3888. 1095288610.1242/dev.127.18.3877

[87] ForemanJ, WhiteJ, GrahamI, HallidayK, JosseEM (2011) Shedding light on flower development: phytochrome B regulates gynoecium formation in association with the transcription factor *SPATULA* . Plant Signal Behav 6: 471–476. 2136431510.4161/psb.6.4.14496PMC3142372

[88] ValdesAE, RizzardiK, JohannessonH, ParaA, Sundas-LarssonA, et al (2011) *Arabidopsis thaliana TERMINAL FLOWER2* is involved in light-controlled signalling during seedling photomorphogenesis. Plant Cell Environ 35: 1013–1025.10.1111/j.1365-3040.2011.02468.x22145973

[89] WasternackC, HauseB (2013) Jasmonates: biosynthesis, perception, signal transduction and action in plant stress response, growth and development. An update to the 2007 review in Annals of Botany. Ann Bot 111: 1021–1058. 10.1093/aob/mct067 23558912PMC3662512

[90] CerrudoI, KellerMM, CargnelMD, DemkuraPV, de WitM, et al (2012) Low red/far-red ratios reduce *Arabidopsis* resistance to *Botrytis cinerea* and jasmonate responses via a COI1-JAZ10-dependent, salicylic acid-independent mechanism. Plant Physiol 158: 2042–2052. 10.1104/pp.112.193359 22371506PMC3320205

[91] ChehabEW, KimS, SavchenkoT, KliebensteinD, DeheshK, et al (2011) Intronic T-DNA insertion renders *Arabidopsis opr3* a conditional jasmonic acid-producing mutant. Plant Physiol 156: 770–778. 10.1104/pp.111.174169 21487047PMC3177274

[92] Fernandez-CalvoP, ChiniA, Fernandez-BarberoG, ChicoJM, Gimenez-IbanezS, et al (2011) The *Arabidopsis* bHLH transcription factors MYC3 and MYC4 are targets of JAZ repressors and act additively with MYC2 in the activation of jasmonate responses. Plant Cell 23: 701–715. 10.1105/tpc.110.080788 21335373PMC3077776

[93] CevikV, KiddBN, ZhangP, HillC, KiddleS, et al (2012) MEDIATOR25 acts as an integrative hub for the regulation of jasmonate-responsive gene expression in *Arabidopsis* . Plant Physiol 160: 541–555. 10.1104/pp.112.202697 22822211PMC3440227

[94] ChenR, JiangH, LiL, ZhaiQ, QiL, et al (2012) The *Arabidopsis* mediator subunit MED25 differentially regulates jasmonate and abscisic acid signaling through interacting with the MYC2 and ABI5 transcription factors. Plant Cell 24: 2898–2916. 10.1105/tpc.112.098277 22822206PMC3426122

[95] KloseC, BucheC, FernandezAP, SchaferE, ZwickE, et al (2012) The mediator complex subunit PFT1 interferes with COP1 and HY5 in the regulation of *Arabidopsis* light signaling. Plant Physiol 160: 289–307. 10.1104/pp.112.197319 22760208PMC3440207

[96] HouX, LeeLY, XiaK, YanY, YuH (2010) DELLAs modulate jasmonate signaling via competitive binding to JAZs. Dev Cell 19: 884–894. 10.1016/j.devcel.2010.10.024 21145503

[97] ChenJ, SonobeK, OgawaN, MasudaS, NagataniA, et al (2013) Inhibition of arabidopsis hypocotyl elongation by jasmonates is enhanced under red light in phytochrome B dependent manner. J Plant Res 126: 161–168. 10.1007/s10265-012-0509-3 22825635PMC3530149

[98] YangD-L, YaoJ, MeiC-S, TongX-H, ZengL-J, et al (2012) Plant hormone jasmonate prioritizes defense over growth by interfering with gibberellin signaling cascad. Proc Natl Acad Sci U S A 109: E1192–E1200. 10.1073/pnas.1201616109 22529386PMC3358897

[99] NoirS, BomerM, TakahashiN, IshidaT, TsuiTL, et al (2013) Jasmonate controls leaf growth by repressing cell proliferation and the onset of endoreduplication while maintaining a potential stand-by mode. Plant Physiol 161: 1930–1951. 10.1104/pp.113.214908 23439917PMC3613466

[100] RieuI, Ruiz-RiveroO, Fernandez-GarciaN, GriffithsJ, PowersSJ, et al (2008) The gibberellin biosynthetic genes *AtGA20ox1* and *AtGA20ox2* act, partially redundantly, to promote growth and development throughout the *Arabidopsis* life cycle. Plant J 53: 488–504. 1806993910.1111/j.1365-313X.2007.03356.x

[101] AchardP, ChengH, De GrauweL, DecatJ, SchouttetenH, et al (2006) Integration of plant responses to environmentally activated phytohormonal signals. Science 311: 91–94. 1640015010.1126/science.1118642

[102] HsuPY, DevisettyUK, HarmerSL (2013) Accurate timekeeping is controlled by a cycling activator in *Arabidopsis* . eLife 2: e00473 10.7554/eLife.00473 23638299PMC3639509

[103] TakaseM, MizoguchiT, KozukaT, TsukayaH (2013) The unique function of the Arabidopsis circadian clock gene PRR5 in the regulation of shade avoidance response. Plant Signal Behav 8: e23534 10.4161/psb.23534 23333981PMC7030191

[104] SchachtmanD, SchroederJ, LucasW, AndersonJ, GaberR (1992) Expression of an inward-rectifying potassium channel by the *Arabidopsis* KAT1 cDNA. Science 258: 1654–1658. 896654710.1126/science.8966547

[105] NakamuraRL, McKendreeWLJr., HirschRE, SedbrookJC, GaberRF, et al (1995) Expression of an *Arabidopsis* potassium channel gene in guard cells. Plant Physiol 109: 371–374. 748033710.1104/pp.109.2.371PMC157599

[106] SutterJ-U, SiebenC, HartelA, EisenachC, ThielG, et al (2007) Abscisic acid triggers the endocytosis of the *Arabidopsis* KAT1 K+ channel and its recycling to the plasma membrane. Current Biol 17: 1396–1402. 1768393410.1016/j.cub.2007.07.020

[107] EisenachC, ChenZ-H, GrefenC, BlattMR (2011) The trafficking protein SYP121 of *Arabidopsis* connects programmed stomatal closure and K+ channel activity with vegetative growth. Plant J 69: 241–251. 10.1111/j.1365-313X.2011.04786.x 21914010

[108] AbelS, NguyenMD, TheologisA (1995) The PS-IAA4/5-like family of early auxin-inducible mRNAs in *Arabidopsis thaliana* . J Mol Biol 251: 533–549. 765847110.1006/jmbi.1995.0454

[109] PhilipparK, IvashikinaN, AcheP, ChristianM, LuthenH, et al (2004) Auxin activates *KAT1* and *KAT2*, two K+-channel genes expressed in seedlings of *Arabidopsis thaliana* . Plant J 37: 815–827. 1499621610.1111/j.1365-313x.2003.02006.x

[110] PutterillJ, RobsonF, LeeK, SimonR, CouplandG (1995) The CONSTANS gene of *Arabidopsis* promotes flowering and encodes a protein showing similarities to zinc finger transcription factors. Cell 80: 847–857. 769771510.1016/0092-8674(95)90288-0

[111] ParkDH, SomersDE, KimYS, ChoyYH, LimHK, et al (1999) Control of circadian rhythms and photoperiodic flowering by the *Arabidopsis GIGANTEA* gene. Science 285: 1579–1582. 1047752410.1126/science.285.5433.1579

[112] FowlerS, LeeK, OnouchiH, SamachA, RichardsonK, et al (1999) *GIGANTEA*: a circadian clock-controlled gene that regulates photoperiodic flowering in *Arabidopsis* and encodes a protein with several possible membrane-spanning domains. EMBO J 18: 4679–4688. 1046964710.1093/emboj/18.17.4679PMC1171541

[113] SongYH, ItoS, ImaizumiT (2013) Flowering time regulation: photoperiod- and temperature-sensing in leaves. Trends Plant Sci 18: 575–583. 10.1016/j.tplants.2013.05.003 23790253PMC3796012

[114] HolmM, MaLG, QuLJ, DengXW (2002) Two interacting bZIP proteins are direct targets of COP1-mediated control of light-dependent gene expression in *Arabidopsis* . Genes Dev 16: 1247–1259. 1202330310.1101/gad.969702PMC186273

[115] KumarSV, LucyshynD, JaegerKE, AlosE, AlveyE, et al (2012) Transcription factor PIF4 controls the thermosensory activation of flowering. Nature 484: 242–245. 10.1038/nature10928 22437497PMC4972390

[116] RawatR, TakahashiN, HsuPY, JonesMA, SchwartzJ, et al (2011) REVEILLE8 and PSEUDO-REPONSE REGULATOR5 form a negative feedback loop within the *Arabidopsis* circadian clock. PLoS Genet 7: e1001350 10.1371/journal.pgen.1001350 21483796PMC3069099

[117] LeopoldAC (1958) Auxin uses in the control of flowering and fruiting. Annu Rev Plant Physiol 9: 281–310.

[118] GangappaSN, ChattopadhyayS (2010) MYC2, a bHLH transcription factor, modulates the adult phenotype of SPA1. Plant Signal Behav 5: 1650–1652. 10.4161/psb.5.12.13981 21512327PMC3115125

[119] MakkenaS, LambRS (2013) The bHLH transcription factor SPATULA is a key regulator of organ size in *Arabidopsis thaliana* . Plant Signal Behav 8: e24140 10.4161/psb.24140 23470719PMC3897497

[120] Cifuentes-EsquivelN, Bou-TorrentJ, GalstyanA, GalllemiM, SessaG, et al (2013) The bHLH proteins BEE and BIM positively modulate the shade avoidance syndrome in *Arabidopsis* seedlings. Plant J 75: 989–1002. 10.1111/tpj.12264 23763263

[121] FriedrichsenDM, NemhauserJ, MuramitsuT, MaloofJN, AlonsoJ, et al (2002) Three redundant brassinosteroid early response genes encode putative bHLH transcription factors required for normal growth. Genetics 162: 1445–1456. 1245408710.1093/genetics/162.3.1445PMC1462317

[122] FiliaultDL, MaloofJN (2012) A genome-wide association study identifies variants underlying the *Arabidopsis thaliana* shade avoidance response. PLoS Genet 8: e1002589 10.1371/journal.pgen.1002589 22438834PMC3305432

[123] KumarR, IchihashiY, KimuraS, ChitwoodDH, HeadlandLR, et al (2012) A high-throughput method for Illumina RNA-Seq library preparation. Front Plant Sci 3: 202 10.3389/fpls.2012.00202 22973283PMC3428589

[124] NozueK, CovingtonMF, DuekPD, LorrainS, FankhauserC, et al (2007) Rhythmic growth explained by coincidence between internal and external cues. Nature 448: 358–361. 1758950210.1038/nature05946

[125] AbramoffMD, MagalhaesPJ, RamSJ (2004) Image processing with ImageJ. Biophotonics International 11: 36–42.

[126] TrapnellC, PachterL, SalzbergS (2009) TopHat: discovering splice junctions with RNA-Seq. Bioinformatics 25: 1105–1111. 10.1093/bioinformatics/btp120 19289445PMC2672628

[127] RobinsonMD, McCarthyDJ, SmythGK (2010) edgeR: a Bioconductor package for differential expression analysis of digital gene expression data. Bioinformatics 26: 139–140. 10.1093/bioinformatics/btp616 19910308PMC2796818

[128] R_Development_Core_Team (2005) R: A language and environment for statistical computing R Foundation for Statistical Computing. Vienna, Austria.

[129] YoungMD, WakefieldMJ, SmythGK, OshlackA (2010) Gene ontology analysis for RNA-seq: accounting for selection bias. Genome Biol 11: R14 10.1186/gb-2010-11-2-r14 20132535PMC2872874

[130] NemhauserJL, HongF, ChoryJ (2006) Different plant hormones regulate similar processes through largely nonoverlapping transcriptional responses. Cell 126: 467 1690178110.1016/j.cell.2006.05.050

[131] ZentellaR, ZhangZ-L, ParkM, ThomasSG, EndoA, et al (2007) Global analysis of DELLA direct targets in early gibberellin signaling in *Arabidopsis* . Plant Cell 19: 3037–3057. 1793390010.1105/tpc.107.054999PMC2174696

[132] CarbonS, IrelandA, MungallCJ, ShuS, MarshallB, et al (2009) AmiGO: online access to ontology and annotation data. Bioinformatics 25: 288–289. 10.1093/bioinformatics/btn615 19033274PMC2639003

[133] Bates D, Maechler M, Bolker B, Walker S (2014) lme4: Linear mixed-effects models using Eigen and S4. http://CRAN.R-project.org/package=lme4.

[134] Kuznetsova A, Brockhoff PB, Christensen RHB (2014) lmerTest: Tests for random and fixed effects for linear mixed effect models (lmer objects of lme4 package). http://CRAN.R-project.org/package=lmerTest.

[135] BenjaminiY, HochbergY (1995) Controlling the false discovery rate—a practical and powerful approach to multiple testing. J Roy Statist Soc Ser B 57: 289–300.

[136] WinterD, VinegarB, NahalH, AmmarR, WilsonGV, et al (2007) An "Electronic Fluorescent Pictograph Browser" for exploring and analyzing large-scale biological data sets. PLoS ONE 2: e718 1768456410.1371/journal.pone.0000718PMC1934936

# Supplementary material for: Shade Avoidance Components and Pathways in Adult Plants Revealed by Phenotypic Profiling
**Source:** PLoS Genet. 2015 Apr 15;11(4):e1004953. doi: 10.1371/journal.pgen.1004953

Figure S3A. hypocotyl

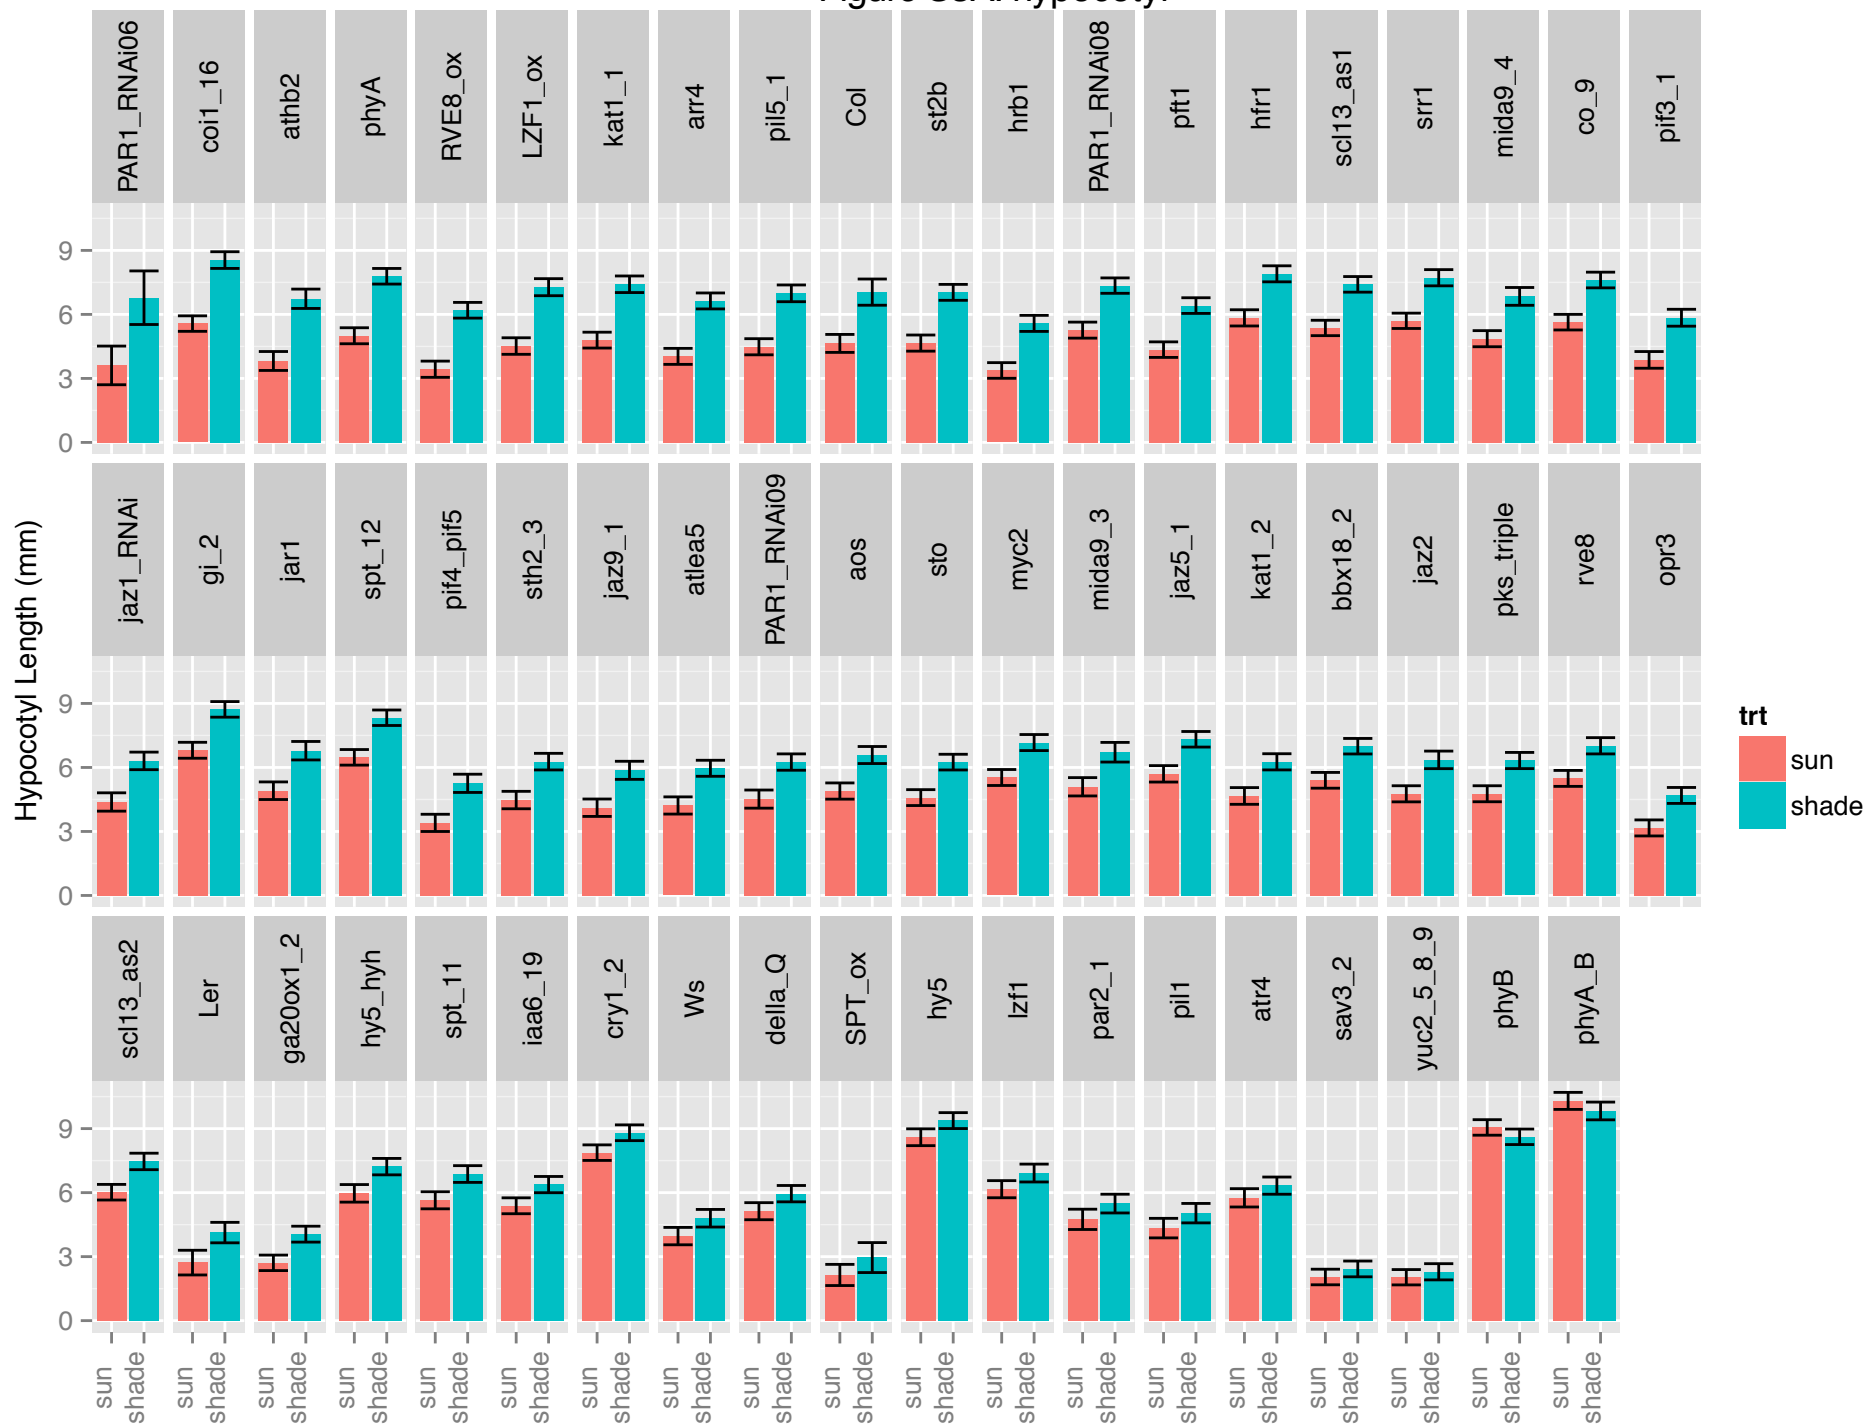

Figure S3B. petiole length

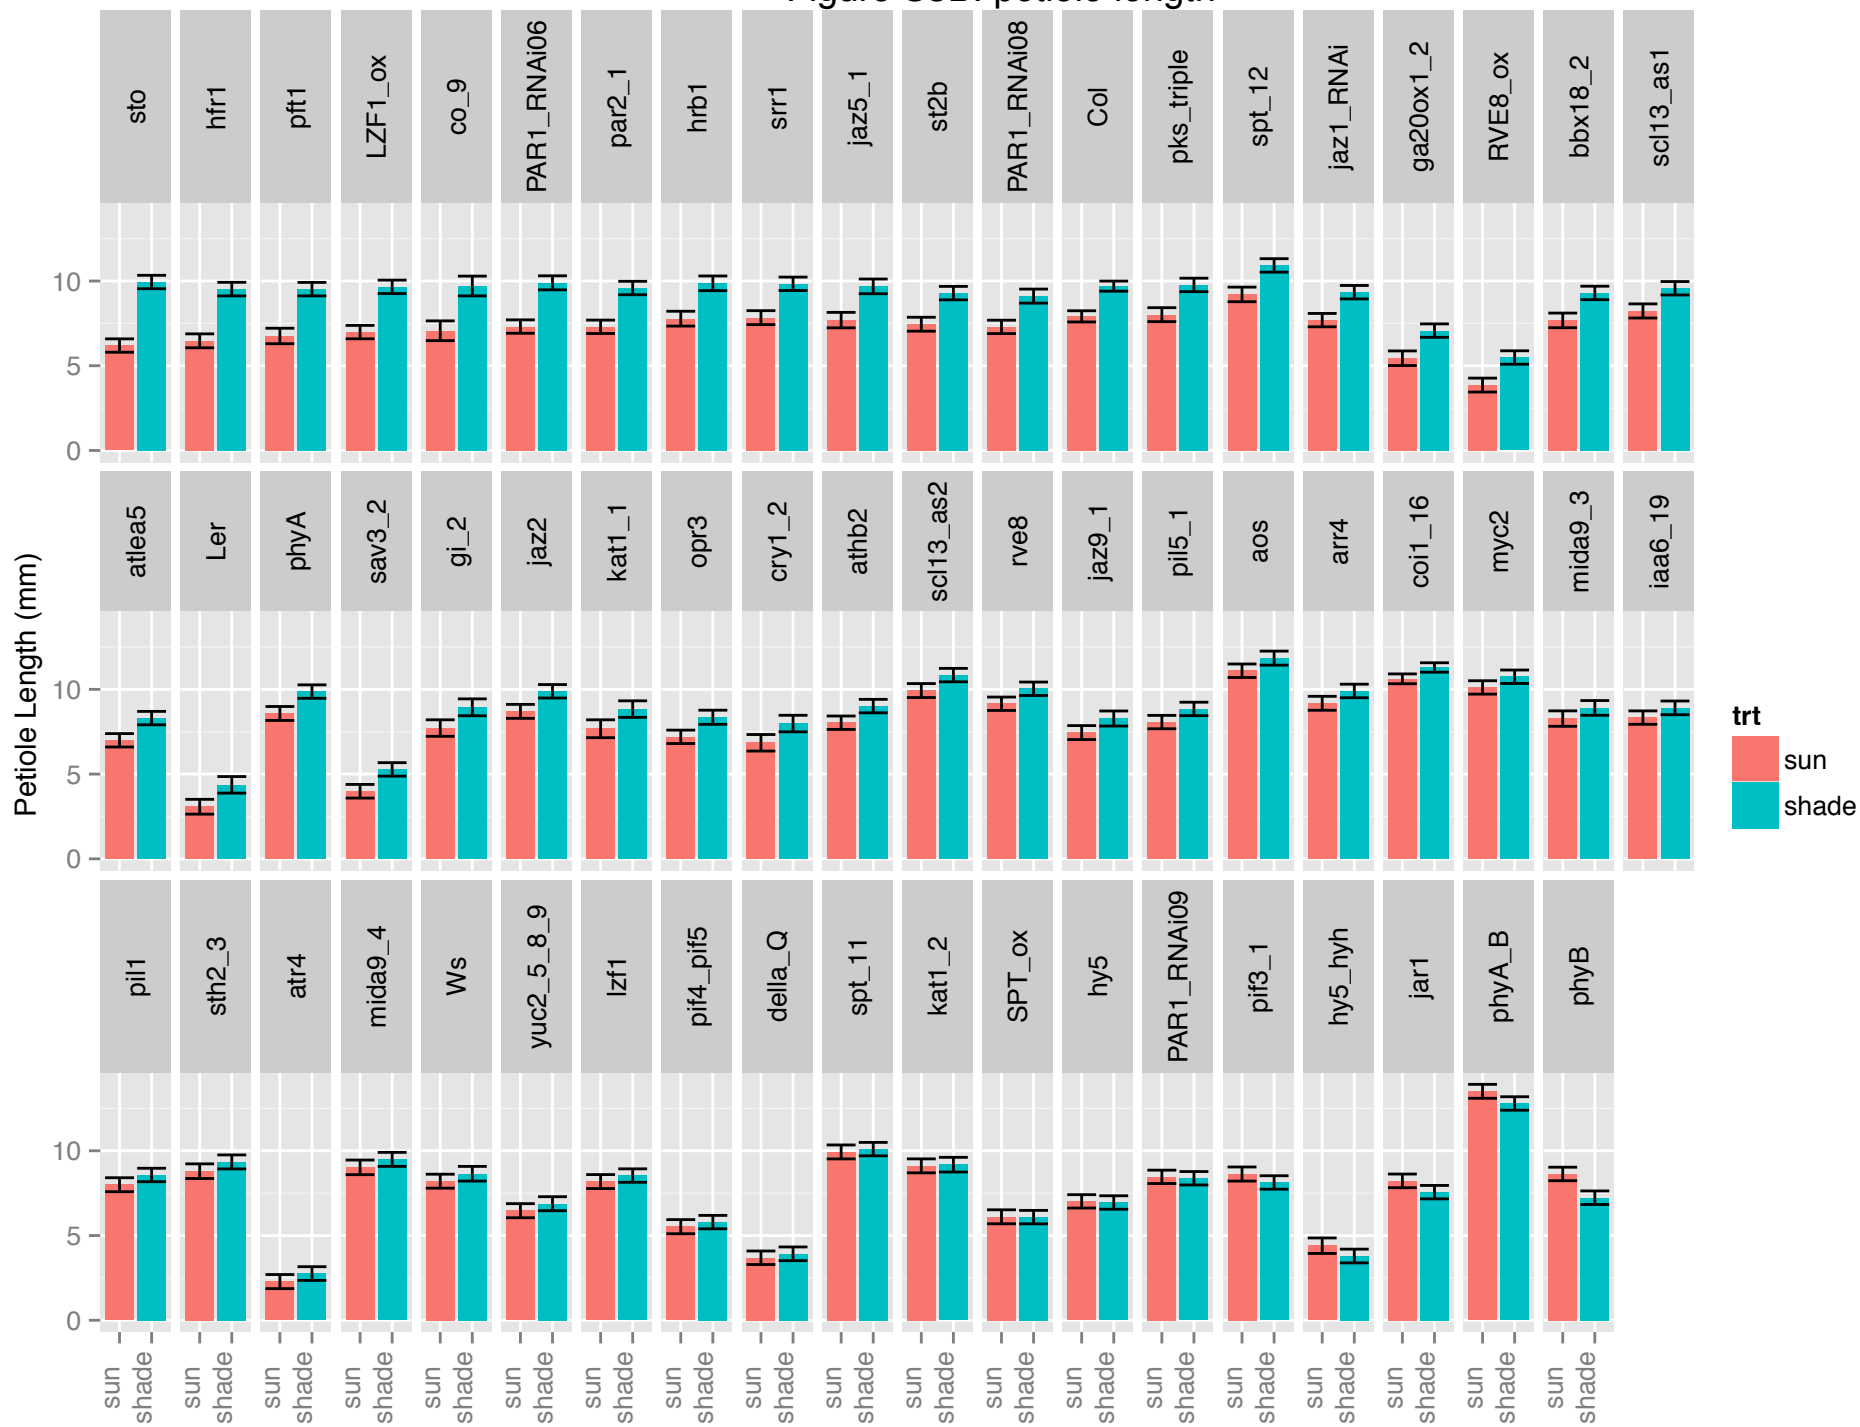

Figure S3C. blade length

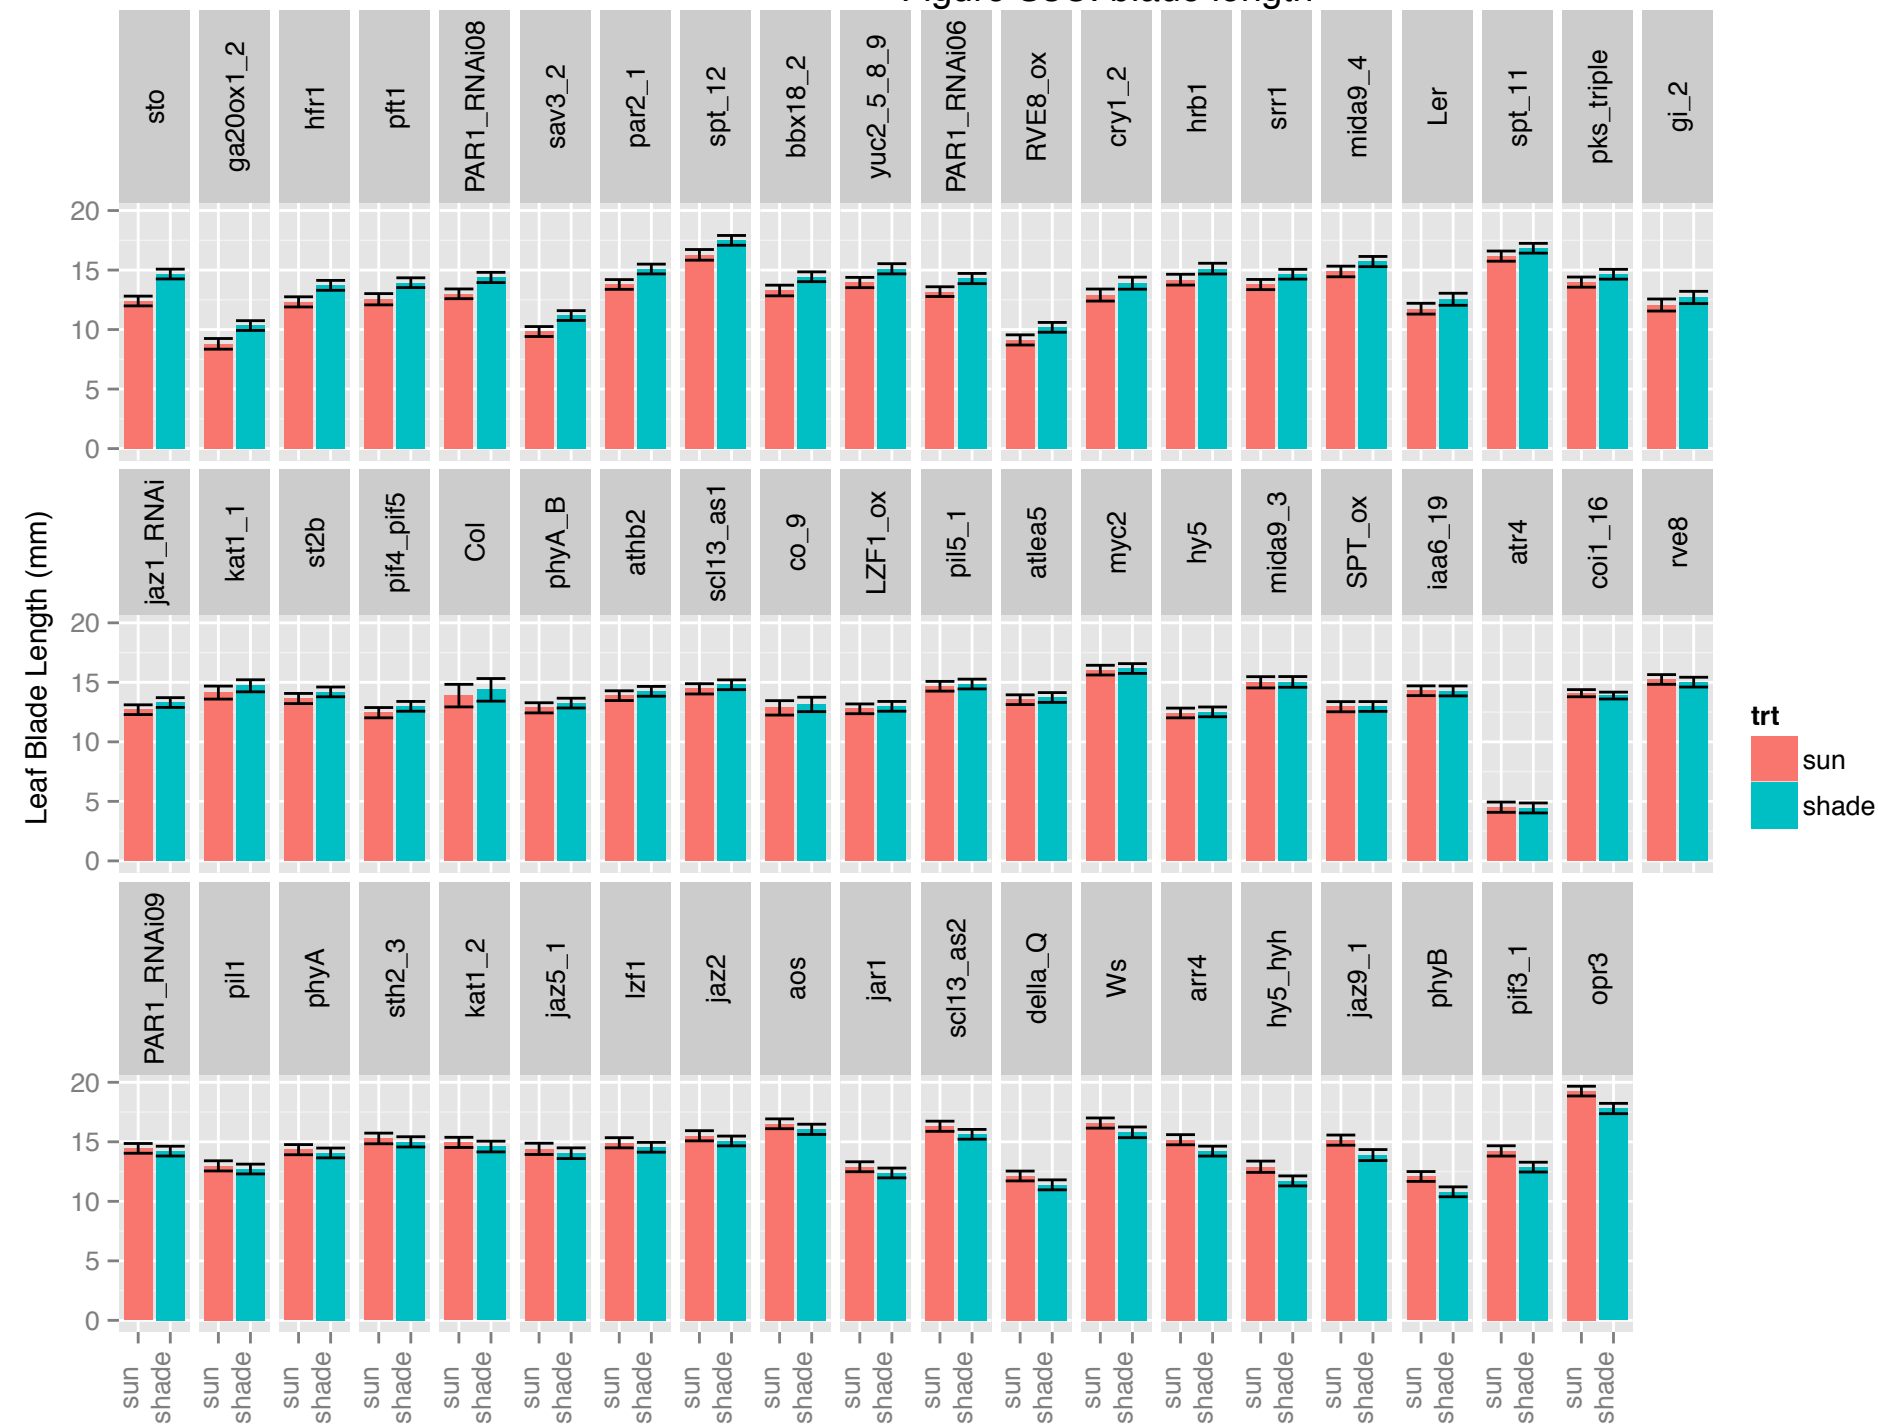

Figure S3D blade width

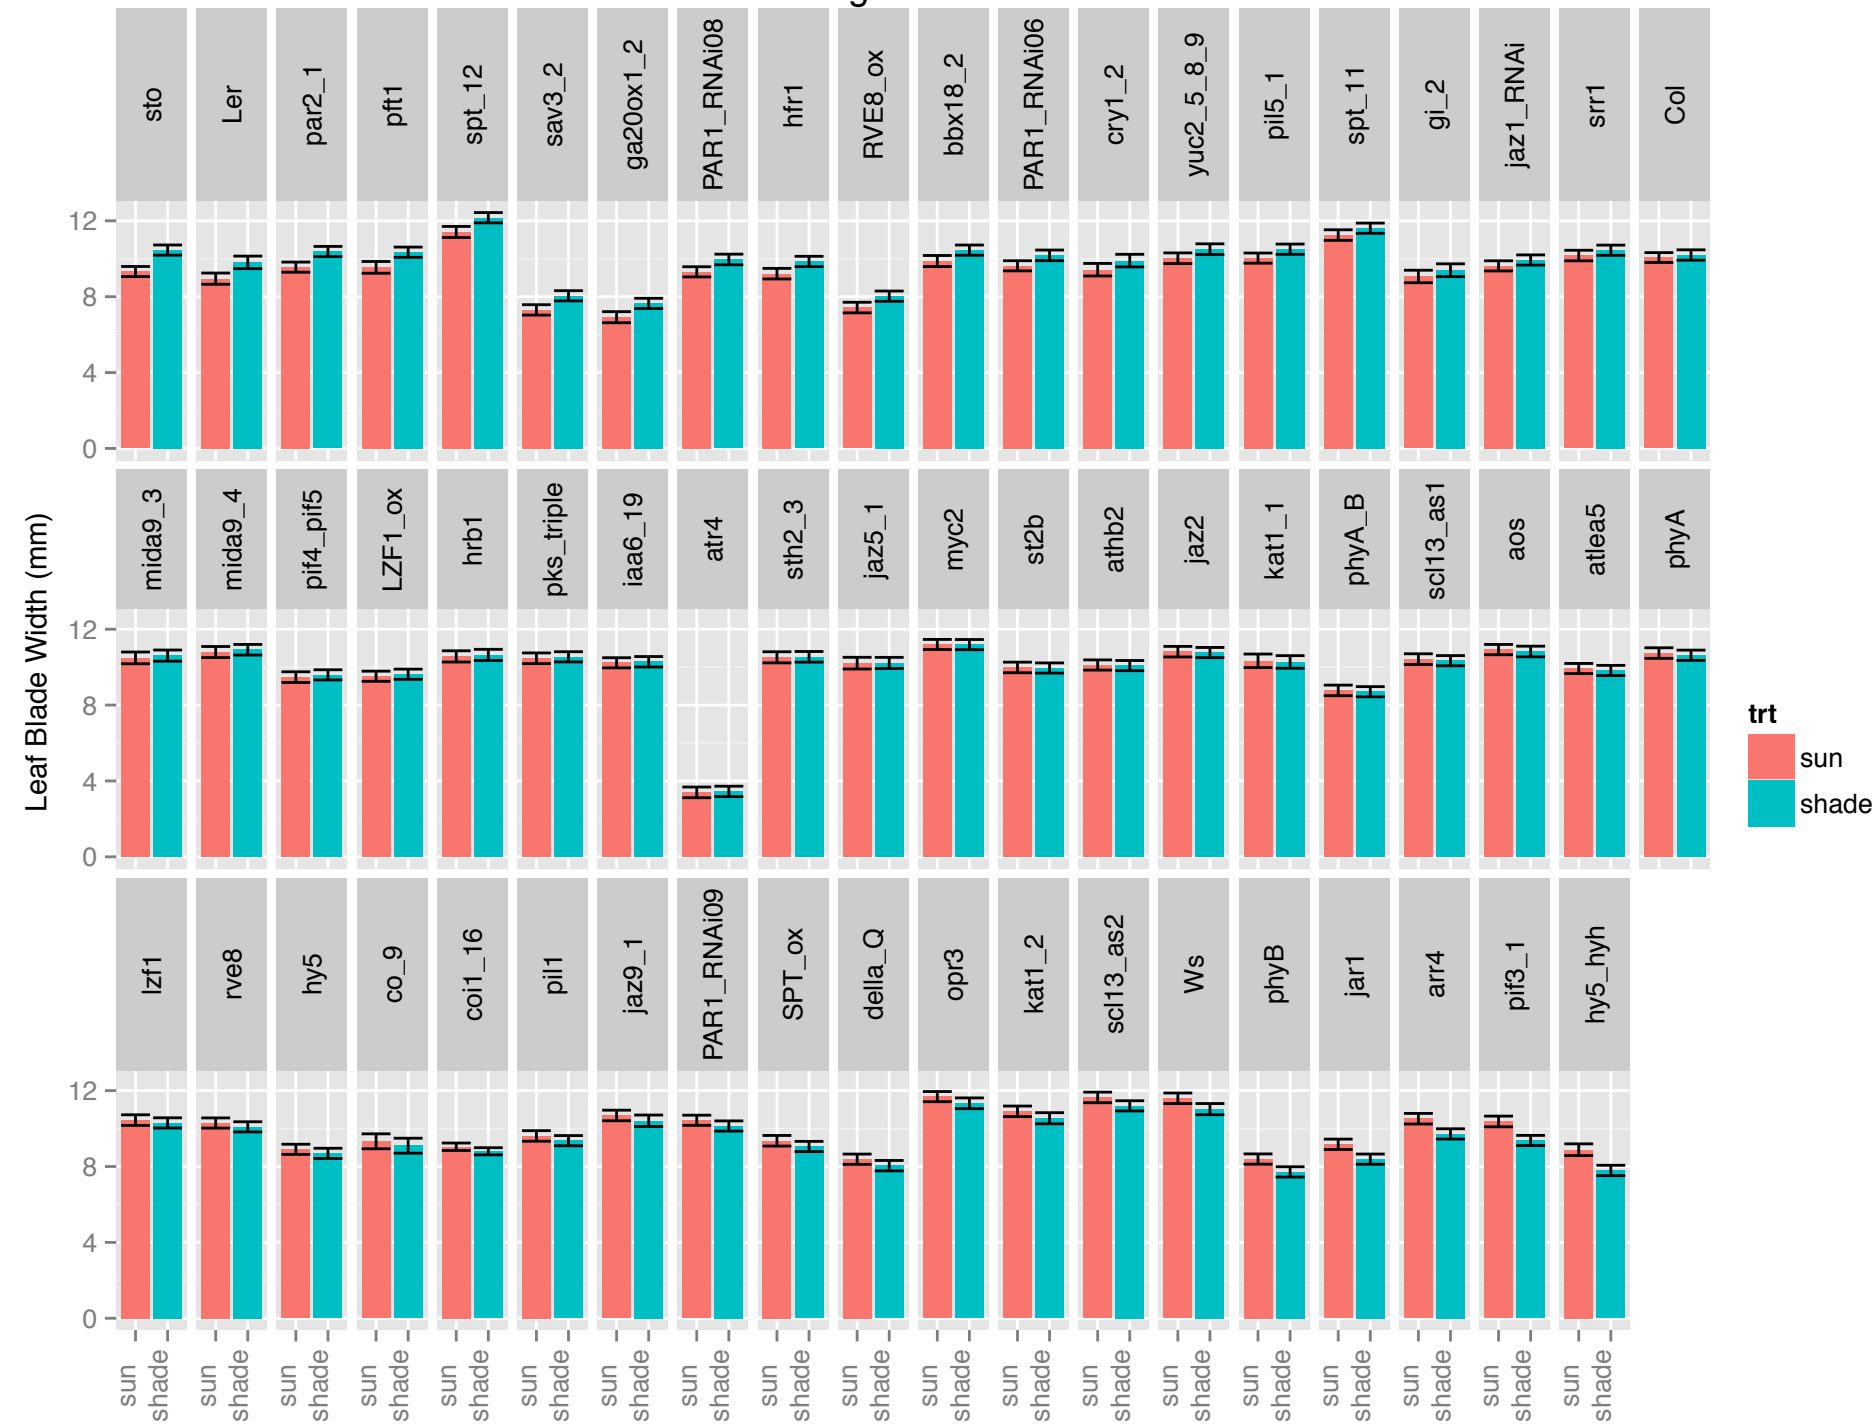

Figure S3E. blade area

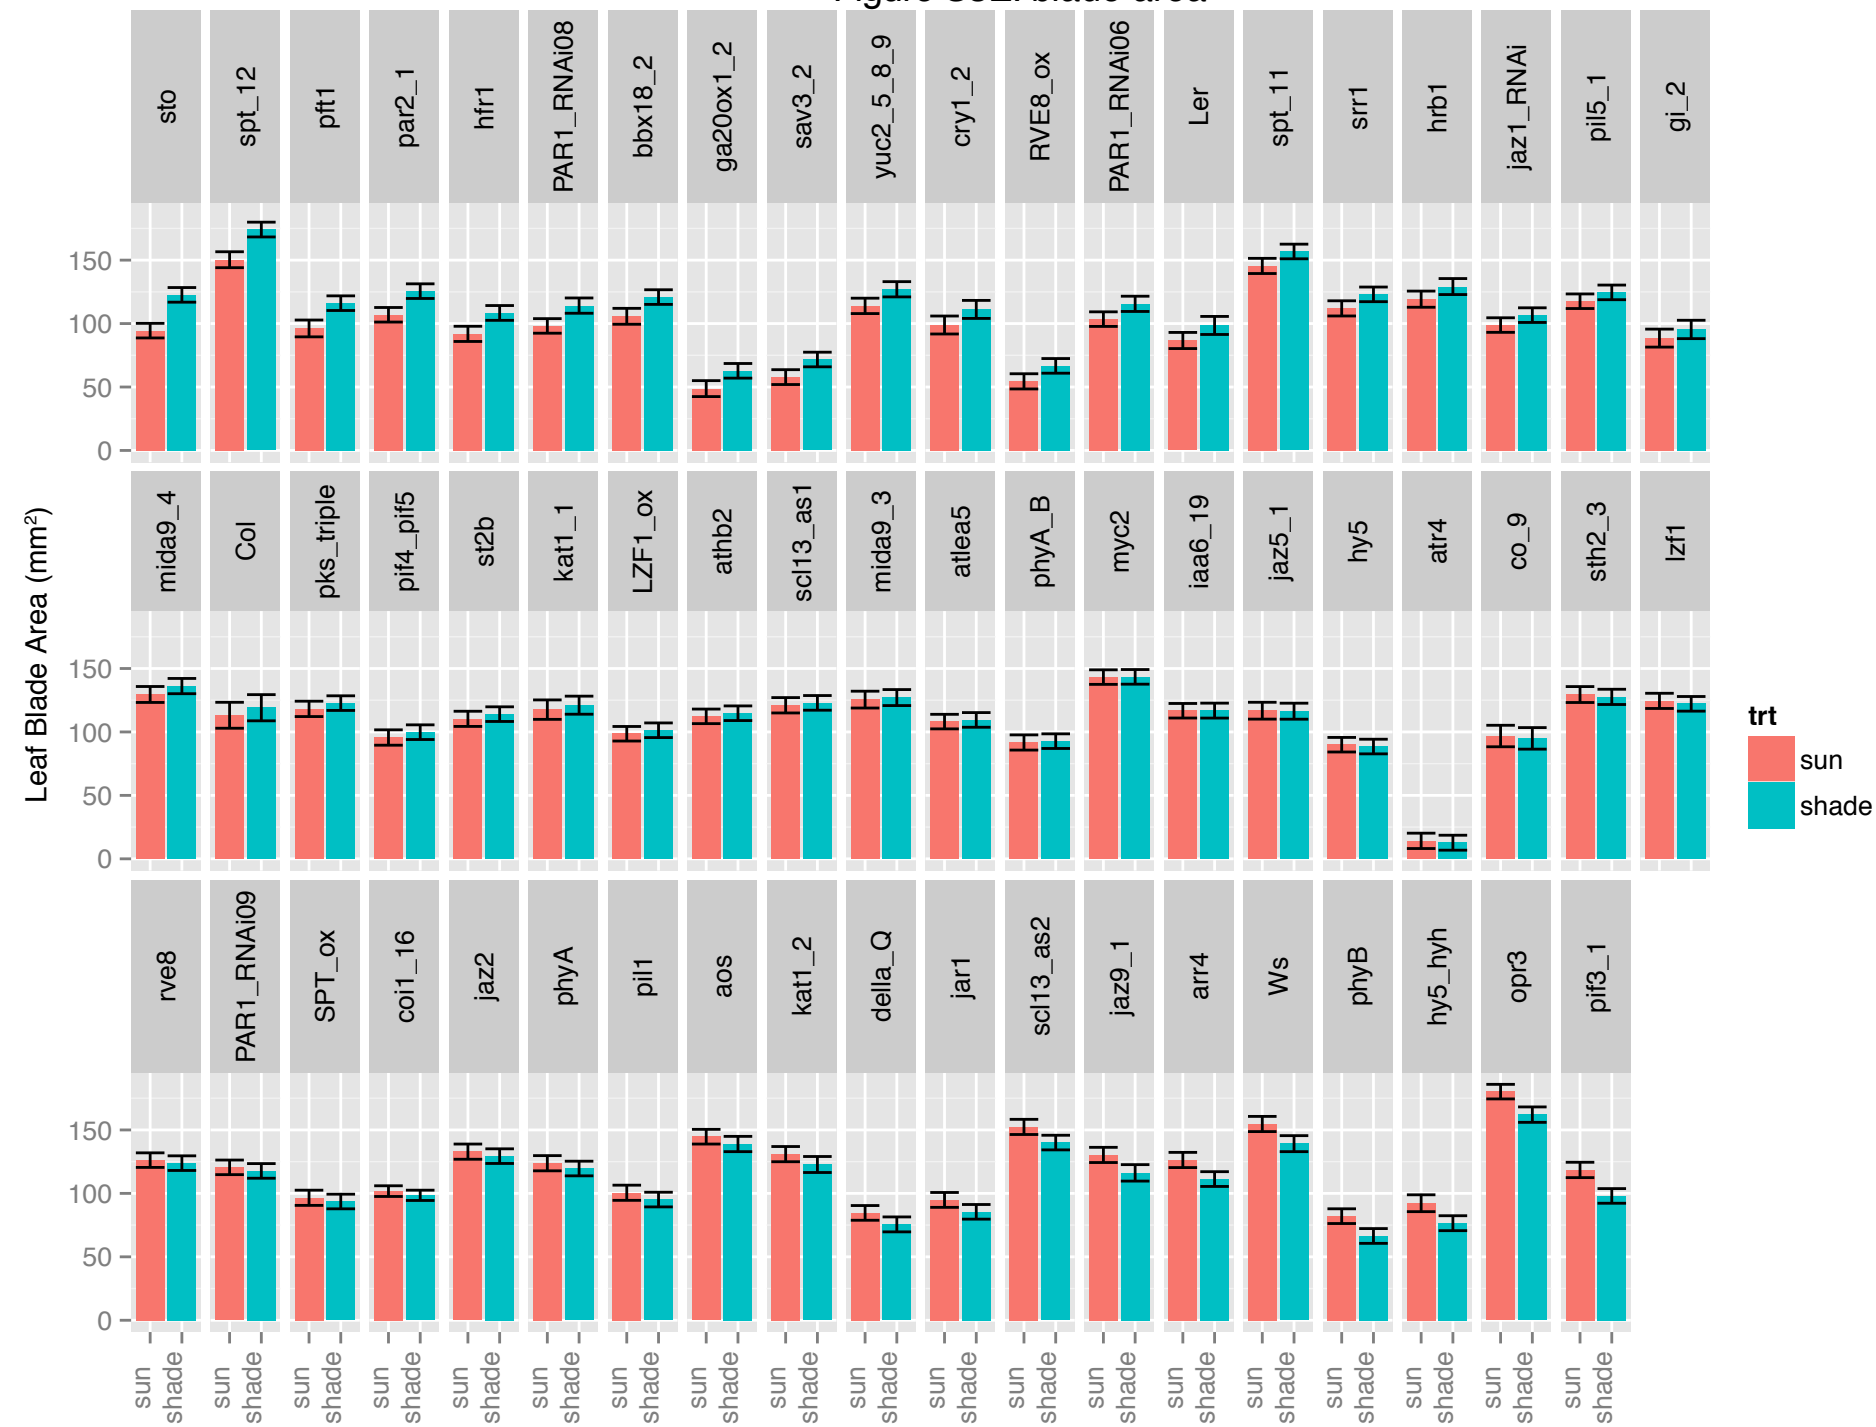

Figure S3F. ratio of petiole length to blade length

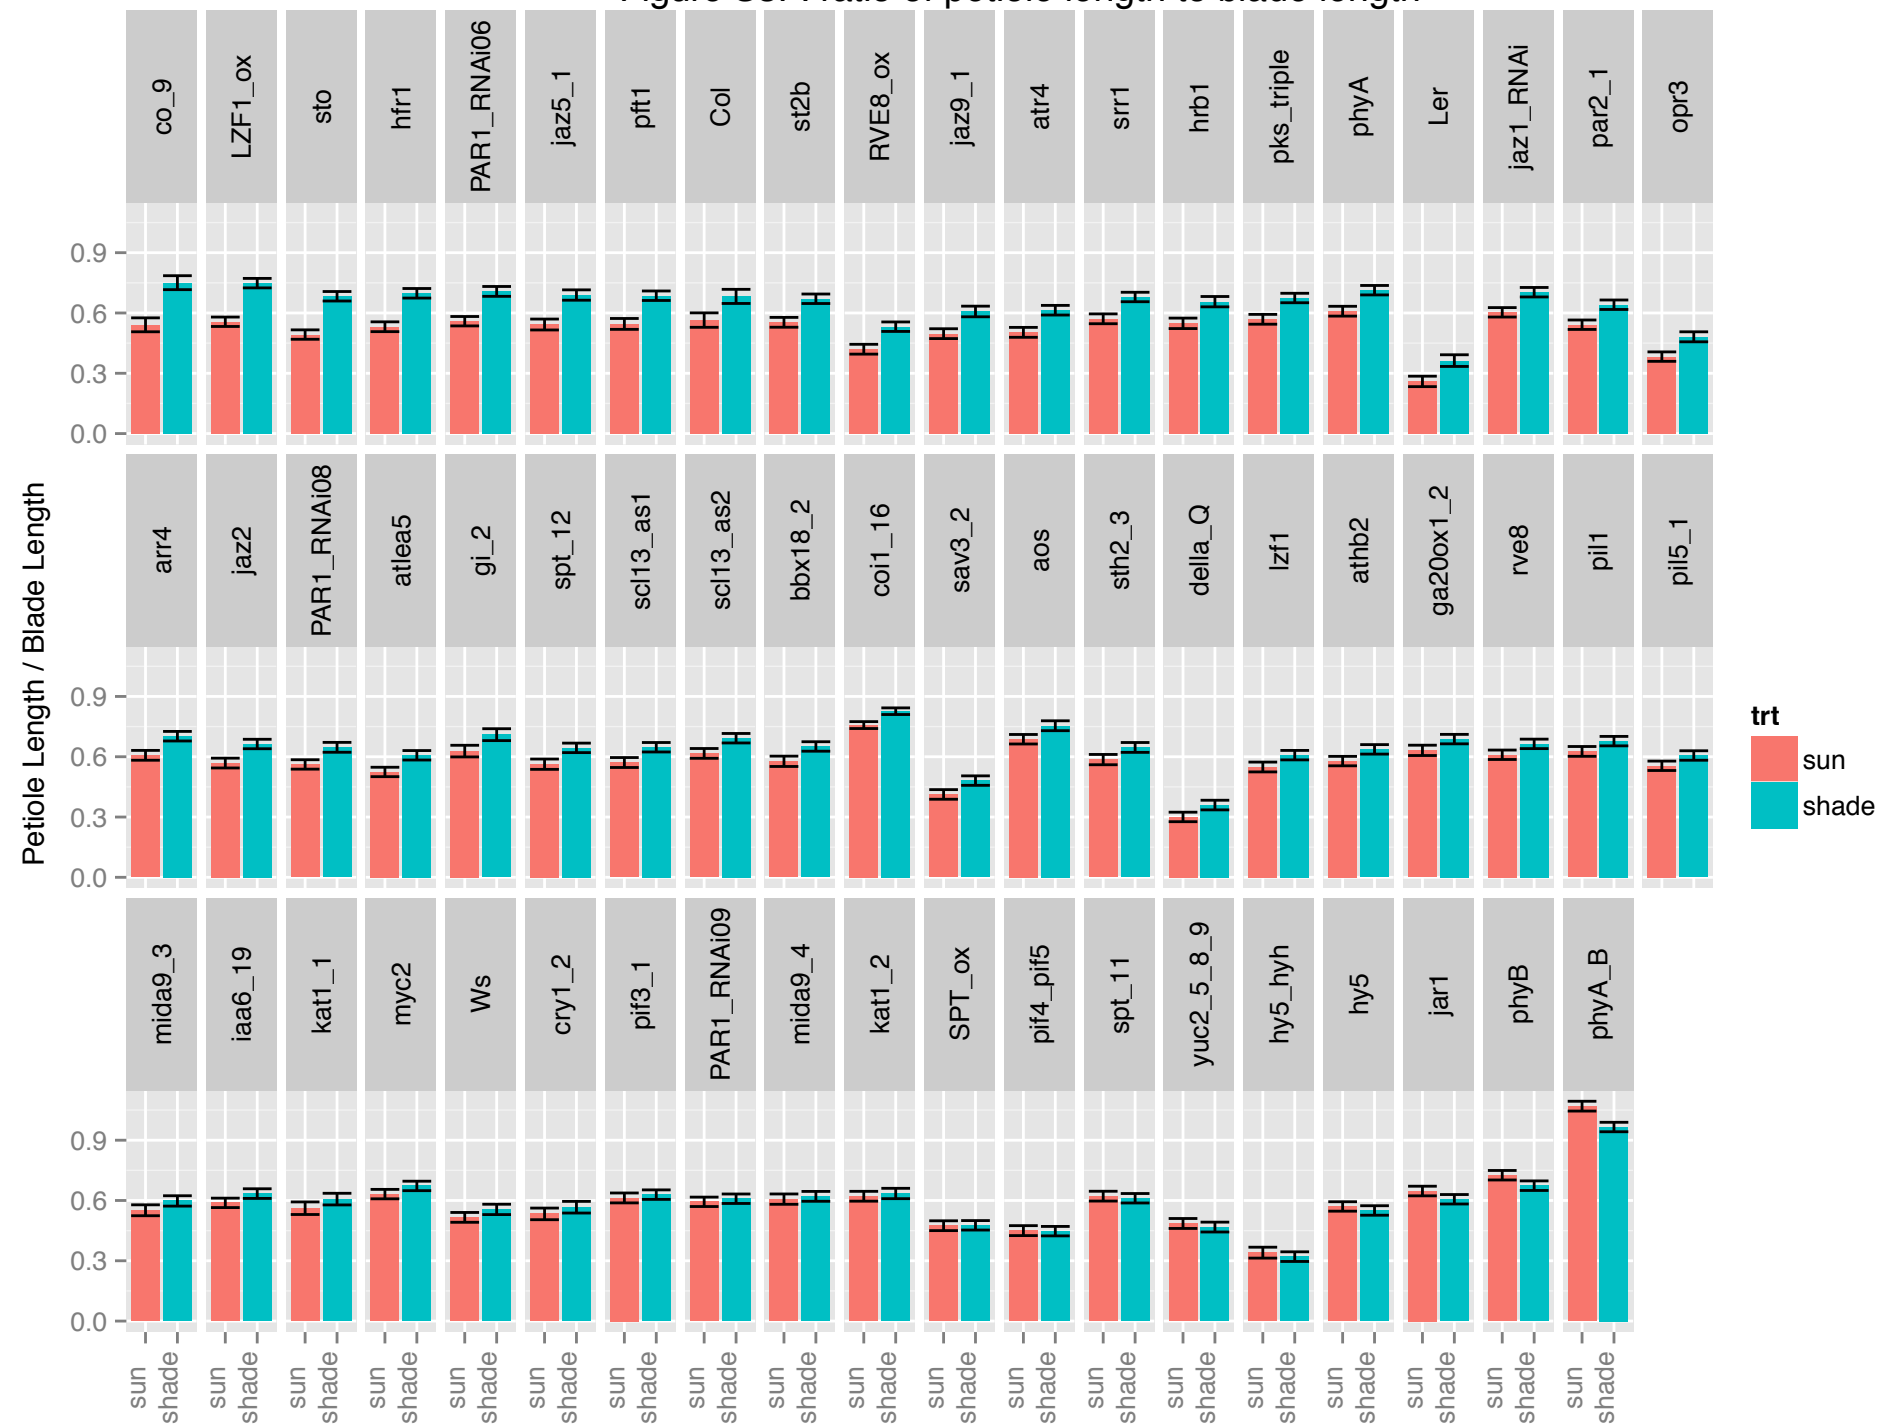

Figure S3G. flowering time

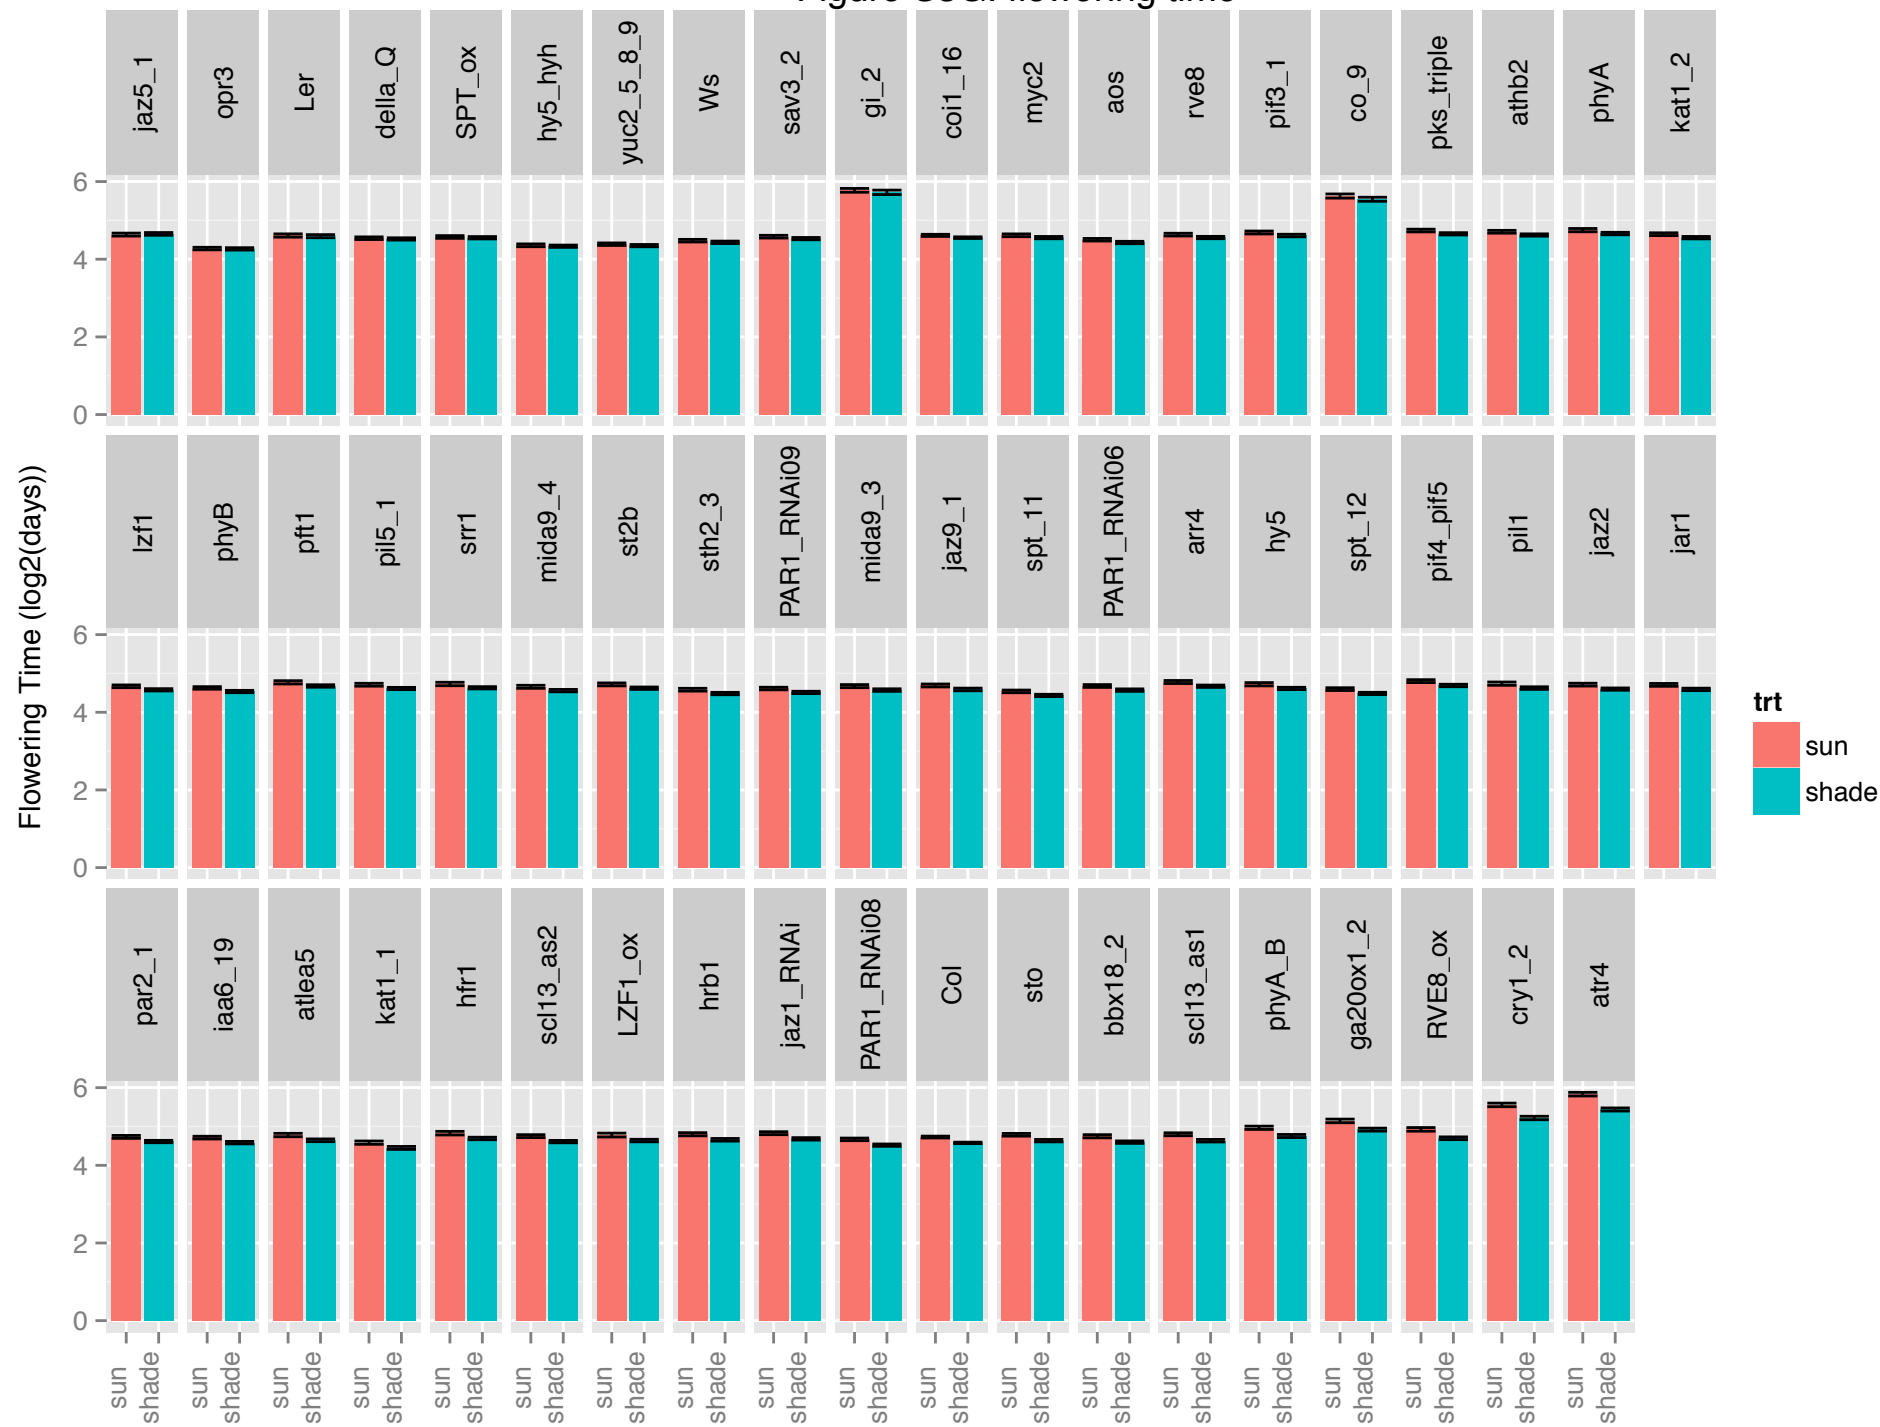

Figure S3H.  
flowering time  
residuals

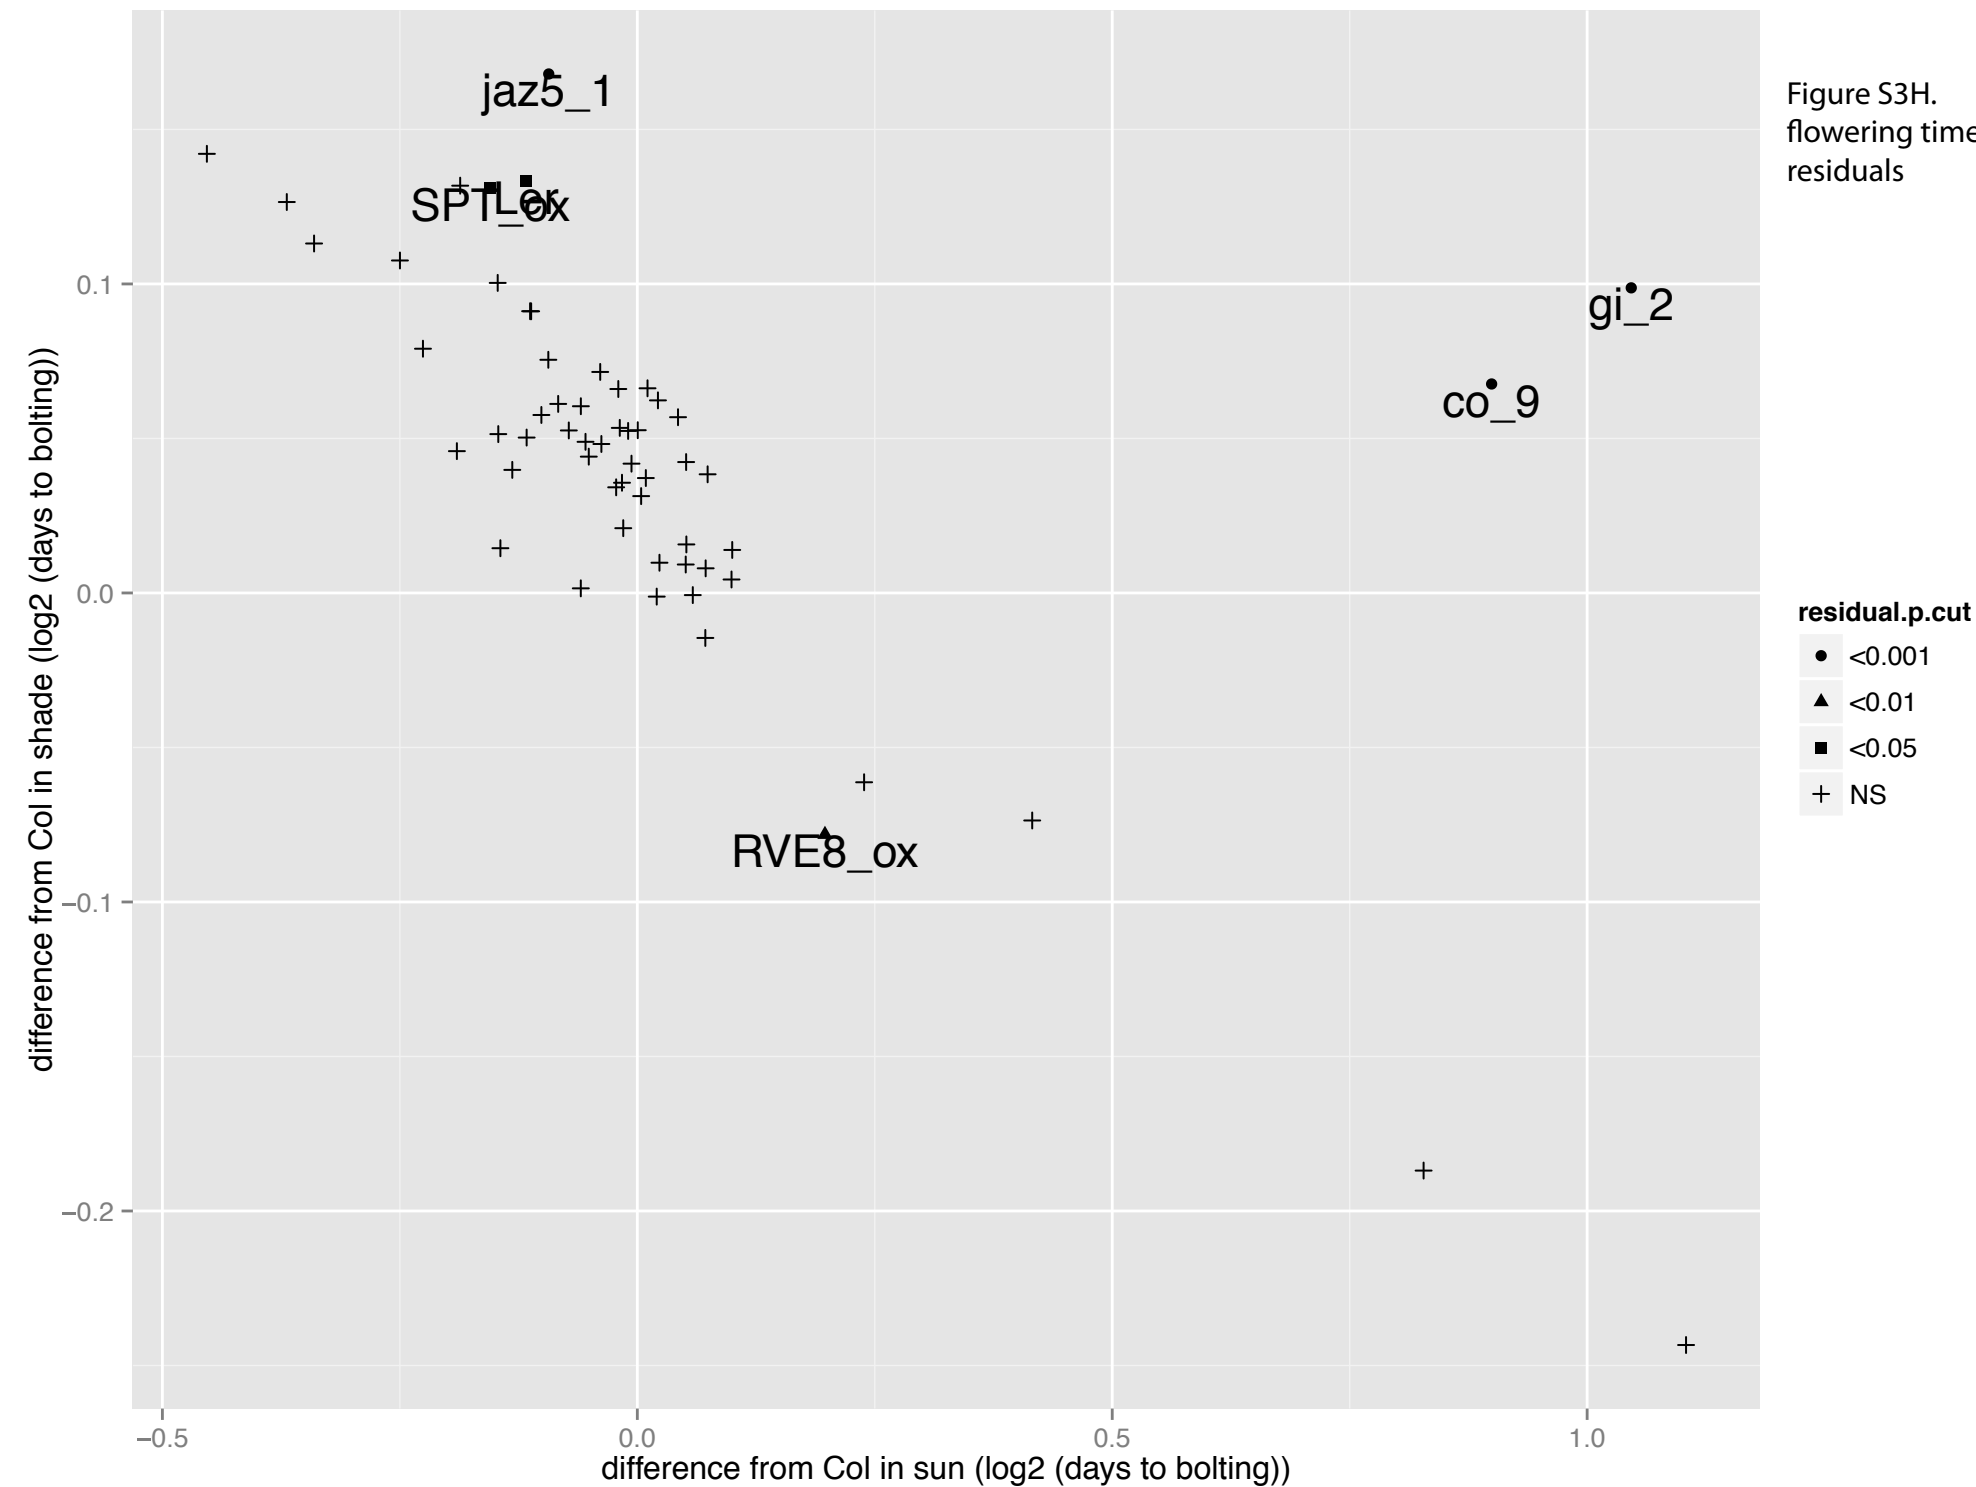

**Supplement:** S3 Fig — (A) hypocotyl, (B) petiole length, (C) leaf blade length, (D) leaf blade width, (E) leaf blade area, (F) petiole length/leaf blade length ratio, (G) flowering time (log2 transformed) and (H) flowering time (log2 transformed residuals). Error bars in (A) to (G) represent standard errors. Genotype names in (H) indicate lines whose flowering time shade response differs significantly from prediction by regression (p < 0.05).

How the deposited data were processed for this re-analysis (not part of the article)

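Leaf and shoot apex tissue of Col plants grown for 2 weeks was sequenced by the authors in 8 libraries, 2 replicates of 5 pooled plants for each of 4 conditions: sun and simulated shade at 1 hour, and sun and simulated shade at 4 hours. The paper's results give a red to far-red ratio of 1.9 for sun and 0.5 for shade, and its methods give 1.86 and 0.52.

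The authors sorted barcodes, removed adaptors, mapped the 40 bp reads with TopHat to the TAIR10 genome with its annotation and deposited the expression of each gene in each library as CPM, scaled to an effective library size. The paper's text does not name the program that counted reads on genes, its treatment of reads that map to several genes, the versions of TopHat and edgeR, or the scaling method. All 8 columns were used, and the number of unused columns of values per sample was 0. Every value was found to be a whole multiple of the value of 1 read in its library, and dividing by that value gave the reads on each gene. Scaling factors computed from the column sums were between 0.985 and 1.01. Libraries held between 1154019 and 4680620 reads, and at 10 CPM the counting error alone is a coefficient of variation of 29.3% in the smallest library and between 14.7% and 17% in the others. Genes with 3 reads or fewer in all libraries of a group were treated as at the floor. A fold change against such a group is given as a lower bound on the observed ratio of means. It is the mean CPM of the other group over the mean CPM of 3 reads, and it leaves out counting error and replicate spread. Counting error assumes that reads are independent molecules, which reads without molecular identifiers are not.

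Genes with at least 1 CPM in 2 or more libraries were kept (19280 genes). Values were analysed as log2(CPM + 1) with limma 3.58.1 in R 4.3.3, in one model of the 4 conditions with 4 residual degrees of freedom, empirical Bayes moderation with a mean-variance trend (9.33 prior degrees of freedom), and Benjamini-Hochberg adjustment within each contrast. The contrasts were shade against sun at 1 hour, shade against sun at 4 hours, the difference between these responses, and sun at 4 hours against sun at 1 hour. The threshold was an adjusted p of 0.001, which the paper's methods give, and counts at 0.05 are given beside it. The test was tried on simulated data with the library sizes and gene-wise spread of the 8 libraries. Genes were drawn independently of each other, and no change was placed in genes with low levels. At the threshold of 0.001 it called 10%, 67.2% and 87% of genes with simulated log2 changes of 1, 2 and 3 in the 1 hour contrast, with 1 false call among 19080 unchanged genes. In the 4 hour contrast it called 2.86%, 78.7% and 84.1% of them.

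Replicate numbers come from the sample labels. The paper does not describe replicates as paired, so the main model has no replicate block, and a model with one was run as an alternative (14 genes at 1 hour). The residuals of same-numbered libraries correlated across genes at 0.10 in the 1 hour comparison, -0.0632 in the 4 hour comparison and -0.0418 between the sun libraries.

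Sets of genes were tested with limma's camera at an inter-gene correlation of 0.01, for 11 sets with at least 5 tested genes and 3 contrasts. Camera compares the test statistics of a set with those of all other tested genes, so its p does not test the mean log2 fold change. The families (Aux/IAA, *SAUR*, *GH3*, YUCCA, ACC synthase and *JAZ*) were taken from product names in the TAIR10.1 annotation, and of the genes with a deposited value 32835 had an entry in it. The groups of Fig 1 were copied from the figure, and its colours were read by eye. Over-representation of sets among called genes was tested with one-sided Fisher's exact tests against the tested genes. Correlations across genes were tested with two-sided permutation tests in scipy 1.17.1 with 100000 resamples. Other steps used Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9.

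Named genes follow a rule. It covers genes of Fig 1 and genes the paper's text names as shade-responsive. It also covers the 5 largest rises and falls of each contrast among genes past the threshold whose libraries did not overlap (past 0.05 where fewer than 5 passed 0.001). Genes in both lists of S2 Table, and members of the Aux/IAA, YUCCA, ACC synthase and *JAZ* families in that table, are included as well.

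Alternatives for the counts were pseudocounts of 0.25 and 5, no filter beyond a value above 0, a minimum of 5 CPM, quantile normalization, median ratio rescaling, only the 4 libraries of a comparison, a threshold of 0.05, a replicate block, and each library left out in turn. On the recovered reads, edgeR 4.0.16 was run with its quasi-likelihood test and with its exact test and one common dispersion, and DESeq2 1.42.0 was run with its default test. For set tests, the inter-gene correlation was also estimated from the residuals. The rule for named genes, the model, the threshold and these alternatives were fixed before the data were examined. The genes followed through the alternatives were listed after values were seen, within that rule. The exact test with gene-wise dispersion and limma's array weights were chosen after seeing the data.

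GO terms and published lists of hormone-responsive genes were not in hand, so the tests behind Tables 1 to 4 are not analysed here. Gene length and GC content were taken from the TAIR10.1 annotation for 99.6% of the tested genes.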

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

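Among the tests in this part, those on the scaling of the sun comparison and of the gene sets, on correlated genes in a set, on *DOT1* and on a single library behind the jasmonic acid difference were chosen only after the result was seen.

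Replicate 1 of 4 hour shade held 1154019 reads, and its gap to the next library divided by the range of all 8 libraries was 0.651, above Dixon's 95% critical value for 8 samples. This was the 1 measure of 9 tested over the 8 libraries that passed, and chance gives about 1 in 20. The first principal component (0.506) and the number of genes at 0 (0.502) came closest of the other measures, both under the critical value. That component, the main axis of difference between the libraries, held 37.5% of the variance. Shade replicate 1 of 4 hours lay at 69.95 on it. The other libraries lay between -31.65 and 18.5, with shade replicate 2 of 4 hours at 10.09. Low depth is thus not the only measure on which this library stood apart, although only depth passed the test. A few genes taking most of the reads were tested as a cause of the low depth. The 10 highest genes held 6.80% of the reads of shade replicate 1, within the 6.23% to 7.67% of the other libraries. Its rank order was compared with that of shade replicate 2 thinned to the same number of reads over 20 draws. Spearman's rho with sun replicate 1 of 4 hours was 0.953 for the small library and between 0.965 and 0.967 for the thinned one. The thinned library comes from another pool of plants, so this cannot tell a loss of rank order in the small library from an ordinary difference between pools. No biological explanation was tested, since its replicate has the same condition.

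The response of *KAT1* to shade differed between the 2 time points by -2.57 on the log2 scale, and that of *DOT1* by 2.33, each tested as an interaction in limma at an adjusted p of 0.0111 and 0.0386. For *KAT1*, the difference moved by 0.168 without the small library, and after quantile normalization its adjusted p was 0.0149, within the range of 0.00184 to 0.0181 over its alternatives. Neither depth nor scaling explains it. A response of *KAT1* that fades between 1 hour and 4 hours of shade is a hypothesis that these 8 libraries cannot test again. The duration of shade and the time of day changed together, so they cannot be told apart in any difference between the time points. For *DOT1*, the difference moved by 0.102 without the small library, and its adjusted p was 0.0315 after quantile normalization, so depth and scaling do not explain it either. Its adjusted p ranged from 0.00822 to 0.0667 over its alternatives, the highest being with a replicate block.

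The shade response of 4 sets of genes differed between the time points by camera, relative to all other tested genes, at an adjusted p under 0.05. Differences are given as the mean over the genes of a set. The difference was -0.63 on the log2 scale for the Aux/IAA family (adjusted p = 0.000997, smaller at 4 hours), -0.54 for the *SAUR* family (adjusted p = 2.72e-05), -0.84 for the auxin genes of Fig 1 (adjusted p = 0.00677) and 0.71 for the jasmonic acid genes of Fig 1 (adjusted p = 0.00761). Both 1 hour shade libraries had a higher mean level of the Aux/IAA family than both 4 hour shade libraries, at 5.17 and 4.75 against 4.14 and 4.07 on the log2 scale, beside 4.02 and 3.86 in 1 hour sun and 3.67 and 3.76 in 4 hour sun. The low depth of shade replicate 1 was tested on the Aux/IAA family, whose difference was -0.66 without that library. After quantile normalization its adjusted p was 0.000494, and over its alternatives it ranged from 0.000255 to 0.249. The highest value, 0.249, came with the inter-gene correlation estimated from the residuals, so genes of one family that vary together remain a possible explanation, from which the difference cannot be told apart. The jasmonic acid difference was 0.0156 without shade replicate 1 of 4 hours, so it rests on that library.

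The paper compares each sun condition only with shade. Between the sun libraries of 1 hour and 4 hours, 45 genes had an adjusted p under 0.001 with limma, 20 higher and 25 lower at 4 hours. At an adjusted p under 0.05 there were 414 higher and 277 lower, and after quantile normalization 323 and 325. The balance of directions therefore depends on the threshold and the scaling. In 10707 of the 19280 tested genes (55.5%) the libraries did not overlap, where chance gives 33%. Among the 45 genes the largest log2 fold changes were 4.48 in *PCC1*, 4.27 in *RVE2* and 4.15 in *JMJD5*, and -3.85 in *CIPK20* and -2.82 in *LHCB2.3*. The gene model of *LHCB2.3* overlaps that of *AT3G27700*. *PCC1* had 2 reads or fewer in each 1 hour sun library, so its rise was at least 35.2-fold.

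Depth, scaling, gene length and GC content were tested for the sun comparison. With the sun libraries thinned to the lowest of their depths, the median count over 20 draws was 51 genes, and after quantile normalization it was 58. Spearman's rho across genes between the fold change and gene length was 0.101, and with GC content it was 0.0365. None of these 4 tests explains the count. The conditions differ in the time of day, and 3 of the 5 clock and photoperiod genes of the paper tested for it had an adjusted p under 0.05, *GI* (log2 fold change -0.69, adjusted p = 0.0242), *PRR5* (-0.80, adjusted p = 0.0142) and *ELF3* (0.65, adjusted p = 0.0232). A change with the time of day is therefore a hypothesis for this difference. Time of day and the order of harvest changed together in this design and cannot be told apart.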

How the results depend on the processing

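In this part, the exact test with gene-wise dispersion and array weights were chosen only after the result was seen.

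At 1 hour, the 13 genes called by limma were 10 with a pseudocount of 0.25, 17 with 5, 14 with a minimum of 5 CPM, 13 after quantile normalization, 12 after median ratio rescaling, 18 with only the 4 libraries and 14 with a replicate block, all higher in shade. Without a filter beyond a value above 0 the count was 0 (1529 at an unadjusted p under 0.05). It was 25 with edgeR's quasi-likelihood test, 184 with its exact test and common dispersion, 125 with gene-wise dispersion, 42 with DESeq2, 34 with array weights and 91 at a threshold of 0.05. The same 13 genes were among those called with each of these 6 alternatives. Of the paper's 1 hour list, 13 genes were called, and 0, 25, 163, 108, 42, 34 and 81 under the same alternatives in that order. Leaving out one 4 hour library at a time gave from 8 to 36 genes, for both counts.

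At 4 hours, the count of 1 gene was kept with a minimum of 5 CPM, median ratio rescaling and the quasi-likelihood test. It was 0 with pseudocounts of 0.25 and 5, without the filter, after quantile normalization, with only the 4 libraries and with a replicate block, where 1656, 1646, 1938, 1598, 1254 and 1709 genes had an unadjusted p under 0.05. It was 102 with the exact test and common dispersion, 36 with gene-wise dispersion, 13 with DESeq2, 2 with array weights and 23 at 0.05. Of the paper's 4 hour list, 1 gene was called, 0 under the same 6 alternatives, and 88, 27, 11, 2 and 17 under the later 5. Leaving out one 1 hour library at a time gave from 0 to 0 genes for both counts, with between 1426 and 1597 at an unadjusted p under 0.05.

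For the difference between time points, the count of 0 genes (1062 at an unadjusted p under 0.05) was 2 with DESeq2 and 2 at a threshold of 0.05, and 0 under the other alternatives, where 849 to 1290 genes had an unadjusted p under 0.05. For sun at 4 hours against 1 hour, the 45 genes were 7 without the filter, 242 with only the 4 libraries, 95 with the quasi-likelihood test, 943 with the exact test and common dispersion, 946 with gene-wise dispersion, 260 with DESeq2, 437 with array weights and 691 at 0.05. They were from 21 to 237 across the fits that left out one shade library. The share of higher genes among the 45 was 44.4%, and in the same comparison it was 37.9% after quantile normalization and 36.7% after median ratio rescaling. It was 50% with a replicate block, 55.7% with the exact test and common dispersion, 57.1% without the filter and 59.9% at 0.05. The majority direction therefore depends on the setting. The cause of these changes was not tested, except that leaving out either 4 hour shade library, the most variable condition, raised the 1 hour and sun counts.

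The correlation with the petiole at 4 hours did not pass 0.05 by Spearman's rho and did by Pearson's r (0.371), and the other correlations with published values kept their side of 0.05. Leaving out one library gave rho from 0.0553 to 0.425 for the leaf blade at 4 hours, from 0.42 to 0.622 for the petiole at 1 hour and from 0.646 to 0.688 for seedlings. Between the 1 hour and 4 hour responses of all tested genes, rho was 0.122, r was 0.157, and leaving out one library gave rho from 0.0686 to 0.142. Across genes of S2 Table rho was 0.112, and these fits gave values from -0.0549 to 0.375, so its sign depends on single libraries.

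Of 33 set tests, 22 passed 0.05, 22 with a pseudocount of 0.25, 22 after quantile normalization, 21 with a replicate block and 2 with the inter-gene correlation estimated. In that last setting the means do not change, and the adjusted p rose above 0.05 for the Aux/IAA family at 1 hour (mean 1.018, adjusted p = 0.112), at 4 hours (0.39, adjusted p = 0.228) and for the difference (-0.63, adjusted p = 0.249). It also did for the auxin genes of Fig 1 (1.42, 0.58 and -0.84, adjusted p = 0.0619, 0.171 and 0.112) and for its jasmonic acid genes at 1 hour (-0.57, adjusted p = 0.46) and for the difference (0.71, adjusted p = 0.39). Over all 33 set tests and 4 alternatives, 111 of 132 results kept their side of 0.05 and 21 were weaker.

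Leaving out one library moved the Aux/IAA mean from 0.81 to 1.23 at 1 hour and from -0.84 to -0.42 for the difference, and the Fig 1 auxin mean from 0.35 to 0.81 at 4 hours and from -1.07 to -0.61 for the difference. It changed the sign of the *JAZ* family at 4 hours (from -0.88 to 0.49) and for the difference (from -0.34 to 1.019), of the YUCCA family at 4 hours (from -0.00675 to 0.183), of the jasmonic acid genes of Fig 1 at 4 hours (from -0.56 to 0.83) and of the *GH3* difference (from -0.42 to 0.084). The jasmonic acid difference went from 0.0156 to 1.40. Single genes that changed sign at 4 hours were *JAZ5* (from -1.78 to 1.39), *JAZ9* (from -1.93 to 0.40), *VSP1* (from -2.41 to 3.19) and *AT5G05600* (from -1.06 to 3.33).

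For over-representation, 1 of 22 tests passed 0.05, 8 of 44 with genes called at 0.05 and 13 of 44 with the paper's lists. The named genes followed through the alternatives were listed after values were seen, within the rule fixed beforehand. Among 69 log2 fold changes of named genes, 19 had an adjusted p under 0.001, and 122 of their 133 results under alternatives with a test stayed under it, while 1 result of another gene newly passed. Of the 43 under 0.05, 278 of 299 such results stayed under 0.05 and 21 did not, and 12 of the 182 results of the other genes newly passed. The alternative with most of these 33 crossings was only the 4 libraries of the comparison, with 12, where *HFR1* and *JAZ9* at 1 hour passed and *IAA29* at 4 hours no longer did (adjusted p = 0.0141, 0.0138 and 0.372 in limma). Of the 280 that left out one library of the comparison, 42 moved by more than the spread between replicates and 4 changed sign. The counts for the difference between time points, the set tests and over-representation have no fit that leaves out a library, since an arm would hold 1 library. The difference between time points could not be run on 4 libraries or with the exact test. The low depth of shade replicate 1 limits the 4 hour results at low levels, where 3 reads equal 2.57 CPM.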

Differences from the paper's values

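The paper reports 164 differentially expressed genes at 1 hour and 97 at 4 hours, and limma called 13 and 1 at the same threshold. Of the alternatives set before the data were examined, edgeR's exact test with one common dispersion came within 1.5 times of both, with 184 and 102 genes, and it called all 163 tested genes of the paper's 1 hour list and all 88 of its 4 hour list. The exact test with gene-wise dispersion, chosen after seeing the values, gave 125 genes at 1 hour, within 1.5 times, and 36 at 4 hours, which is not. None of the other alternatives set before the data were examined closed the gap. They gave between 0 and 91 genes at 1 hour (1529 at an unadjusted p under 0.05 where the count was 0) and between 0 and 23 at 4 hours (1254 to 1938 where it was 0). Of the paper's lists, settings that called more genes than the 13 and 1 of limma were the quasi-likelihood test (25 of the 1 hour list), DESeq2 (42 and 11), the exact test with gene-wise dispersion (108 and 27), a threshold of 0.05 (81 and 17), and at 1 hour a pseudocount of 5 (17), a minimum of 5 CPM (14), only the 4 libraries (18) and a replicate block (14). Array weights, chosen after seeing the data, called 34 and 2, and left the gap open.

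The paper's log2 fold changes were larger in size than those computed here for 39 of the 41 that were compared, and among the 35 with no condition at the floor the gap was more than the spread between replicates for 4. For the other 6, *IAA6*, *HFR1*, *YUC9*, *ACS8* and *ACS5* at 1 hour and *GRP9* at 4 hours, the sun libraries are at the floor. For these the gap to the fitted log2 fold change was also more than that spread. The fold changes given elsewhere for these genes are instead lower bounds, which the paper's values do not fall below. At 1 hour *YUC8* had 2.80 against the paper's 3.67 and *ACS4* had 2.34 against the paper's 3.22. At 4 hours *AT3G55240* had 2.55 against the paper's 3.30 and *AT5G62280* had 2.32 against the paper's 3.18. With a pseudocount of 0.25 and with edgeR's quasi-likelihood test on recovered reads, none of the 4 differed by more than that spread. With a pseudocount of 5, quantile normalization, median ratio rescaling, only the 4 libraries of the comparison or a replicate block, all 4 did. A pseudocount of 5 also raised the number that differed to 24 of the 41, while each of the other settings in that list left it at 4.

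The paper lists *YUC9* and *ACS8* among its shade-induced genes with log2 fold changes of 33.3 and 34.1 (the paper's values), and both have no reads in the 1 hour sun libraries, so their rises were at least 11.1-fold and at least 20.1-fold here. The paper lists *VSP1* as higher in 4 hour shade, where its log2 fold change was 0.39 here with an adjusted p of 0.964 in limma, and one of its shade libraries was below both sun libraries. The paper describes *JAZ5* and *JAZ9* as shade-repressed, and both fell at 1 hour by 1.65 and 1.62 on the log2 scale at an adjusted p of 0.805 and 0.628 in limma. With only the 4 libraries of the comparison, set before the data were examined, the adjusted p was 0.258 for *JAZ5* and 0.0138 for *JAZ9*, and under the other alternatives that of *JAZ9* was between 0.395 and 0.662.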

Other observations

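In this part, the tests on the replicate number, on the scaling factors and on the share of listed genes whose libraries do not overlap were chosen only after the result was seen.

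Limma called 13 genes at 1 hour and 1 at 4 hours, although no gene passed 0.001 in the test of the difference itself (1062 at an unadjusted p under 0.05), so a smaller response at 4 hours is not shown by these counts. The low depth of shade replicate 1 of 4 hours was tested by thinning shade replicate 1 of 1 hour to the same 1154019 reads. The median 1 hour count over 20 draws was 13, with a range of 10 to 14, so depth alone does not give the low 4 hour count. The median difference between the replicates of 4 hour shade, over genes with a mean of at least 20 CPM, was 1.58 times the median of the other conditions. This ratio cannot tell why the count is low, because the model shares each gene's spread between the conditions, so that it enters both counts alike. The standard error of *KAT1*, for example, was 0.20 at both times. With array weights, chosen after seeing the data, which gave the 4 hour shade libraries a weight of 0.502, the counts were 34 and 2. The cause of the low 4 hour count remains open.

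Genes of the jasmonic acid pathway differed between replicates of one condition. *VSP1* was higher in replicate 1 by 3.62 in 1 hour sun, 1.58 in 1 hour shade and 5.60 in 4 hour shade on the log2 scale, and its difference in 4 hour sun was -3.09. Replicate 1 was the higher one in 3 of the 4 conditions, among them both 1 hour conditions, so an effect of the replicate number is not excluded. Residuals of same-numbered 1 hour libraries correlated at 0.10 across genes. Depth was tested over the 8 libraries against the mean level of the *JAZ* family. Spearman's rho was -0.214 (p = 0.619, exact permutation test) and Pearson's r was -0.508 (p = 0.206, exact permutation test). Without the 2 libraries farthest from the median depth r was 0.587 (p = 0.228, exact permutation test). After quantile normalization the range of the *VSP1* differences was 8.63 on the log2 scale. The median ratio factors of the 8 libraries lay within 0.0755 of each other on the log2 scale, less than any of the 4 *VSP1* differences, so scaling does not explain them. Independent noise of single genes was tested by comparing the *JAZ* family with 10000 random sets of genes matched on expression. Its mean correlation with *VSP1* in the replicate differences was 0.59, above that of 99.98% of the random sets. A pathway that varied as a whole between pools of plants may be behind these values, as a hypothesis that these tests do not tell apart from an effect of the replicate number. The design holds no condition that differs between replicates, so no biological explanation was tested.

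S2 Table lists many more genes than limma calls. Of the tested genes of both lists, 89.2% had shade and sun libraries that did not overlap, where chance gives 33%. The lists were selected on these libraries, so this share cannot tell whether weak separation explains the difference. In data simulated with no shade effect and gene-wise dispersion, edgeR's exact test with one common dispersion called a median of 5 genes at 1 hour over 20 draws, between 1 and 9, and limma called 0 in each. In data with 200 simulated changes, the exact test called 34.3%, 96.7% and 100% of log2 changes of 1, 2 and 3 at 1 hour with 4 false calls among 19080 unchanged genes, and limma called 10%, 67.2% and 87% with 1. The exact test thus made more true calls and more false calls than limma in simulated data, and its false calls there were few beside the 184 genes it called in the 1 hour libraries. The simulations drew genes independently of each other, and changes were placed only in genes with a mean of at least 5 CPM. Variation shared between genes of a pool was left out. They therefore cannot tell what part of the difference between the 1 hour list and limma is false calls. In the 4 hour contrast with no simulated effect, the exact test called a median of 4 genes, between 1 and 7. However, 17 of the 88 tested genes of the 4 hour list had libraries that overlapped. Of these, 13 were higher only in shade replicate 1. What part of the 4 hour difference is false calls therefore remains open.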
